# A conserved differentiation programme facilitates inhibitory neuron production in the developing mouse and human cerebellum

**DOI:** 10.1242/dev.204811

**Published:** 2025-12-19

**Authors:** Jens Bager Christensen, Alex P. A. Donovan, Marzieh Moradi, Giada Vanacore, Mohab Helmy, Adam J. Reid, Jimmy Tsz Hang Lee, Omer Ali Bayraktar, Andrea H. Brand, N. Sumru Bayin

**Keywords:** Neural development, Molecular layer interneurons, Differentiation, Forkhead box O1, Cerebellum, Neurospheres

## Abstract

Understanding the molecular mechanisms driving lineage decisions and differentiation during development is challenging in complex systems with a diverse progenitor pool, such as the mammalian cerebellum. Importantly, how different transcription factors cooperate to generate neural diversity and the gene regulatory mechanisms that drive neuron production, especially during the late stages of cerebellum development, are poorly understood. We used single cell RNA-sequencing (scRNA-seq) to investigate the developmental trajectories of nestin-expressing progenitors (NEPs) in the neonatal mouse cerebellum. We identified FOXO1 as a key regulator of NEP-to-inhibitory neuron differentiation, acting directly downstream of ASCL1. Genome occupancy and functional experiments using primary NEP cultures showed that both ASCL1 and FOXO1 regulate neurogenesis genes during differentiation while independently regulating proliferation and survival, respectively. Furthermore, we demonstrated that WNT signalling promotes the transition from an ASCL1^+^ to a FOXO1^+^ cellular state. Finally, the role of WNT signalling in promoting neuron production via FOXO1 is conserved in primary human NEP cultures. By resolving how cerebellar inhibitory neurons differentiate, our findings could have implications for cerebellar disorders such as spinocerebellar ataxia, where these cells are overproduced.

## INTRODUCTION

How neural stem cells generate diverse cell types with intricate cytoarchitecture in the brain remains a fundamental yet unresolved question in developmental biology. While fate mapping and clonal analyses are instrumental in resolving how distinct lineages are generated during nervous system development, the molecular mechanisms that drive lineage decisions and differentiation remain poorly understood, especially outside the forebrain. Single-cell genomic technologies have enabled the capture of transient cell states during lineage commitments and differentiation, providing the opportunity to map the dynamics of the gene regulatory networks (GRNs) driving these processes.

The cerebellum is a key hindbrain structure, crucial for motor coordination, as well as cognitive and social behaviours (Caligiore et al., 2017; Fatemi et al., 2012; Koziol et al., 2014; Lackey et al., 2018). Having co-evolved with the neocortex (Herculano-Houzel, 2010), the cerebellum has significantly expanded in mammals, housing ∼60% and ∼80% of the neurons in the mouse and human brains, respectively (Azevedo et al., 2009; Gill and Sillitoe, 2019; Herculano-Houzel et al., 2006). Although the cerebellar primordium is established at embryonic day (E) 9 in mice (Erickson et al., 2025; Leto et al., 2016), the majority of its growth occurs postnatally. The postnatal cerebellar progenitors continue to proliferate and differentiate up to 2 weeks after birth in mice and 6 months in humans (Erickson et al., 2025; Leto et al., 2016; Rakic and Sidman, 1970). Due to this protracted development, the cerebellum is particularly vulnerable to stress and damage around birth. Indeed, cerebellar injury at birth is the second leading risk factor for autism spectrum disorders (Wang et al., 2014). Furthermore, increasing evidence suggests that spinocerebellar ataxias manifest as developmental abnormalities in various cerebellar cell types, including altered progenitor cell behaviour and postnatal inhibitory interneuron overproduction (Becker et al., 2009; Edamakanti et al., 2018; Luttik et al., 2022). Therefore, dissecting the molecular mechanisms that regulate postnatal cerebellum development is crucial to understanding disease pathophysiology and identifying potential therapeutic interventions.

The postnatal development of the cerebellum is orchestrated by the coordinated action of lineage-restricted progenitors derived from two molecularly distinct embryonic germinal zones: the rhombic lip and the ventricular zone (VZ) (Joyner and Bayin, 2022; Leto et al., 2016; Wizeman et al., 2019). Rhombic lip-derived granule cell progenitors (GCPs) proliferate in the external granule layer and differentiate into the excitatory granule cells that migrate inwards to the internal granule layer in an outside-in manner (Machold and Fishell, 2005; Wang et al., 2005; Wingate and Hatten, 1999). On the other hand, VZ-derived nestin-expressing progenitors (NEPs) consist of multiple subtypes and give rise to molecular layer inhibitory neurons, Bergmann glia and astrocytes (Bayin et al., 2021; Lee et al., 2005; Milosevic and Goldman, 2004; Parmigiani et al., 2015). The *Hopx*-expressing gliogenic NEPs (*Hopx*-NEPs) are further divided into two subtypes based on their locations: those in the lobule white matter (WM) generate astrocytes, while those in the Bergmann glia layer (BgL) give rise to both astrocytes and Bergmann glia (Bayin et al., 2021; Cerrato et al., 2018). The neurogenic NEPs that express the basic helix loop helix proneural transcription factor *Ascl1* (*Ascl1*-NEPs) reside in the lobule WM of the postnatal cerebellum. The *Ascl1*-NEPs proliferate in the WM and generate the molecular layer inhibitory interneurons, basket and stellate cells (Leto et al., 2009). Once born in the lobule WM, the inhibitory neurons migrate radially to the molecular layer in an inside-out manner (Leto et al., 2006, 2009, 2016; Sudarov et al., 2011; Zhang and Goldman, 1996). Furthermore, lineage-tracing studies have demonstrated that some NEPs in the WM are bipotent, generating both astrocytes and interneurons during early postnatal development (Bayin et al., 2021; Cerrato et al., 2018). Finally, a small subset of GCPs also express the NEP markers *Sox2* and *Nes* (Selvadurai et al., 2020; Vanner et al., 2014). While the molecular mechanisms that regulate GCP proliferation and differentiation have been extensively studied due to their role in some medulloblastomas (Cheng et al., 2020; Dahmane and Altaba, 1999; Gold et al., 2024; Miyata et al., 1999), the molecular mechanisms that govern NEP subpopulations remain largely unknown.

Cellular identities and the differentiation programmes required to achieve them are established by the combinatorial and context-dependent action of pleiotropic transcription factors. A recent analysis revealed that multiple transcription factors cooperate to mediate GABAergic differentiation in cerebral interneurons, highlighting the importance of transcription factor networks in development (Catta-Preta et al., 2024). However, the GRNs that drive molecular layer inhibitory neuron production in the cerebellum are not well understood, although ASCL1 is required for their differentiation (Grimaldi et al., 2009; Sudarov et al., 2011). ASCL1 is a pioneer proneural transcription factor that drives neurogenesis (Castro et al., 2006; Raposo et al., 2015; Woods et al., 2022) during development (Casarosa et al., 1999) and in direct reprogramming (Vierbuchen et al., 2010). A candidate family of proteins that could cooperate with ASCL1 is the forkhead-box transcription factor family subgroup O (FOXO) proteins. They play a crucial role in stem cell homoeostasis (Paik et al., 2009), cellular metabolism (Bastie et al., 2005; Puigserver et al., 2003) and apoptosis (Brunet et al., 2004; Papadia et al., 2008; Yuan et al., 2008). While some studies show that FOXO genes are important for neural stem cell homeostasis and promote stemness by inhibiting differentiation (Kim et al., 2015; Paik et al., 2009; Webb et al., 2013), others have suggested that they also regulate autophagy, migration and maturation (De La Torre-Ubieta et al., 2010; Huynh et al., 2011; Schäffner et al., 2018) in developing neurons. Finally, various ChIP-seq data suggest that ASCL1 and FOXO motifs co-occur in neural and brain tumour stem cells, suggesting overlapping roles (Park et al., 2017; Webb et al., 2013). While previous studies have shown that FOXO3 is a negative regulator of ASCL1-dependent neurogenesis (Webb et al., 2013), the functional relationship between FOXO proteins and ASCL1 remains largely unknown.

In this study, we used scRNA-seq, primary mouse and human NEP cultures, genetic induced fate mapping and conditional knockout (CKO) mice to investigate the molecular drivers of NEP-to-inhibitory neuron differentiation in the developing cerebellum. We demonstrate that, during *in vitro* differentiation of primary cerebellar neurosphere cultures, ASCL1 and WNT signalling upregulates FOXO1, which in turn promotes neural differentiation. Analysis of genome occupancy showed that ASCL1 and FOXO1 regulate a common set of neurogenic genes but also exhibit temporally divergent functions; ASCL1 promotes the proliferation of *Ascl1*-NEPs, whereas FOXO1 supports cell survival during *in vitro* differentiation. Finally, we demonstrate that the molecular mechanisms governing NEP-to-inhibitory neuron differentiation in mouse NEPs are conserved in primary human NEP cultures. Collectively, this study establishes core components of the GRN that drive NEP-to-inhibitory neuron differentiation in the developing mouse and human cerebellum.

## RESULTS

### Iterative subclustering reveals cellular states during NEP-to-inhibitory neuron differentiation during postnatal development

To identify key cellular states and the molecular mechanisms that drive NEP-to-inhibitory neuron differentiation during postnatal cerebellum development, we analysed previously generated scRNA-seq data of FACS-isolated CFP^+^ cells from postnatal day (P) 1, 2, 3 and 5 *Nes-Cfp/+* mouse cerebella (Pakula et al., 2025) (Fig. 1A-D). Following quality control, 4872 cells were clustered into 11 clusters to identify distinct NEP subtypes and cellular states during the first 5 days after birth (Fig. 1E and Fig. S1A,B). Clusters were annotated using established lineage markers and highlighted the presence of the expected NEP subtypes and their immediate progenies, likely captured as a result of CFP perdurance. To this end, we identified *Hopx-*NEPs (clusters 0 and 6), *Ascl1*-NEPs (cluster 1) and their progenies: astrocytes (cluster 4, *Slc6a11*^+^) and immature inhibitory neurons (cluster 3, *Pax2*^+^), respectively (Bayin et al., 2021; Pakula et al., 2025).

**Fig. 1.**
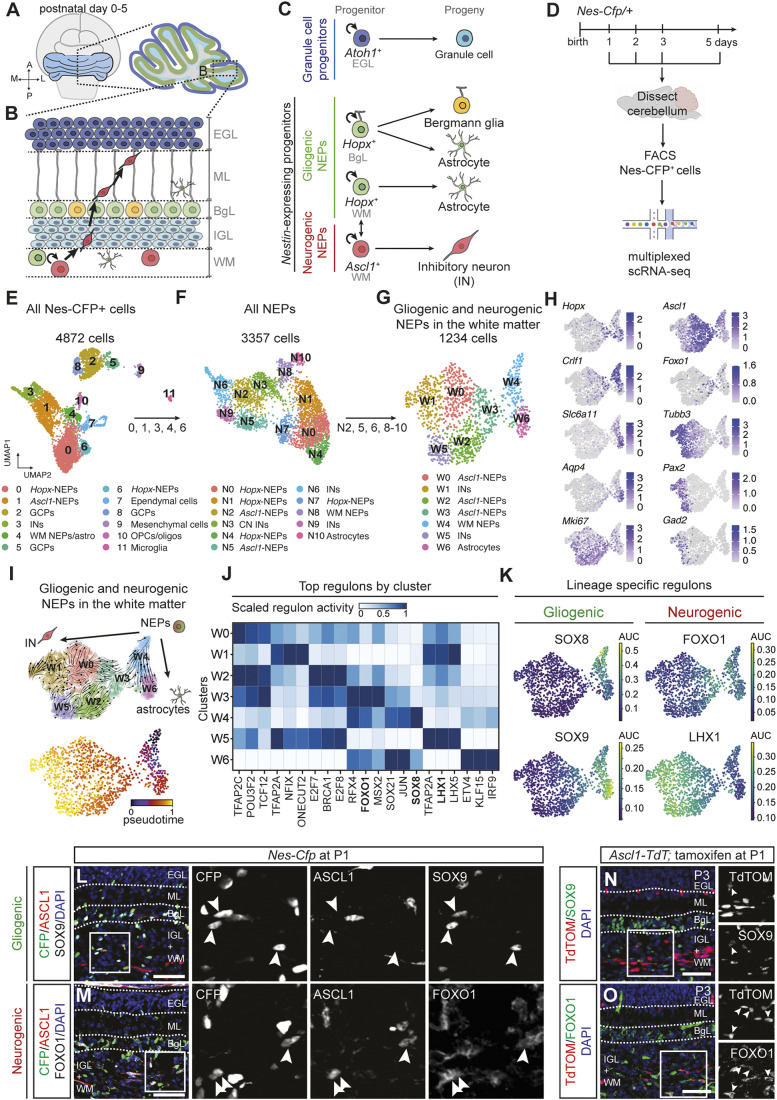
**scRNA-seq captures the molecular diversity of NEPs and reveals the regulatory mechanisms that drive the lineage decisions and differentiation during postnatal mouse cerebellum development.** (A-C) Schematics showing the postnatal cerebellar progenitors and their lineages. (D) Experimental design. (E-G) Uniform manifold approximation and projection (UMAP) visualisation of all Nes-CFP^+^ cells (4872 cells, E), all NEPs (3357 cells, F), and the gliogenic and neurogenic NEPs in the WM (1234 cells, G) labelled by cluster identity (Table S1 and Fig. S1A-J). (H) UMAP projection of normalised expression levels of known marker genes (gliogenic-NEPs, *Hopx*; astrocytes, *Slc6a11* and *Aqp4*; neurogenic-NEPs, *Ascl1*; immature inhibitory neurons, *Tubb3*, *Pax2* and *Gad2*), genes that were significantly enriched in W3 (*Foxo1*) and W4 (*Crlfl1*), and a proliferation marker (*Mki67*). (I) UMAP of WM NEPs with cellular trajectories embedded (top) or coloured by pseudotime (bottom), computed using scVelo. (J) Heatmap of the normalised activity scores of the top 3 cluster-specific regulons identified by pySCENIC (Table S2). (K) UMAP of WM NEPs coloured by regulon activity. (L,M) Immunofluorescent analysis of P1 *Nes*-*Cfp*/+ cerebella for CFP, ASCL1, and SOX9 (L) or FOXO1 (M). Arrowheads in L indicate CFP^+^/ASCL1^−^/SOX9^+^ cells; arrowheads in M indicate CFP^+^/ASCL1^+^/FOXO1^+^ triple-positive cells. (N,O) Immunofluorescent analysis of the cerebella of P3 *Ascl1-TdT* pups that were given tamoxifen at P1. Arrowheads indicate TdTOM^+^/SOX9^+^ (N) or TdTOM^+^/FOXO1^+^ (O) cells. Scale bars: 50 µm. OPC/oligo, oligodendrocyte progenitor cells/oligodendrocytes; INs, inhibitory neurons; CN, cerebellar nuclei; GCP, granule cell progenitor; EGL, external granule layer; IGL, internal granule layer; ML, molecular layer; BgL, Bergmann glia layer; WM, white matter.

Other *Nes^+^* populations, as previously observed (Pakula et al., 2025), were also detected. The *Nes-Cfp^+^* GCPs (clusters 2, 5 and 8, *Atoh1*^+^/*Rbfox3*^+^) represent a subpopulation of GCPs that express *Nes* and *Sox2* (Li et al., 2013; Vanner et al., 2014) (Fig. 1E and Fig. S1C)*.* Whether these cells originate from the rhombic lip or the VZ, their physiological function and their relevance to previously reported *Nes^+^* and/or *Sox2^+^* GCPs remain to be determined. Other cell types that were observed include oligodendrocyte progenitors and oligodendrocytes (cluster 10, *Olig2*^+^/*Pdgfra*^+^), ependymal cells (cluster 7, *Foxj1*^+^), mesenchymal cells (cluster 9, *Vtn*^+^) and microglia (cluster 11, *Cx3cr1*^+^), all of which were detected in various proportions across different postnatal days (Fig. 1E, Fig. S1A-C, Table S1). Based on previous fate-mapping and clonal analyses, these cells are not the primary progeny of the postnatal neurogenic and gliogenic NEPs. Therefore, clusters 7 and 9-11 were omitted from downstream analysis (Bayin et al., 2021; Cerrato et al., 2018; Fleming et al., 2013; Sudarov et al., 2011; Wojcinski et al., 2017). Finally, although a small proportion of Nes-CFP^+^ cells was observed in the deep white matter via histological analysis (Bayin et al., 2021), these cells are likely under-represented in our dataset due to their rarity and were not detected as a separate cluster.

To increase the resolution of distinct NEP cellular states and to identify mechanisms of NEP-to-inhibitory neuron differentiation, we performed iterative subclustering. First, we subclustered all NEPs and their progeny from the initial dataset (clusters 0, 1, 3, 4 and 6, Fig. 1E). Clustering of 3357 NEPs showed increased molecular diversity highlighted by the presence of ten clusters (Fig. 1F and Fig. S1D-G, Table S1). BgL *Hopx*-NEP clusters N0, N1, N4 and N7 (*Gdf10*^+^), WM *Hopx*-NEPs and *Ascl1*-NEPs [i.e. *Hopx*-NEPs (cluster N8) and *Ascl1*-NEPs (clusters N2 and N5)] were identified along with their immediate progenies: *Slc6a11*^+^ astrocytes (cluster N10) and immature *Pax2*^+^ inhibitory neurons (clusters N6 and N9). Finally, cluster N3 showed enrichment for *Pvalb* expression (Fig. S1F). Based on Allen brain atlas RNA *in situ* hybridisation data at P4, *Pvalb* is expressed in the cerebellar nuclei in the deep WM (Fig. S1H), perhaps representing some of the Nes-CFP^+^ cells there. The inhibitory neurons of the cerebellar nuclei are generated directly from the ventricular zone between E10 and E13 (Leto et al., 2006; Sudarov et al., 2011) and are not the progeny of the postnatal neurogenic-NEPs. Thus, cluster N3 was excluded from further analyses.

We aimed to identify WM NEPs in the cerebellar cortex, which generates the molecular layer inhibitory neurons and astrocytes. To this end, we further subclustered specifically the 1234 gliogenic and neurogenic NEPs in the WM (clusters N2, N5, N6 and N8-10) (Fig. 1F,G, Fig. S1I,J and Table S1). We excluded the *Gdf10^+^ Hopx*-NEPs (clusters N0, N1, N4 and N7), as they reside in the BgL and represent a distinct lineage from the WM NEPs (Bayin et al., 2021; Cerrato et al., 2018). This analysis revealed seven distinct clusters, highlighting WM NEP subtypes, one of which was a potential bipotent NEP state (cluster W4, *Ascl1*^+^/*Hopx*^low^/*Crlf1*^+^) consistent with the previous fate-mapping and clonal analyses (Bayin et al., 2021; Cerrato et al., 2018) (Fig. 1G,H, Fig. S1G). Only one cluster of astrocytes was detected (W6, *Slc6a*11^+^), likely due to their later production compared to neurons. In contrast, we observed five clusters (W0-3 and W5, *Ascl1*^+^ and/or *Tubb3^+^*) with neural identity. These clusters differed by expression of transcription factors such as *Foxo1* (W3) and/or their proliferation (W2, W3, W5 and *mKi67^+^*) and maturation (immature inhibitory neurons, W0-1, W5 and *Pax2^+^, Gad1/2^+^*) state (Fig. 1G,H, Fig. S1I,J and Table S1). In summary, iterative subclustering of scRNA-seq data resolved distinct cellular states within known NEP subtypes during early postnatal cerebellum development.

### *In silico* analyses predict distinct gene regulatory networks drive NEP lineage progression

To identify the transcriptional mechanisms that drive the differentiation of WM NEPs into inhibitory neurons or astrocytes, we first performed RNA velocity analysis using scVelo (Bergen et al., 2020). As expected, the unsupervised analysis positioned the bipotent cells at the top of the WM NEP lineage hierarchy, leading to two trajectories, either towards inhibitory neurons (*Gad2*^+^) via a *Foxo1*^+^ state, or towards astrocytes (*Slc6a11*^+^) (Fig. 1I). Interestingly, various intermediate states were detected along the inhibitory neuron differentiation path, including a subset with persistent *Ascl1* and *Mki67* expression (*Ascl1*-NEPs) (Fig. 1H,I). *Ascl1* expression preceded that of *Foxo1*, albeit the *Ascl1* expression was observed broadly and its levels fluctuated (Fig. S1K). To further explore the molecular drivers of glial and neuronal differentiation, we performed *in silico* GRN reconstruction using pySCENIC (Van de Sande et al., 2020). This analysis computes an activity score for regulons based on the coordinated expression of a transcription factor and its known target genes. Analysis of the top enriched regulons for each cluster revealed both lineage- and stage-specific transcription factors that could be involved in maintaining stemness, bipotency, lineage decisions or differentiation (Fig. 1J,K and Table S2). For example, the SOX8 regulon was specifically active in bipotent NEPs (cluster W4), whereas LHX1/5 and SOX9 regulons were highly active in immature inhibitory neurons (clusters W1 and W5) and astrocytes (cluster W6), respectively (Fig. 1J,K and Table S2). These findings are in line with previous reports from other brain regions (Kang et al., 2012; Pillai et al., 2007; Seto et al., 2014; Stolt et al., 2003; Sun et al., 2017; Vong et al., 2015). Finally, we hypothesised that the regulons enriched in cluster W3 could play crucial roles during neural differentiation. Among these, FOXO1 was identified as one of the specific regulons in cluster W3 (Fig. 1J,K), overlapping with its high expression in that cluster (Fig. 1H).

We then performed *in silico* gene overexpression and knockout using CellOracle (Kamimoto et al., 2023) (Fig. S1L-Q). Knockout of *Sox8* did not significantly alter the computed cellular trajectories, whereas overexpression of *Sox8* was predicted to promote stemness over differentiation in the bipotent NEPs (Fig. S1M). On the other hand, *in silico* knockout of *Sox9* promoted, whereas knockout of *Ascl1* and *Lhx1* inhibited, neuron differentiation (Fig. S1N-P). In contrast, the overexpression of these transcription factors had opposite effects (Fig. S1N-P). This is in line with their known roles during neural and glial differentiation (Pillai et al., 2007; Stolt et al., 2003; Sudarov et al., 2011; Vong et al., 2015). *In silico* knockout and overexpression of *Foxo1* inhibited and promoted neuronal differentiation, respectively (Fig. S1Q), supporting its potential role during postnatal cerebellar neurogenesis.

To validate the expression of transcription factors identified by scRNA-seq, we analysed sections obtained from P1 *Nes-Cfp/+* cerebella. Immunofluorescent staining for SOX9, which was enriched in NEPs (W4) and astrocytes (W6), showed expression in a subset of CFP^+^ cells in the WM. Importantly, the expression was mutually exclusive from that of ASCL1 (Fig. 1L). In contrast, we observed nuclear FOXO1 in the CFP^+^ cells in the WM, some of which were also ASCL1^+^, and in endothelial cells, as previously reported (Hosaka et al., 2004) (Fig. 1M). Similarly, fate mapping using *Ascl1^CreERT2/+^; R26^lox-STOP-lox-TdTom/+^* (*Ascl1-TdT*) animals, where tamoxifen was administered at P1 and analysed 2 days after, revealed only rare SOX9^+^/TdTOM^+^ cells, while 19.94%±0.11% (*n*=3) of TdTOM^+^ cells in the WM had nuclear FOXO1 expression (Fig. 1N,O). FOXO1^+^/TdTOM^+^ cells were restricted to the WM and were not observed in the TdTOM^+^ cells that had migrated to outer layers, highlighting the transient nature of *Foxo1* expression during differentiation. Interestingly, although *Foxo1* mRNA was present in the gliogenic-NEPs in the BgL, immunofluorescent staining on sections from P1 and P5 *Nes-Cfp/+* cerebella showed cytoplasmic localisation, suggesting limited transcriptional activity in this population (Fig. S1R-U). In summary, using scRNA-seq, we identified GRNs that regulate WM NEP lineage decisions towards astrocytes or neurons, and underscore *Foxo1* as a potential regulator of postnatal cerebellar inhibitory neuron production.

### ASCL1 precedes FOXO1 during postnatal NEP-to-inhibitory neuron differentiation

To investigate the molecular drivers of postnatal NEP-to-inhibitory neuron differentiation, we adopted an *in vitro* approach. Primary NEPs were isolated from P1 cerebella and cultured as neurospheres in suspension with 20 ng/ml EGF and FGF2, similar to other neural stem cell cultures (Capela and Temple, 2002; Rietze et al., 2001). NEPs could then be dissociated and differentiated as adherent cultures into neurons and glia by withdrawing growth factors and treating with 2% fetal bovine serum (FBS) (Fig. 2A). Almost all cells in the neurospheres were SOX2^+^ and expressed either ASCL1 or HOPX, demonstrating the presence of both *Ascl1*- and *Hopx*-NEPs (Fig. 2B). To further validate the composition of our *in vitro* primary NEP cultures and to assess the transcriptional similarities to their *in vivo* counterparts, we performed scRNA-seq of two independent primary NEP neurosphere cultures (total 2606 cells). The scRNA-seq confirmed endogenous *Nes* and *Sox2* expression, and NEP subtype markers *Ascl1* and *Hopx* (Fig. S2A-D, Table S3). Mapping the primary NEP neurosphere scRNA-seq data to the *in vivo* scRNA-seq data of all Nes-CFP^+^ cells (Fig. 1E) confirmed that the majority of the cells in the neurospheres are transcriptionally similar to WM NEPs/astrocytes (cluster 4) and *Hopx*-NEPs (clusters 0 and 6) (Fig. S2E-G). To further resolve transcriptional similarities within the NEP subtypes, we mapped the *in vitro* datasets to the subsequent iteratively subclustered groups, all NEPs (Fig. 1F, Fig. S2H-J), and the gliogenic and neurogenic NEPs in the WM (Fig. 1G, Fig. S2K-M). These results further confirmed that the primary NEP neurosphere transcriptomes highly resemble WM NEPs and astroglia of the neonatal cerebellum.

**Fig. 2.**
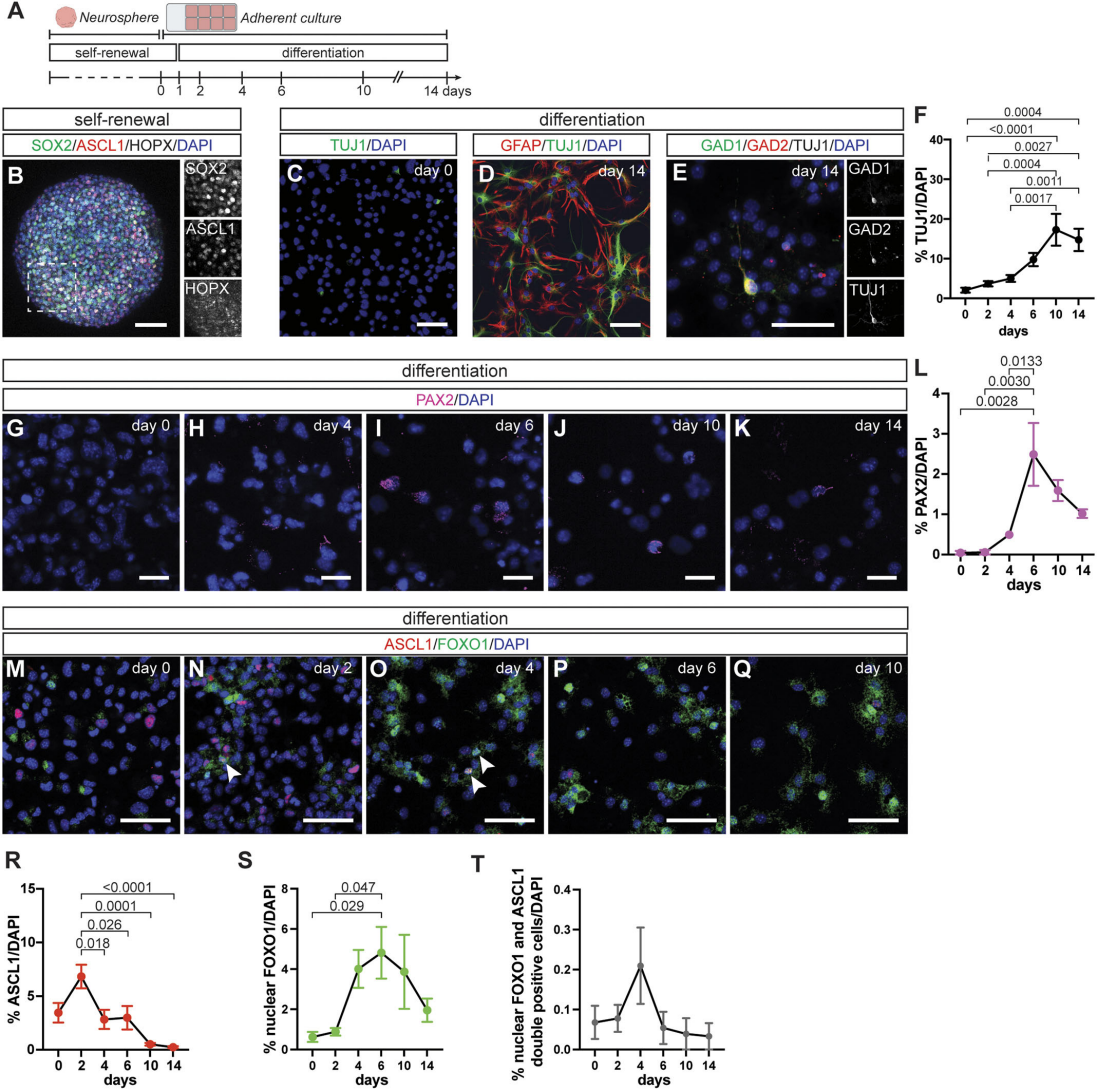
**NEP-to-inhibitory neuron differentiation and the temporal dynamics of ASCL1 and FOXO1 during differentiation are recapitulated *in vitro*.** (A) Experimental design. (B) Immunofluorescent analysis of primary NEP neurospheres for SOX2 (pan-NEP), ASCL1 (neurogenic-NEP) and HOPX (gliogenic-NEP). (C-E) Immunofluorescent analysis of adherent NEP cultures at day 0 (C) and 14 (D,E) of differentiation. (F) Quantification of TUJ1^+^ cells during *in vitro* differentiation [one-way ANOVA, *F*_(5,46)_=9.439, *P*<0.0001, *n*=9 (except day 10, *n*=7)]. (G-K) Immunofluorescent analysis for PAX2 during differentiation. Representative images from days 0 (G), 4 (H), 6 (I), 10 (J) and 14 (K) are shown. (L) Quantification of PAX2^+^ cells during differentiation [one-way ANOVA, *F*_(5,12)_=7.973, *P*=0.0016, *n*=3]. (M-Q) Immunofluorescent analysis for ASCL1 and FOXO1 during differentiation. Representative images from days 0 (M), 2 (N), 4 (O), 6 (P) and 10 (Q) are shown. (R-T) Quantification of ASCL1^+^ (R), nuclear FOXO1^+^ (S) and nuclear FOXO1 and ASCL1 double-positive (T) cells during differentiation. Arrowheads in N and O highlight nuclear FOXO1 and ASCL1 double-positive cells [one-way ANOVA; R: *F*_(5,46)_=7.720, *P*<0.0001, *n*=9 (except day 10, *n*=7); S: *F*_(5,46)_=3.575, *P*=0.0082, *n*=9 (except day 10, *n*=7); T: *F*_(5,46)_=1.5, *P*=0.1918, *n*=9 (except day 10, *n*=7)]. Data are mean±s.e.m. Scale bars: 50 µm in B-D,M-Q; 25 µm in E,G-K.

Upon *in vitro* differentiation of the primary NEP neurospheres, the number of TUJ1^+^ neurons gradually increased over time and plateaued, starting at day 10 (Fig. 2C-F). At the end of the 14-day differentiation period, we observed mixed cultures with GFAP^+^ and TUJ1^+^ cells (14.74±2.81%, *n*=9) (Fig. 2D-F). Some of the TUJ1^+^ cells were also GAD1/2^+^, confirming their inhibitory neuron identity (Fig. 2E). Importantly, when we assessed the expression of PAX2, an immature cerebellar inhibitory neuron marker, during differentiation, we observed a significant increase starting by day 4 and peaking at day 6 of differentiation (Fig. 2G-L). In summary, these results suggest that primary NEP neurospheres maintain their *in vivo* NEP identity and give rise to inhibitory neurons via a PAX2^+^ intermediate state *in vitro*, providing a model to study cerebellar inhibitory neurogenesis.

We analysed the temporal dynamics of ASCL1 and FOXO1 expression during *in vitro* differentiation (Fig. 2M-S). At day 0 of differentiation, a small proportion of cells were ASCL1^+^ (3.46%±0.91%, *n*=9), likely representing the *Ascl1-*expressing neurogenic NEPs, whereas nuclear FOXO1^+^ cells were minimal (0.62%±0.25%, *n*=9) (Fig. 2M,R,S). During differentiation, we first observed a 1.98±0.32-fold (*n*=9) increase in the proportion of ASCL1^+^ cells on day 2 compared to day 0, which gradually decreased to 0.25%±0.12% (*n*=9) at 14 days (Fig. 2R). On the other hand, the proportion of cells with nuclear FOXO1 increased after the peak of ASCL1^+^ cells (day 2), starting at around day 4 of differentiation (7.81±1.84-fold compared to day 0, *n*=9) and maintaining similar levels until day 10, with a downwards trend at the end of differentiation at day 14 (Fig. 2S). Although a small population, the proportion of nuclear FOXO1 and ASCL1 double-positive cells also peaked at day 4 of differentiation, aligning with the onset of the FOXO1^+^ state (Fig. 2T). Interestingly, the broad *Ascl1* mRNA expression observed via scRNA-seq (Fig. S1K) was not mimicked by the ASCL1 protein dynamics (Fig. 2R), highlighting potential non-transcriptional mechanisms to control ASCL1 levels. Collectively, these results demonstrate that ASCL1 precedes FOXO1 during *in vitro* differentiation of NEPs into inhibitory neurons, in agreement with the scRNA-seq and *Ascl1-TdT* fate-mapping results.

### ASCL1 and FOXO1 both drive neurogenesis *in vitro*

*In vivo* studies have shown that ASCL1 is required for inhibitory neuron production in the developing cerebellum (Sudarov et al., 2011). However, the role of FOXO1 during NEP-to-inhibitory neuron differentiation, and whether ASCL1 and FOXO1 interact during differentiation remain to be understood. To resolve their functions, we performed gain- and loss-of-function studies in our *in vitro* culture paradigm (Fig. 3A,L). To test whether ASCL1 and FOXO1 alone can promote neurogenesis, we used a doxycycline (DOX)-inducible lentiviral system to overexpress them in a temporally restricted manner (Fig. 3A). We established a stable rTTA-NEP cell line, which was then infected with lentiviruses that overexpressed either ASCL1 (ASCL1 OE), FOXO1 (FOXO1 OE) or green fluorescent protein (EGFP OE) under the control of a TET-responsive promoter (Liu et al., 2018; Panciera et al., 2016) (Fig. 3A). Quantification of EGFP^+^ cells in the EGFP OE NEPs demonstrated transduction efficiencies of 30.33±2.38% (*n*=5) at day 4 and 33.88±1.61% (*n*=5) at day 10 of differentiation (Fig. 3B,C, Fig. S3A,E). Unfortunately, the TET-inducible promoter was leaky in primary NEPs, and we detected similar frequencies of EGFP^+^ cells with or without DOX (Fig. S3A,E). Therefore, we focused on DOX-treated cells for downstream analyses. No significant changes were observed in the parameters assessed between cells treated with DOX or vehicle (Fig. S3A-H). However, the level of overexpression was higher with DOX (Fig. S3I-K).

**Fig. 3.**
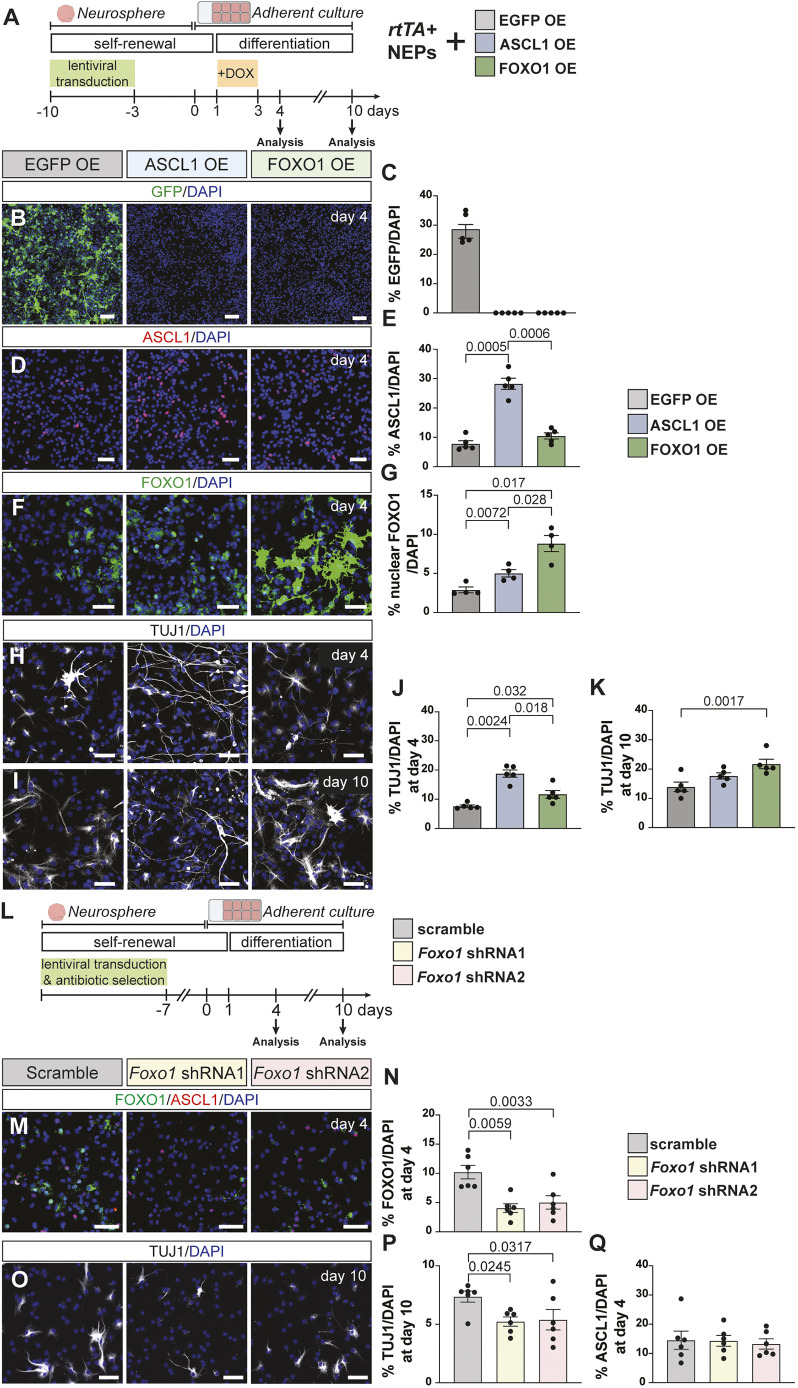
**FOXO1 is downstream of ASCL1 and promotes neuron production *in vitro*.** (A) Experimental design. (B-G) Immunofluorescent analysis of differentiating cells at day 4 that are overexpressing EGFP (EGFP OE), ASCL1 (ASCL1 OE) or FOXO1 (FOXO1 OE). EGFP^+^ (B,C), ASCL1^+^ (D,E) or FOXO1^+^ (F,G) cells were quantified [one-way ANOVA; C: *F*_(1,4)_=149, *P*=0.0003, *n*=5; E: *F*_(1,5)_=138.9, *P*<0.0001, *n*=5; G: *F*(_1,3_)=35.83, *P*=0.0087, *n*=4]. (H,I) Immunofluorescent analysis of EGFP OE, ASCL1 OE and FOXO1 OE cultures at day 4 (H) or 10 (I) of differentiation. (J,K) TUJ1^+^ cells were quantified on day 4 (J) and 10 (K) [one-way ANOVA; J: *F*_(1,6)_=39.25, *P*=0.0002, *n*=5; K: *F*_(1,5)_=17.37, *P*=0.0044, *n*=5]. (L) Experimental design. (M) Immunofluorescent analysis of cultures overexpressing scramble, *Foxo1* shRNA1 or *Foxo1* shRNA2 for FOXO1 and ASCL1 at day 4 of differentiation. (N) Quantification of FOXO1^+^ cells at day 4 in the scramble, *Foxo1* shRNA1- or *Foxo1* shRNA2-expressing cells (*n*=6, paired Student's *t*-test, compared to scrambled). (O) Immunofluorescent analysis of cells that are expressing scramble, *Foxo1* shRNA1 or *Foxo1* shRNA2 for TUJ1 at day 10. (P,Q) Quantification of TUJ1^+^ cells at day 10 (P) or ASCL1^+^ cells at day 4 (Q) (*n*=6, paired Student's *t*-test, compared to scrambled). Representative images are shown. Data are mean±s.e.m. Scale bars: 50 µm.

We confirmed overexpression by quantifying the percentage of ASCL1^+^ and nuclear FOXO1^+^ cells in each overexpression condition during differentiation. On day 4, all conditions showed significant upregulation of the respective protein (Fig. 3B-G). Interestingly, ASCL1 OE also showed a significant increase in nuclear FOXO1^+^ cells (Fig. 3G), suggesting that ASCL1 promotes FOXO1 expression. Next, we addressed the effect of overexpression on neurogenesis by quantifying the number of neurons (TUJ1^+^) in each condition during differentiation (Fig. 3H-K). We observed a significant increase in the proportion of neurons upon both ASCL1 OE and FOXO1 OE at day 4, with the fold-change relative to EGFP OE being higher in ASCL1 OE compared to FOXO1 OE (2.46±0.16-fold versus 1.54±0.18-fold, *n*=5, Fig. 3J). Surprisingly, while the FOXO1 OE condition continued to have significantly more TUJ1^+^ cells at day 10 of differentiation, the ASCL1 OE did not (Fig. 3K). Furthermore, the TUJ1^+^ cells in the ASCL1 OE condition had longer processes compared to the EGFP OE and FOXO1 OE conditions both at day 4 and 10, suggesting that sustained overexpression of these factors that function at the early stages of differentiation may affect neural maturation or even lead to cell death.

To test whether FOXO1 is required for NEP-to-inhibitory neuron differentiation, we performed lentiviral knockdown using shRNAs against *Foxo1* during *in vitro* differentiation. Stable primary NEP lines expressing either shRNAs against *Foxo1* or a scrambled shRNA as a control were generated and then differentiated (Fig. 3L). Quantification of FOXO1^+^ cell numbers showed a significant but partial reduction in the percentage of FOXO1^+^ cells (FOXO1 shRNA1, 0.41±0.07-fold; FOXO1 shRNA2, 0.47±0.07-fold; *n*=6), confirming the knockdown (Fig. 4M,N). FOXO1 knockdown led to a significant reduction in the percentage of TUJ1^+^ cells at day 10 of differentiation (shRNA1, 0.73±0.08-fold; shRNA2, 0.72±0.09-fold; *n*=6), while the number of ASCL1^+^ cells did not change at day 4 (Fig. 3O-Q). Together, our *in vitro* functional analyses demonstrate that both ASCL1 and FOXO1 promote the production of neurons *in vitro* but to different extents and suggest that ASCL1 regulates FOXO1 expression during the differentiation of NEPs to inhibitory neurons.

**Fig. 4.**
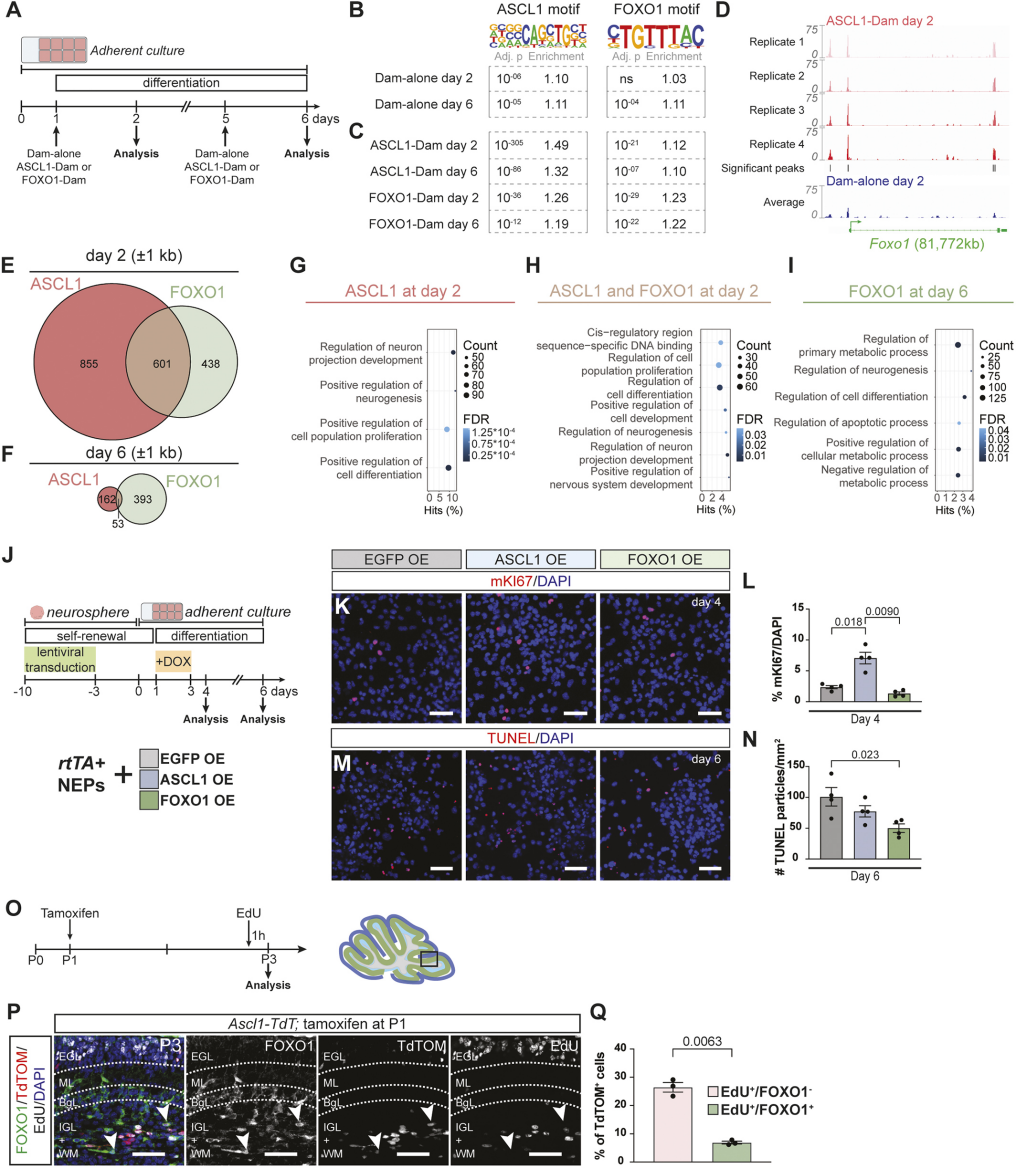
**ASCL1 and FOXO1 independently regulate proliferation and cell survival during *in vitro* NEP differentiation.** (A) Experimental design. (B,C) Table of HOMER results showing ASCL1 and FOXO1 binding motifs, and their significance (*P*_adj) and enrichment score in respective conditions at day 2 and 6 (Table S4). Analysis was performed on significant Dam-alone peaks as a readout for open chromatin (B) and on significant ASCL1-Dam and FOXO1-Dam peaks, which previously had been normalised to their Dam-alone control (C). (D) ASCL1-Dam tracks and the average of Dam-alone track (*n*=4) on day 2 of differentiation at the *Foxo1* loci. Significant ASCL1-Dam peaks are shown (FDR<0.05). (E,F) Venn diagrams of genes associated with significant and reproducible ASCL1-Dam and FOXO1-Dam peaks ±1 kb of their transcriptional start site on day 2 (E) and 6 (F) of differentiation (Table S5). (G-I) Selected significantly enriched GO terms for genes with ASCL1-Dam binding at day 2 (G), ASCL1-Dam and FOXO1-Dam binding at day 2 (H) or FOXO1-Dam binding at day 6 (I) are shown (Table S5). The circle size indicates the number of genes from a given GO term that contains a significant peak. The *x*-axis is the percentage of all the genes within a GO term with a significant peak. The colour gradient indicates the false discovery rate. (J) Experimental design. (K,L) Immunofluorescent analysis and quantification of EGFP OE, ASCL1 OE and FOXO1 OE cultures at day 4 for proliferation marker mKi67 [one-way ANOVA, *F*_(1, 3)_=46.00, *P*=0.0029, *n*=4]. (M,N) TUNEL staining and quantification of TUNEL^+^ particles on EGFP OE, ASCL1-OE and FOXO1-OE cultures at day 6 [one-way ANOVA, *F*_(2, 9)_=5.475, *P*=0.0278, *n*=4]. (O) Experimental design. (P) Immunofluorescent analysis of P3 *Ascl1-TdT* brains that were given tamoxifen at P1 and EdU 1 h before the experimental endpoint. Arrowheads indicate TdTOM^+^/FOXO1^+^/EdU^−^ cells. (Q) Quantification of EdU^+^ and EdU^+^/nuclear FOXO1^+^ cells in all TdTOM^+^ cells at P3 (*n*=3, paired Student's *t*-test). Representative images are shown. Data are mean±s.e.m. Scale bars: 50 µm.

### ASCL1 regulates FOXO1 expression, and ASCL1 and FOXO1 have shared and distinct binding targets during *in vitro* differentiation

Having established that ASCL1 and FOXO1 are important for NEP-to-inhibitory neuron differentiation, we took a targeted DNA adenine methyltransferase identification (Targeted DamID; TaDa) approach (Marshall and Brand, 2015; Marshall et al., 2016; Southall et al., 2013) to identify their direct regulatory targets. Primary NEPs were infected with lentiviral constructs for expression of untethered Dam (Dam-alone) or fusions of either ASCL1 or FOXO1 with Dam (ASCL1-Dam and FOXO1-Dam) 1 day before analysis on day 2 and 6 of differentiation (Fig. 4A). 

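Targeted DamID marks the places where a protein meets chromatin: a Dam methylase fused to ASCL1 or FOXO1 methylates adenines in nearby GATC sites, and untethered Dam shows how open the chromatin is to the enzyme. ASCL1-Dam, FOXO1-Dam and Dam-alone were each sequenced in 4 replicates on day 2 and in 4 replicates on day 6 of NEP differentiation, which gives 24 samples in 6 conditions. The authors aligned the reads to the mouse genome mm10, called broad peaks with MACS2 between each fusion sample and each Dam-alone sample of the same day, and merged overlapping peaks. For each fusion and day, 1 list of merged peaks and 1 list of reproducible peaks were used here, so 4 replicates stand behind every list and no value can be given for a single replicate. The number of reads per sample is not listed in these files, so the depth is unknown, and the p-values given for peaks and genes take peaks or genes as units and say nothing of the spread between cultures. Each merged peak carries a percentage set by the authors, in steps of 6.25. These are the steps that 16 comparisons (4 fusion samples by 4 Dam-alone samples) would give. The percentage was read here as the percent of comparisons in which the peak was called. It was used to describe, rank or filter peaks, and some counts of filtered peaks were compared between the fusions. Peaks were placed on the mouse assembly GRCm38 with the GENCODE M21 gene models, and a peak was given to the gene whose TSS was nearest to the start of the peak, as in the paper. Motifs were counted in repeat-masked peak sequence against regions of the same width, chromosome and GC content, and gene groups were compared with all protein-coding genes. Peaks called with Dam-alone were not analysed here.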

Time points were decided based on peak ASCL1 and FOXO1 expression during differentiation (Fig. 2R,S). After normalisation of fusion protein data to their respective Dam-alone control, significant peaks were calculated. 

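ASCL1-Dam marked 4.44 times as many regions reproducibly on day 2 as on day 6, with 11263 and 2537 reproducible peaks. Most day 6 sites of ASCL1, a proneural bHLH transcription factor, were also sites of day 2, as 71.3% of the day 6 peaks overlapped a reproducible day 2 peak by at least 1 bp (odds ratio 9.17 over all regions with a merged peak in any list). Such overlap was not particular to ASCL1-Dam, as 63.2% of FOXO1-Dam peaks of day 6 also overlapped an ASCL1-Dam peak of day 2 (odds ratio 6.86). The ASCL1-Dam peaks of day 2 were 431 ± 151 bp wide (mean ± SD over peaks) and covered 4852601 bp of the genome. Those of day 6 were 454 ± 156 bp wide and covered 1150924 bp. The peaks that were called in every comparison numbered 4009 on day 2 and 203 on day 6. The reproducible peaks were 29.5% of 38159 merged peaks on day 2 and 10.9% of 23228 merged peaks on day 6.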

11,267 and 2537 significant ASCL1-Dam peaks were identified at day 2 and day 6, respectively, with an average width of ∼431 and ∼454 bp. 

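FOXO1-Dam marked 2.18 times as many regions reproducibly on day 2 as on day 6, with 9167 and 4210 reproducible peaks. FOXO1, a forkhead transcription factor that acts downstream of insulin signalling, had fewer regions than ASCL1 on day 2, with 1.23 ASCL1-Dam peaks for each FOXO1-Dam peak, and more on day 6, with 1.66 FOXO1-Dam peaks for each ASCL1-Dam peak. Of the FOXO1-Dam peaks of day 6, 85.3% overlapped a FOXO1-Dam peak of day 2 (odds ratio 40.5 over the same regions). The peaks were 362 ± 137 bp wide (mean ± SD over peaks) on day 2 and 488 ± 179 bp wide on day 6, and covered 3314360 and 2054499 bp. Every comparison called 6286 of the day 2 peaks and 1226 of the day 6 peaks. Reproducible peaks were 64.8% of the 14156 merged FOXO1-Dam peaks of day 2 and 36.7% of the 11483 of day 6. Among merged peaks the order on day 6 was the opposite, with 2.02 ASCL1-Dam peaks for each FOXO1-Dam peak (2.70 on day 2). The order on day 2 turned under stricter choices, made after the data were seen: ASCL1-Dam had 8063 and FOXO1-Dam 8153 peaks in at least 75% of comparisons, a small difference, and 4009 and 6286 in every comparison.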

Meanwhile, 9717 and 4211 significant FOXO1-Dam peaks were identified at day 2 and day 6, respectively, with an average width of ∼362 and ∼488 bp (Fig. S4A). 

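Most reproducible peaks of ASCL1-Dam and FOXO1-Dam lay in introns, between genes or in promoters, taken as 2 kb upstream to 100 bp downstream of a TSS. Introns held 47.9% of the ASCL1-Dam peaks on day 2 and 52.3% on day 6, and 47.7% and 47.0% of the FOXO1-Dam peaks. Intergenic regions held 27.1% and 26.9% of the ASCL1-Dam peaks and 29.2% and 31.8% of the FOXO1-Dam peaks on these days. Promoters held 17.6% of ASCL1-Dam peaks on day 2 (95% Wilson interval 16.9 to 18.3) and 14.8% on day 6, and 16.7% and 15.8% of FOXO1-Dam peaks. Against the same peaks shuffled 100 times within their chromosomes, promoters were 2.60-fold and 2.16-fold enriched in ASCL1-Dam peaks on day 2 and day 6 and 2.48-fold and 2.33-fold in FOXO1-Dam peaks, whereas intergenic regions held 0.568 and 0.561 of the shuffled share for ASCL1-Dam and 0.611 and 0.665 for FOXO1-Dam. The enrichment was larger still in 5′ UTRs, at 7.53-fold for ASCL1-Dam and 6.54-fold for FOXO1-Dam on day 2. Promoters, introns and intergenic regions together held 92.5% and 94.0% of ASCL1-Dam peaks and 93.6% and 94.6% of FOXO1-Dam peaks, against 94.7% of shuffled peaks. Between lists, 7 of 28 differences in the share of a region passed an adjusted p of 0.05 (Fisher's exact test, two-sided, Benjamini-Hochberg over the 28), with the largest difference, 5.32 percentage points, in introns between ASCL1-Dam and FOXO1-Dam on day 6 (adjusted p = 0.000336). The promoter share of ASCL1-Dam peaks was 2.77 percentage points higher on day 2 than on day 6 (adjusted exact p = 0.0036 from the same test).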

When the chromosomal distribution of the peaks was analysed, the majority resided in potential regulatory regions (promoters, introns and intergenic) and the distribution did not vary across conditions and time (Fig. S4B,C).

The peaks observed in Dam-alone condition reflect open chromatin (Aughey et al., 2018). Therefore, we first tested whether ASCL1 and FOXO1 motifs are enriched in open chromatin. Motif analysis of Dam-alone peaks showed that ASCL1 motif was enriched in Dam-alone on both day 2 and 6 of differentiation (day 2, *P*_adj<10^−6^; day 6, *P*_adj<10^−5^, Fig. 4B, Table S4). On the other hand, the FOXO1 motif was only significantly enriched on day 6 Dam-alone peaks (*P*_adj<10^−4^, Fig. 4B), potentially highlighting a later role during differentiation. These results show that some ASCL1 and/or FOXO1 target genes are accessible under differentiation conditions *in vitro*, suggesting involvement of upstream chromatin modifiers as NEPs commit to differentiation.

To validate faithful binding of ASCL1-Dam and FOXO1-Dam, and to test which other transcription factor motifs are detected in individual conditions, we next performed motif enrichment analysis on ASCL1-Dam and FOXO1-Dam peaks on both days following normalisation to Dam-alone peaks (Fig. 4B,C, Table S4). While normalisation to Dam alone allows the identification of most significantly bound loci, this could conceal the extent of enrichment. Nevertheless, analysis of motifs in ASCL1-Dam and FOXO1-Dam peaks revealed a significant enrichment of the ASCL1 and FOXO1 motifs within the respective significant peaks at both timepoints. 

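The motif of each factor was more frequent in the merged peaks of its own fusion than in background regions on both days. The ASCL1 motif, the E-box consensus VVCAGCTGB, was in 21.1% of ASCL1-Dam peaks on day 2 and in 9.55% of background regions, a 2.21-fold enrichment (95% interval 2.13 to 2.29). On day 6 it was in 19.1% of ASCL1-Dam peaks and 10.0% of background regions, a 1.90-fold enrichment (1.81 to 1.99, adjusted exact p = 4.29e-169). The FOXO1 motif, the forkhead consensus CTGTTTAC, was in 1.92% of FOXO1-Dam peaks on day 2 and 0.842% of background regions, a 2.28-fold enrichment (1.84 to 2.83, adjusted exact p = 9.58e-15). On day 6 it was in 2.23% of FOXO1-Dam peaks and 0.898% of background regions, a 2.48-fold enrichment (1.98 to 3.11, adjusted exact p = 4.97e-16). In the central 300 bp of ASCL1-Dam peaks of day 2, the ASCL1 motif was in 13.7% of the peaks called in 1 comparison and in 25.9% of those called in all 16. The tests were Fisher's exact tests, two-sided, with Benjamini-Hochberg adjustment over 36 tests of 9 motifs in 4 lists. Peaks held less repeat-masked sequence than background regions, and per unmasked kb the ASCL1 motif was 1.86-fold and 1.70-fold as dense in ASCL1-Dam peaks as in background on day 2 and day 6, and the FOXO1 motif 1.82-fold and 2.00-fold in FOXO1-Dam peaks.

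**Figure D1:**
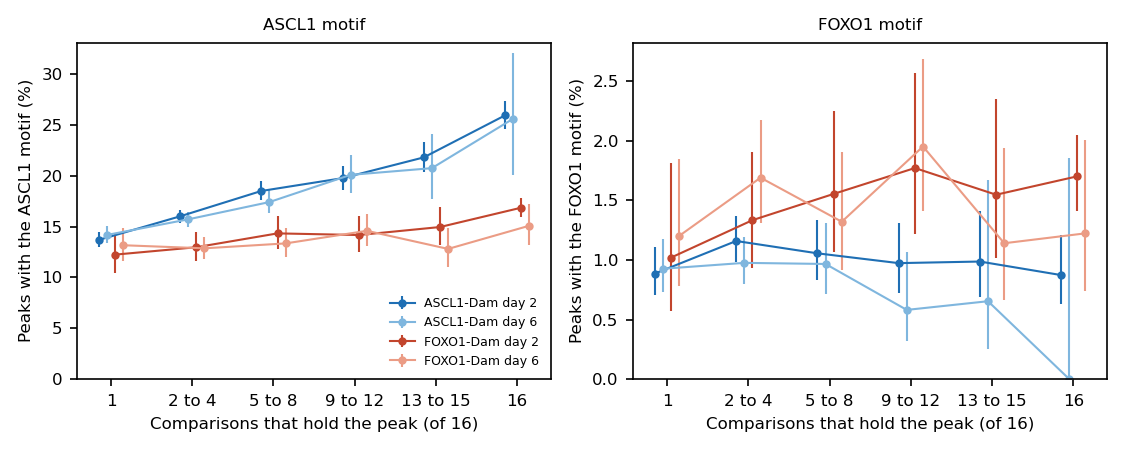
Share of merged peaks with the ASCL1 motif or the FOXO1 motif in their central 300 bp (percent, y axis) by the number of comparisons in which the peak was called (x axis), for ASCL1-Dam and FOXO1-Dam on day 2 and day 6. Points are shares and bars are 95% Wilson intervals; the ASCL1 motif in ASCL1-Dam peaks of day 2 goes from 13.7% to 25.9%.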

Importantly, when these were compared to Dam alone, greater significance (lower *P*_adj values) and higher enrichment scores were observed (compare Fig. 4C with 4B, and Table S4). In addition, both transcription factors were significantly enriched within each other's peaks, as previously reported (Fig. 4C) (Park et al., 2017). 

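The E-box motif of ASCL1 was also enriched in FOXO1-Dam peaks, and the forkhead motif of FOXO1 in ASCL1-Dam peaks, in both cases less than in the peaks of the factor's own fusion. In FOXO1-Dam peaks the ASCL1 motif was 1.83-fold as frequent as in background on day 2 (95% interval 1.72 to 1.95, adjusted exact p = 1.15e-79) and 1.66-fold on day 6 (1.55 to 1.77, adjusted exact p = 1.55e-50). In ASCL1-Dam peaks the FOXO1 motif was 1.48-fold as frequent as in background on day 2 (1.28 to 1.69, adjusted exact p = 5.82e-08) and 1.39-fold on day 6 (1.16 to 1.67, adjusted exact p = 0.000546). Per unmasked kb these enrichments were smaller, at 1.46-fold and 1.32-fold for the ASCL1 motif in FOXO1-Dam peaks and 1.18-fold and 1.19-fold for the FOXO1 motif in ASCL1-Dam peaks. All 4 adjusted p-values come from Fisher's exact test, two-sided, within the 36 tests of the motif family. In merged peaks of a single fusion, motif content differed between the fusions: on day 2 the ASCL1 motif was in the centre of 18.5% of peaks found with ASCL1-Dam only and of 6.83% of those found with FOXO1-Dam only, a ratio of 2.70 (2.31 to 3.17, exact p = 5.61e-51). The FOXO1 motif was in 0.842% and 2.34% of the same groups of peaks, a ratio of 0.360 (0.266 to 0.488, exact p = 3.66e-09). On day 6 these ratios were 1.86 for the ASCL1 motif (1.67 to 2.07, p = 1.23e-34) and 0.399 for the FOXO1 motif (0.296 to 0.539, p = 1.2e-08), all from Fisher's exact test, two-sided. Peaks that overlapped a peak of the other fusion held the ASCL1 motif in 16.4% of cases on day 2 and 15.4% on day 6. Centres of the background regions of FOXO1-Dam peaks held it in 8.02% and 7.72%, and FOXO1-Dam only peaks in 6.83% and 8.88%. For the FOXO1 motif, ASCL1-Dam background centres were at 0.717% and 0.734%, and ASCL1-Dam only peaks at 0.842% and 0.728%. Single-fusion peaks thus showed little or no enrichment of the other factor's motif over the background of all peaks of their fusion, though this was not tested. Among reproducible ASCL1-Dam peaks of day 6, the FOXO1 motif was not enriched, at 0.871 of its background share (exact p = 0.692).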

Finally, when we analysed other significant motifs in ASCL1-Dam and FOXO1-Dam peaks, we observed co-occurrence of other bHLH neurogenic transcription factors, SOX family genes, TCF4 and AP-1 consistently (*P*_adj<0.05, Table S4). Together, these results show that the chromatin state is dynamic during NEP *in vitro* differentiation. Additionally, the ASCL1 and FOXO1 motifs are significantly enriched in open chromatin, concurrent with their expression patterns, while the fusion proteins further enrich for motif-containing sequences, confirming their faithful binding.

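AP-1 sites, bound by the FOS and JUN families, SOX sites and TCF4 sites were enriched in the merged peaks of both fusions on both days. The AP-1 motif was in 10.3% and 10.4% of ASCL1-Dam peaks on day 2 and day 6, 2.12-fold and 2.05-fold over background, and in 12.2% and 18.9% of FOXO1-Dam peaks, 2.77-fold and 3.51-fold (95% interval 3.22 to 3.82 for the last, adjusted exact p = 7.31e-225). The SOX motif, bound by factors such as SOX2 of neural progenitors, was 1.52-fold and 1.41-fold enriched in ASCL1-Dam peaks and 1.75-fold and 1.67-fold in FOXO1-Dam peaks. The TCF4 motif, an E-box of the bHLH partners of proneural factors, was 1.77-fold and 1.53-fold enriched in ASCL1-Dam peaks and 1.79-fold and 1.36-fold in FOXO1-Dam peaks. The palindromic motif of the NFI family, factors of gliogenesis, was rare, in 38 and 26 ASCL1-Dam peaks and 17 and 11 FOXO1-Dam peaks. In the same order it was in 19, 3, 3 and 4 background regions, so its ratios of 1.99, 8.65, 5.66 and 2.75 were imprecise. The 95% interval of the ratio of 8.65 ran from 2.62 to 28.6. The NFI motif passed the test in every list except FOXO1-Dam on day 6 (adjusted exact p = 0.147). The TCF/LEF motif of WNT signalling did not pass the test in any list, with ratios of 1.17 and 1.13 in ASCL1-Dam peaks and 0.987 and 0.933 in FOXO1-Dam peaks. Over the whole family, 26 of 36 tests passed an adjusted p of 0.05 (Fisher's exact test, two-sided). The control string GTGCAC also passed it in 3 of the 4 lists, with ratios up to 1.21, and the control TCTATGTC in none (0.900 to 1.16); per unmasked kb, TCF4 sites in FOXO1-Dam peaks of day 6 were at 1.08 times background.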

ASCL1 OE NEPs showed a significant upregulation of FOXO1 during *in vitro* differentiation (Fig. 3G), suggesting that FOXO1 may be a direct transcriptional target of ASCL1. Therefore, we assessed the *Foxo1* locus for ASCL1-Dam binding. On day 2, ASCL1 binding was present at the FOXO1 promoter, indicating direct regulation of FOXO1 expression (Fig. 4D). 

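At Foxo1, which codes for the forkhead factor, ASCL1-Dam had a merged peak upstream of the TSS on day 2, from 52267655 to 52267946 on chromosome 3 of mm10, and the gene runs from 52268336 to 52353221. This peak ended 390 bp before the TSS, was called in 18.75% of comparisons and held no match to the ASCL1 motif or its CAGCTG core. On day 6 a merged ASCL1-Dam peak lay at nearly the same place, from 52267602 to 52267934, and was called in 6.25% of comparisons. FOXO1-Dam also had a merged peak within 1 kb upstream of the TSS on day 6 that was not reproducible. In the intron of Foxo1, ASCL1-Dam had merged peaks on day 2 from 52342810 to 52343159, called in 25.0% of comparisons, and from 52343712 to 52344005, called in 12.5%. None of these was among the reproducible peaks, and the nearest reproducible ASCL1-Dam peak lay 88247 bp from the TSS on day 2. FOXO1-Dam had reproducible peaks, called in every comparison, over the coding exons of Foxo1: from 52268798 to 52269195 and from 52344949 to 52346196 on day 2, and from 52268717 to 52269342 and from 52344863 to 52346374 on day 6. Together they covered 1552 bp on day 2 and 1876 bp on day 6 of the 1956 bp of mouse coding sequence, and ASCL1-Dam peaks covered 0 bp of it; the FOXO1-Dam construct carried a FOXO1 coding sequence, of a species that the text of the paper does not name.

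**Figure D2:**
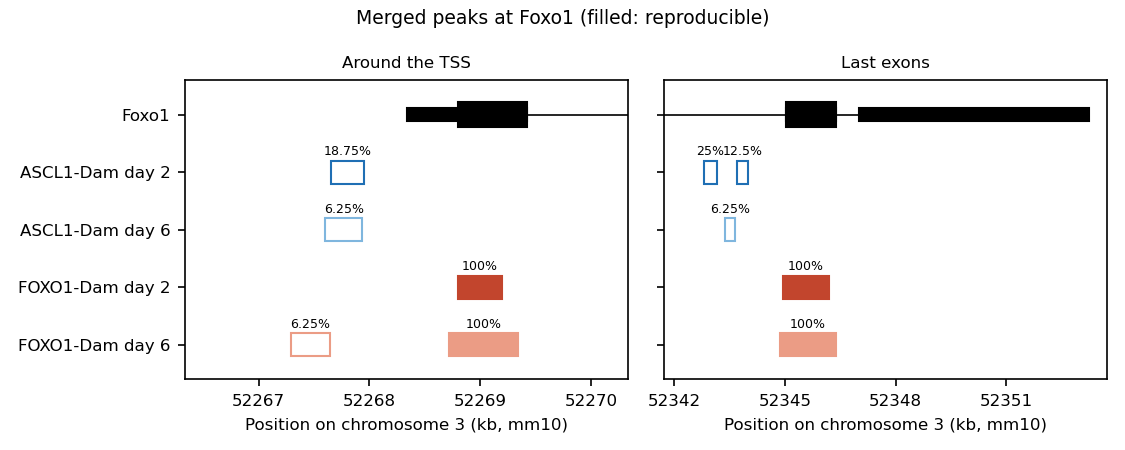
Merged peaks of ASCL1-Dam and FOXO1-Dam at Foxo1 on chromosome 3 of mm10 (x axis, position in kb), around the TSS on the left and around the last exons on the right, with 1 line per fusion and day. Filled boxes are reproducible peaks, open boxes are peaks in the merged list only, numbers are the percent of comparisons, and thick and thin black boxes are coding sequence and UTRs; the ASCL1-Dam box upstream of the TSS on day 2 is open and marked 18.75.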

Partial knockdown of ASCL1 *in vitro* via shRNAs during NEP-to-inhibitory neuron differentiation and the analysis of CKO mice, where *Ascl1* is removed in *Ascl1*-NEPs postnatally using *Ascl1^CreERT2/fl^* animals, showed a significant reduction in the number of FOXO1^+^ cells both *in vitro* and *in vivo*, compared to scramble shRNA or *Ascl1^fl/fl^* littermate controls, respectively (Fig. S5A-H). These results further confirm that FOXO1 expression is regulated by ASCL1 in neurogenic NEPs during postnatal cerebellum development.

To resolve the targets of ASCL1 and FOXO1, we next identified all genes that showed significant ASCL1- or FOXO1-binding peaks within ±1 kb of their transcriptional start site (TSS) (Fig. 4E,F). 

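Among protein-coding genes bound by ASCL1-Dam and not FOXO1-Dam on day 2, the peaks called in every comparison and nearest to a TSS were at Ptpn3, a tyrosine phosphatase (chromosome 4, 57301846 to 57302165), Ntsr2, a neurotensin receptor (chromosome 12, 16653371 to 16653776), Pla2g16, a phospholipase, Zdhhc24, a palmitoyltransferase, and Akap12, a scaffold for protein kinase A. Genes bound by both on day 2 were led by Jam2, a junctional adhesion molecule, with peaks from 84774057 to 84774835 (ASCL1-Dam) and from 84774126 to 84774794 (FOXO1-Dam) on chromosome 16. They also included Polg, the mitochondrial DNA polymerase, Mgmt, a DNA repair enzyme, 1810010H24Rik and Zc3h12b. Only FOXO1-Dam marked the TSS of Supt5, a transcription elongation factor, with the same peak on day 2 and day 6 (chromosome 7, 28338740 to 28339150), 6 bp from the TSS. On day 2 it was followed by the histone gene Hist2h2bb, Zup1, Fam114a2 and the myosin light chain gene Mylpf. On day 6 the leading genes with only an ASCL1-Dam peak were Masp1, a protease of the complement system (chromosome 16, 23520829 to 23521257), Pde1a, a calmodulin-dependent phosphodiesterase, Atp6v0e2, a subunit of the vacuolar proton pump, Trim16 and Ablim2. Both fusions marked Cib4, Aox1, an aldehyde oxidase, Ang2, Dglucy and Tkt, the transketolase of the pentose phosphate pathway, on day 6, where the Tkt peak spanned 30548149 to 30548526 on chromosome 14 in both lists. On that day only FOXO1-Dam marked Ndufa6, a subunit of mitochondrial complex I (chromosome 15, 82354314 to 82354744), Slc25a24, a mitochondrial ATP carrier (chromosome 3, 109123169 to 109123870), Zfp719 and Slc10a6, a sulphated steroid transporter. Peaks called in every comparison were at 159 of 680 coding genes with ASCL1-Dam only, 142 of 435 with both and 151 of 319 with FOXO1-Dam only on day 2, and at 6 of 121, 3 of 27 and 54 of 279 on day 6, so the order among them follows nearness to the TSS.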

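Both factors marked fewer genes within 1 kb of the TSS as NEPs differentiated. ASCL1-Dam had a reproducible peak at 1592 genes on day 2 and at 245 on day 6, a 6.50-fold difference. FOXO1-Dam had one at 1135 genes on day 2 and at 495 on day 6, a 2.29-fold difference. These counts include genes of every class in the annotation, and the protein-coding genes among them were 1115 and 148 for ASCL1-Dam and 754 and 306 for FOXO1-Dam. With merged peaks the drop was smaller, from 4886 to 3520 genes for ASCL1-Dam and from 1916 to 1714 for FOXO1-Dam. No spread between replicates can be set against these differences, because each list joins all 4 replicates.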

We observed that more genes were bound by ASCL1 and/or FOXO1 on day 2 compared to day 6 (ASCL1, 1456 versus 215 genes; FOXO1, 1039 versus 446) (Fig. 4E,F). Interestingly, on day 2 of differentiation, a greater proportion of genes were associated with significant ASCL1 binding (1.40-fold compared to FOXO1), whereas this was inverted on day 6, with FOXO1 being associated with more genes (2.07-fold compared to ASCL1) (Fig. 4E,F). This suggests that ASCL1 has a more dominant role at early stages of differentiation, whereas FOXO1 has a more dominant role at later stages, in line with their temporal expression patterns that we identified *in vitro* (Fig. 2R,S). 

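ASCL1-Dam marked 1.40 times as many genes as FOXO1-Dam within 1 kb of the TSS on day 2, and FOXO1-Dam marked 2.02 times as many as ASCL1-Dam on day 6. On day 2, 928 genes had an ASCL1-Dam peak and no FOXO1-Dam peak, and 471 had the reverse. On day 6 the numbers were 182 for ASCL1-Dam and 432 for FOXO1-Dam. Genes that only ASCL1-Dam marked on day 2 included Elavl3, an RNA-binding protein of early neurons (chromosome 9, peak from 22051901 to 22052468), Gadd45g, a growth arrest gene induced by proneural factors, and Notch2, a Notch receptor. Genes that only FOXO1-Dam marked on day 6 included Cdkn1b, an inhibitor of cyclin-dependent kinases, Sesn1, a stress-induced regulator of mTORC1, and Pik3ca, the catalytic subunit of PI3-kinase (chromosome 3, peak from 32397750 to 32398282). The order depended on the choice of peaks: with merged peaks ASCL1-Dam marked 2.05 times as many genes as FOXO1-Dam on day 6, and with peaks called in every comparison, a choice made after the data were seen, ASCL1-Dam marked 0.762 times as many genes as FOXO1-Dam on day 2. From the order on each day, the paper proposes that ASCL1 is the more dominant factor early in differentiation and FOXO1 the more dominant one later, which it sets beside their expression in culture.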

Importantly, we observed a 31.73% and 8.72% overlap between genes [29.81% and 8.41% (peaks ±1 kb of a TSS), 31.20% and 8.69% (peaks ±2 kb of a TSS) and 37.85% and 13.57% (all peaks)] bound by both ASCL1-Dam and FOXO1-Dam ±1 kb of their TSS on days 2 and 6 of differentiation, respectively (Fig. 4E,F). 

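With reproducible peaks, ASCL1-Dam and FOXO1-Dam shared a larger part of their genes on day 2 than on day 6, a drop that was not seen with merged peaks (30.9% and 30.5% of genes, and 28.9% of regions on both days). On day 2, 664 genes had a peak of both fusions within 1 kb of the TSS, 32.2% of the 2063 genes with a peak of either (95% Wilson interval 30.2 to 34.2). On day 6, 63 of 677 genes were shared, 9.31% (7.34 to 11.7). Independent sets of these sizes among 55413 annotated genes would share 32.6 genes on day 2 and 2.19 on day 6, and the odds ratios were 81.0 (95% interval 70.8 to 92.7) and 43.9 (32.4 to 59.3), or 39.5 and 16.8 with protein-coding genes only. Over all regions with a reproducible peak, 37.8% were marked by both fusions on day 2 (5552 of 14677) and 13.6% on day 6 (806 of 5932). Near genes the shares of regions were 30.4% and 8.97% within 1 kb of a TSS and 31.7% and 9.72% within 2 kb. Seen from each factor, 49.8% of ASCL1-Dam and 62.2% of FOXO1-Dam peaks overlapped on day 2, and 32.0% and 19.2% on day 6. These overlaps were 168 and 179 times those of shuffled peaks. Over all regions with a merged peak in any list, the odds ratios were lower, at 9.40 on day 2 and 5.67 on day 6. With merged peaks they were 1.52 and 2.82. The fusions share their Dam-alone controls on each day, and part of the excess may come from these. Across days, where the Dam-alone samples differ, ASCL1-Dam of day 2 and FOXO1-Dam of day 6 shared 275 genes, 55.6% of the FOXO1-Dam genes of day 6.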

When motif enrichment analysis was performed on Dam-alone peaks associated with the genes that showed both ASCL1-Dam and FOXO1-Dam binding, we observed significant enrichment for only a few motifs at day 2 (<15 motifs with *P*_adj<0.05), which include some bHLH neurogenic transcription factors (Table S4). No significant motifs were detected at day 6 (Table S4), likely due to the low number of genes used for this analysis (*n*=53 genes for peaks with ±1 kb of TSS and *n*=90 genes for peaks with ±2 kb of TSS). Collectively, these results highlight a potential cooperation between ASCL1 and FOXO1 during differentiation, though whether this is synergistic or antagonistic, and what additional factors may be involved, remains to be determined.

To provide further insights into the functional roles of genes bound by ASCL1 and FOXO1, we performed gene ontology analysis using PANTHER (Thomas et al., 2022) (Fig. 4G-I). Due to the low number of genes bound by ASCL1 and both ASCL1/FOXO1 on day 6, there were no significantly enriched GO terms identified (Table S5). Given the known role of ASCL1 during neurogenesis, it was unsurprising that genes bound by ASCL1 on day 2 were linked to GO terms related to regulation of nervous system development, neurogenesis and proliferation (Fig. 4G). These terms were also enriched for genes bound by both ASCL1 and FOXO1 at day 2 (Fig. 4H). In contrast, genes bound by only FOXO1 at day 6 were enriched in GO terms related to metabolic and apoptotic processes (Fig. 4I, Table S5). These findings are in agreement with previous studies showing that FOXO1 regulates metabolic reprogramming, cell survival and apoptosis in other cell types (Bastie et al., 2005; Brunet et al., 2004; De La Torre-Ubieta et al., 2010; Puigserver et al., 2003; Schäffner et al., 2018; Yuan et al., 2008). 

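On day 2 ASCL1-Dam marked genes of the insulin, FOXO and oxidative stress pathway and of astroglia and gliogenic NEPs more often than other coding genes, though each of these 2 calls was lost under 1 alternative, while the list of proneural and early neuronal genes did not pass the test. From the insulin, FOXO and oxidative stress list, 9 of 44 genes had an ASCL1-Dam peak within 1 kb, 4.02-fold the share of all coding genes (adjusted exact p = 0.00414). They were Foxo6, a forkhead factor with a peak from 120286919 to 120287312 on chromosome 4, Akt1s1, Sesn2, Prdx3, Ccng2, Trib1, Ppargc1a, Eif4ebp1 and Tsc1. Measured against genes with any merged peak, this list was at 1.43-fold and lost the call (adjusted exact p = 1). Of 31 astroglial and gliogenic genes 9 were bound, 5.71-fold (adjusted exact p = 0.000256), and with merged peaks the list was at 2.06-fold and lost the call (adjusted exact p = 0.108). Of 38 proneural and early neuronal genes 3 were bound, 1.55-fold (adjusted exact p = 1): Elavl3, Gadd45g and Ebf1, a transcription factor of early neurons. From the Notch list, Notch2, Maml1 and Mib1 were bound, 3 of 29 genes (2.04-fold, adjusted exact p = 0.71), whereas with merged peaks 14 were bound and the list passed the test (3.08-fold, adjusted exact p = 0.000633), as it did beyond 2 kb in a test chosen after the results were seen (1.91 times the shuffled level, adjusted permutation p = 0.0124). Cell cycle genes with a peak were Ccnd3, a D-type cyclin, Cdc25a and E2f3, 3 of 40, and cell cycle inhibitors with a peak were Cdkn2c, Gadd45b, Gadd45g and Ccng2, 4 of 21 (3.75-fold, adjusted exact p = 0.145). From the WNT list Fzd4, Wnt7b and Bcl9 were bound, and no gene of the cerebellar inhibitory neuron list (23 genes), the oligodendrocyte list (16) or the mesenchymal, vascular and microglial list (18) was bound by either fusion on either day. Tests were Fisher's exact tests, two-sided, with Benjamini-Hochberg adjustment over 80 tests of 16 lists in 5 gene sets, of which 6 passed; the lists stand in for GO terms, which were not used here.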

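The genes that both ASCL1-Dam and FOXO1-Dam marked on day 2 were richest in astroglial and gliogenic NEP genes. Of the 31 genes of this list 9 had a peak of both fusions within 1 kb, 14.6-fold the share of all coding genes (adjusted exact p = 2.39e-07). They were the glutamate transporters Slc1a2 and Slc1a3, the fatty acid binding protein Fabp7 of radial glia, the gliogenic factor Nfia, Id1 and Id4, which inhibit bHLH factors, the lipid carrier Apoe, the matrix protein Tnc and the intermediate filament Vim. At Fabp7 the peaks spanned 57784747 to 57785123 (ASCL1-Dam) and 57784755 to 57785123 (FOXO1-Dam) on chromosome 10. FOXO1-Dam marked these 9 and also Sparcl1 and Nes, a neural progenitor filament, 11 genes in all and 10.3-fold (adjusted exact p = 2.39e-07). The paper found that most neurosphere cells resembled WM NEPs, astrocytes and Hopx-NEPs. Open chromatin at astroglial genes in such cells was not separated here from a preference of either factor for these genes. The insulin, FOXO and oxidative stress list had 9 genes with a FOXO1-Dam peak on day 2 (5.95-fold, adjusted exact p = 0.000256), among them Foxo1, Igf1r, Sesn1, Gpx4 and Cdkn1b, and without Foxo1, the gene of the fused factor, 8 of 43 genes (5.42-fold, adjusted exact p = 0.00149). Akt1s1, Prdx3, Trib1 and Ppargc1a had a peak of both, 4.58-fold (adjusted exact p = 0.0984). Akt1s1, Gpx4 and Cdkn1b of this list are FOXO1-Dam targets that the paper names, and the test was not run without them. Of the proneural list only Ebf1 was bound by both, and of the Notch list Maml1 and Mib1, coactivator and ligand-trafficking genes of the pathway. The adjusted p-values come from Fisher's exact test, two-sided; against genes with any merged peak, the insulin list in FOXO1-Dam genes was at 2.11-fold (adjusted p = 0.422).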

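On day 6 FOXO1-Dam marked 7 genes of the insulin, FOXO and oxidative stress pathway. They were Foxo1 itself, Pik3ca, Akt1s1, an inhibitor within mTORC1, Sesn1, Gpx4, which reduces lipid peroxides, Cdkn1b and Ppargc1a, a coactivator of mitochondrial biogenesis, 11.4-fold the share of all coding genes (adjusted p = 6.3e-05 from Fisher's exact test, two-sided). ASCL1-Dam marked 1 gene of this list on day 6, Eif4ebp1, and the difference between the fusions was not tested. Without Foxo1, the gene of the fused factor, 6 genes remained, 10.0-fold (adjusted exact p = 0.000544). Akt1s1, Gpx4 and Cdkn1b are also genes that the paper names as FOXO1-Dam targets from these data. The list was therefore not independent of the paper's results, and no test without these genes was run. From the apoptosis list of 41 genes, Fas, a death receptor, had a FOXO1-Dam peak on day 6 (chromosome 19, 34290731 to 34291075), 1.75-fold (adjusted exact p = 1). From the central metabolism list, Aldoc, an aldolase, and Pgam1, a glycolytic mutase, had one, 3.50-fold (adjusted exact p = 0.599), and Aldoc was also marked by ASCL1-Dam on that day. From the autophagy list of 23 genes Gabarapl1 had one, 3.12-fold (adjusted exact p = 0.818). With 306 coding genes bound on day 6, lists of this size had little chance of passing unless the enrichment was large. Astroglial genes with a FOXO1-Dam peak on day 6 were Fabp7, Id1 and Vim (6.94-fold, adjusted exact p = 0.0905), and Notch genes were Maml1, Maml3 and Mib1 (7.42-fold, adjusted exact p = 0.0858). E2f3 and Myc of the cell cycle list and Cdkn1b of the inhibitor list were bound as well.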

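Within 2 kb of the TSS, lists of astroglial, insulin pathway and cell cycle inhibitor genes passed the test, each in at least 1 gene set. ASCL1-Dam marked 2175 genes on day 2 and 389 on day 6, FOXO1-Dam marked 1574 and 695, and both marked 964 on day 2 (34.6% of genes with a peak of either) and 113 on day 6 (11.6%). From the astroglia and gliogenic NEP list, 11 genes were marked by both on day 2 (12.9-fold, less than within 1 kb) and 4 by FOXO1-Dam on day 6 (adjusted exact p = 0.0222), a list that did not pass the threshold within 1 kb. From the insulin, FOXO and oxidative stress list, 13 genes were marked by ASCL1-Dam and 12 by FOXO1-Dam on day 2, and the 7 marked by both passed the threshold in this window (5.79-fold, adjusted exact p = 0.00207). The cell cycle inhibitor list passed it for ASCL1-Dam on day 2 with 6 genes (4.33-fold, adjusted exact p = 0.0188). The tests were Fisher's exact tests, two-sided, with Benjamini-Hochberg adjustment over the 80 tests of the window.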

We also repeated the same analysis with genes that showed significant ASCL1 or FOXO1 binding peaks within ±2 kb of their TSS and did not observe the emergence of any new GO terms, suggesting additional roles for ASCL1 and FOXO1 (Fig. S4D,E and Table S5). Collectively, these data outline key overlapping and independent roles of ASCL1 and FOXO1 during neurogenesis. During the early stages of differentiation, FOXO1 cooperates with ASCL1 by targeting neurogenic genes, but later diverges in binding to target genes involved in survival and maturation.

Finally, to orthogonally validate the ASCL1-Dam and FOXO1-Dam target genes *in vivo*, we performed *in situ* hybridisation chain reaction (HCR) for 2-4 genes that had a significant peak in either ASCL1-Dam (*Dkk2* and *Dlll3*) or FOXO1-Dam (*Cdkn1b*, *Gpx4* and *Akt1s1*) or both (*Id1*, *Fzd4*, *Axin2* and *En1*) on cerebellum sections obtained from P3 *Ascl1-TdT* pups that were given tamoxifen at P1 to allow identification of *Ascl1*-NEP progeny (Fig. S6A-I). 

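Of the 9 HCR target genes, Id1, an inhibitor of bHLH factors, Fzd4, a WNT receptor, and Akt1s1 had reproducible peaks of both fusions within 1 kb of the TSS on day 2. At Id1 on chromosome 2 the peaks ran from 152735828 to 152736635 (ASCL1-Dam) and from 152735844 to 152736123 (FOXO1-Dam), each in every comparison. At Fzd4 on chromosome 7 they ran from 89404356 to 89404748 (ASCL1-Dam, 93.75% of comparisons) and from 89404397 to 89404707 (FOXO1-Dam, 68.75%). Axin2, a negative regulator and target of WNT signalling, had 7 ASCL1-Dam and 6 FOXO1-Dam reproducible peaks within 10 kb of the gene on day 2, the nearest 2074 bp inside the gene from its TSS (chromosome 11, from 108922423 in both lists). En1, a homeobox gene of the mid-hindbrain, had a FOXO1-Dam peak at its TSS on day 2 (chromosome 1, 120602152 to 120602474, 75.0% of comparisons) and an ASCL1-Dam peak in its intron, 3975 bp away (120606393 to 120606683, 87.5%). FOXO1-Dam had reproducible peaks on both days at Cdkn1b (chromosome 6, 134920098 to 134920658), at Gpx4 (chromosome 10, 80048123 to 80048878 on day 2) and at Akt1s1 (chromosome 7, 44848861 to 44849158 on day 2). ASCL1-Dam had no reproducible peak at Cdkn1b, where merged peaks lay 1803 bp upstream on day 2 and 374 bp upstream on day 6, each in 6.25% of comparisons, a merged peak at Gpx4 in 43.75% of comparisons, and a reproducible day 2 peak at Akt1s1 (44848867 to 44849158, 56.25% of comparisons). Dll3, a Notch ligand that ASCL1 induces, had merged ASCL1-Dam peaks on day 2 over its TSS (chromosome 7, 28301903 to 28302284, 25.0% of comparisons) and 293 bp upstream (28302531 to 28302902, 18.75%). Dkk2, a secreted modulator of WNT signalling, had a merged ASCL1-Dam peak in an intron 83381 bp from its TSS on day 2 (chromosome 3, 132168673 to 132168963, 6.25% of comparisons). The peaks at Dll3 and Dkk2 were not among the reproducible ones, and the nearest reproducible ASCL1-Dam peaks of day 2 lay 133464 and 165357 bp from the TSS.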

As expected, target gene expression within the TdTOM^+^ cells overlapped only with their respective transcription factors, such that the expression of ASCL1-Dam target genes overlapped with only *Ascl1* expression (Fig. S6A,B), FOXO1-Dam target genes with only *Foxo1* expression (Fig. S6G-I), and genes targeted by both ASCL1-Dam and FOXO1-Dam overlapped with both *Ascl1* and *Foxo1* expression (Fig. S6C-F).

### ASCL1 and FOXO1 regulate distinct cellular processes during differentiation

Our analysis suggests that ASCL1 and FOXO1 cooperate during NEP-to-inhibitory neuron differentiation, regulating different cellular processes to facilitate inhibitory neuron production. Based on the GO term analysis of ASCL1 and FOXO1 bound genes, we hypothesised that, alongside their roles in neurogenesis, ASCL1 may regulate proliferation and FOXO1 may regulate cell survival. To test this hypothesis, we assessed proliferation and apoptosis in ASCL1 OE and FOXO1 OE conditions compared to the EGFP OE control (Fig. 4J). While ASCL1 OE showed a significant increase in the percentage of mKI67^+^ cells at day 4 of differentiation (2.99±0.40-fold compared to EGFP OE, *n*=4), FOXO1 OE did not affect proliferation (Fig. 4K,L). On the other hand, FOXO1 OE cells showed a significant decrease in TUNEL^+^ particles compared to the EGFP OE control (0.50±0.07-fold, *n*=4), while ASCL1 OE had no effect (Fig. 4M,N). These data suggest that the differentiation of NEPs to inhibitory neurons occurs via a proliferative neurogenic ASCL1^+^ state that transitions into a FOXO1^+^ state, which then promotes neuronal survival and maturation. Indeed, analysis of proliferation in P3 *Ascl1-TdT* cerebella that were given tamoxifen at P1 and EdU 1 h before analysis revealed that, of the TdTOM^+^ cells, FOXO1^+^ cells showed a significant 0.26±0.018-fold (*n*=3) reduction in EdU incorporation compared to FOXO1^−^ cells (Fig. 4O-Q). This analysis confirmed the change in the proliferative status of NEPs from an ASCL1^+^ to a FOXO1^+^ state during differentiation. Finally, loss of *Ascl1* in the *Ascl1*-NEPs also led to a significant reduction in the density of mKi67^+^ cells in P3 *Ascl1^CreERT2/fl^* pups that were given tamoxifen at P0, compared to their *Ascl1^fl/fl^* littermate controls (Fig. S5I). In summary, these results demonstrate that during NEP-to-inhibitory neuron differentiation, ASCL1 promotes proliferation and FOXO1 supports cell survival, also explaining why ASCL1 OE promoted more neurogenesis than FOXO1 OE *in vitro* (Fig. 3J).

### Activation of WNT signalling promotes a FOXO1^+^ state and increases neurogenesis in primary NEP cultures

It remained unclear what promotes the transition of *Ascl1*-NEPs from the ASCL1^+^ state to a FOXO1^+^ state during differentiation. To explore this, we revisited our scRNA-seq data to identify signalling pathways with activation patterns overlapping with *Foxo1* expression and regulon activity (Fig. 1H,K). To this end, we utilised Cell2Fate (Aivazidis et al., 2025), an algorithm optimised to reconstruct cellular trajectories from scRNA-seq data, which orders cells according to an inferred time and computes modules of genes that follow the same mRNA splicing dynamics (Fig. 5A,B and Fig. S7A). This allowed for better pseudotemporal ordering of cells after the neurogenic commitment of WM NEPs compared to scVelo (clusters W0-3 and 5, Fig. 5A compared to Fig. 1I) and facilitated the interrogation of the commonalities between the genes driving the computed inferred time. Interestingly, Cell2Fate identified the immature astrocytes (cluster W6) as the top of the hierarchy. Whether the immature astrocytes in the neonatal cerebellum retain WM NEP identity and biopotency remains to be investigated.

**Fig. 5.**
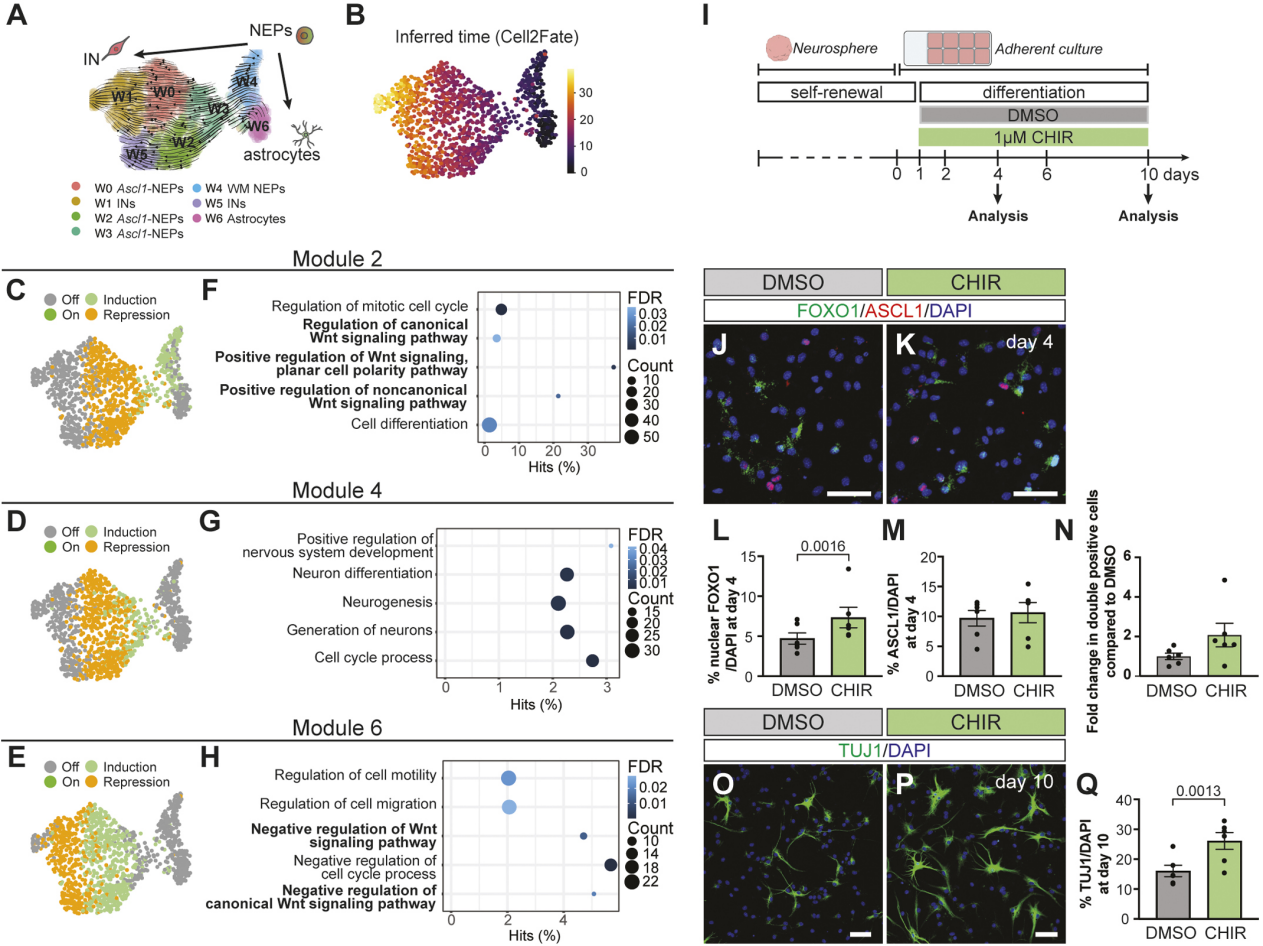
**WNT signalling is a positive regulator of FOXO1 and neural production during NEP-to-inhibitory neuron differentiation.** (A,B) UMAP projection of cellular trajectories (A) or inferred time (B) computed using Cell2Fate within the gliogenic and neurogenic NEPs in the WM. (C-E) UMAP projections showing the state of modules 2 (C), 4 (D) or 6 (E). (F-H) GO term analysis of module genes from modules 2 (F), 4 (G) or 6 (H). Selected significantly enriched GO terms are shown (Table S6). The circle size indicates the number of genes from a given GO term. The *x*-axis is the percentage of all the genes within a GO term. The colour gradient indicates the false discovery rate. (I) Experimental design. (J-M) Immunofluorescent analysis (J,K) and quantification (L,M) of nuclear FOXO1^+^ (L) and ASCL1^+^ (M) cells in cultures treated with DMSO or CHIR at day 4 of differentiation (*n*=6, paired Student's *t*-test). (N) Fold change in % nuclear FOXO1 and ASCL1 double-positive cells in cultures treated with CHIR compared to DMSO (*n*=6, paired Student's *t*-test). (O-Q) Immunofluorescent analysis (O,P) and quantification (Q) of TUJ1^+^ cells in cultures treated with DMSO or CHIR at day 10 of differentiation (*n*=6, paired Student's *t*-test). Representative images are shown. Data are mean±s.e.m. Scale bars: 50 µm.

Cell2Fate generates modules of genes that follow the same mRNA splicing dynamics (Aivazidis et al., 2025). The state of each module is classified for individual cells based on how the amount of spliced UMIs for genes within a module change with respect to the inferred time. ‘Induction’ or ‘repression’ designates whether the amount of spliced UMIs increases or decreases with time, respectively. If the total amount of spliced UMIs is <5% or >95% of the maximal steady-state counts, the modules are classified as ‘Off’ or ‘On’ (Aivazidis et al., 2025). Nine modules with distinct pseudotemporal dynamics were identified (Fig. 5C-E, Fig. S7B,C and Table S6). Of these modules, we specifically focused on modules 2, 4 and 6. Module 2 aligned with WM NEPs (cluster W4), whereas modules 4 and 6 induction overlapped with the *Foxo1*^+^ state (cluster W3) or was induced immediately after the *Foxo1*^+^ state (clusters W2 and W0) (Fig. 5C-E). GO term analysis of the top 200 module markers revealed an upregulation of WNT signalling prior to the *Foxo1*^+^ state (module 2) (Fig. 5F). This was followed by an enrichment of neurogenesis-related genes (module 4) and then genes involved in negative regulation of WNT signalling and cell migration/motility (module 6) (Fig. 5G,H and Table S6). Interestingly, module 2 also showed enrichment for GO terms related to negative regulation of WNT, albeit with lower enrichment (Table S6), suggesting a potential negative-feedback regulation of the pathway within these cells. In summary, these data suggest that transient activation of the WNT signalling pathway may facilitate the progression of NEP-to-inhibitory neuron differentiation during postnatal development.

To test whether WNT signalling promotes the transition of *Ascl1*-NEPs into the *Foxo1^+^* state, we activated canonical WNT signalling during *in vitro* differentiation with CHIR99021 (CHIR) (Fig. 5I). CHIR treatment during differentiation led to a significant 1.55±0.27-fold (*n*=6) increase in the percentage of cells with nuclear FOXO1 at day 4 but did not significantly affect the number of ASCL1^+^ or mKI67^+^ cells (Fig. 5J-M and Fig. S7D). Although not significant, we observed a trend towards an increase in the number of nuclear FOXO1 and ASCL1 double-positive cells (Fig. 5N). CHIR treatment also resulted in a significant 1.62±0.17-fold (*n*=6) increase in the percentage of TUJ1^+^ cells produced after 10 days of differentiation (Fig. 5O-Q). Collectively, these data suggest that WNT signalling promotes the transition from the ASCL1^+^ state to the FOXO1^+^ state during *Ascl1*-NEP differentiation to inhibitory neurons during postnatal cerebellar development.

### The ASCL1-FOXO1 axis is conserved during human NEP-to-inhibitory neuron differentiation *in vitro*

To assess whether the molecular mechanisms that promote mouse molecular layer inhibitory neuron differentiation are conserved in the human cerebellum, we utilised human fetal cerebellar tissue to study the expression of ASCL1 and FOXO1. Immunofluorescent analysis on histological sections from a 17 postconception week (pcw, an equivalent stage to around birth in mice; Haldipur et al., 2022) human cerebellum revealed nuclear FOXO1 expression in SOX2^+^ cells in the prospective WM, some of which were also ASCL1^+^. This suggested that FOXO1 is expressed in human *ASCL1*-NEPs (hNEPs) (Fig. 6A).

**Fig. 6.**
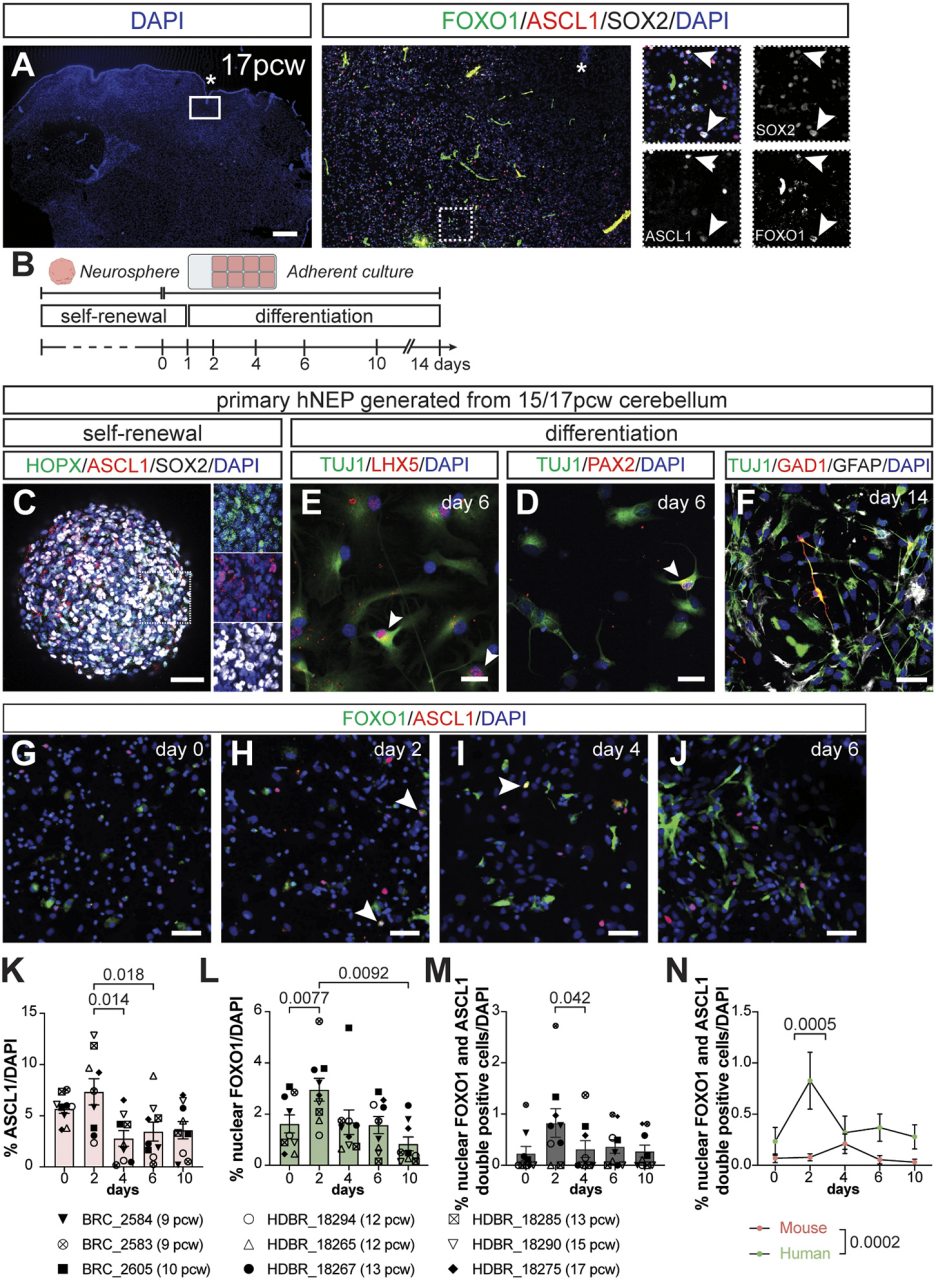
**ASCL1 and FOXO1 are expressed during human NEP-to-inhibitory neuron differentiation.** (A) Immunofluorescent analysis of a 17 pcw human cerebellum. Arrowheads show FOXO1^+^/ASCL1^+^/SOX2^+^ triple-positive cells; asterisks indicate an anchoring centre. (B) Experimental design. (C-F) Immunofluorescent analysis of primary hNEP neurospheres showing SOX2^+^, HOPX^+^ and ASCL1^+^ cells (C), 2D cultures during differentiation showing PAX2^+^ (D), and TUJ1^+^ and LHX5^+^ (E) cells at day 6; and GFAP^+^, TUJ1^+^ and GAD1^+^ cells at day 14 (F). Insets in C show higher magnification images. Arrowheads highlight LHX5^+^ or PAX2^+^ cells. (G-J) Immunofluorescent analysis for ASCL1 and FOXO1 during hNEP differentiation. Representative images of day 0 (G), 2 (H), 4 (I) and 6 (J) are shown. Arrowheads highlight nuclear FOXO1 and ASCL1 double-positive cells. (K-M) Quantification of ASCL1^+^ (K), nuclear FOXO1^+^ (L) and nuclear FOXO1 and ASCL1 double-positive (M) cells throughout *in vitro* differentiation [one-way ANOVA; K: *F*_(2, 23)_=6.614, *P*=0.0023, *n*=9; L: *F*_(2, 20)_=6.812, *P*=0.0033, *n*=9; M: *F*_(2, 18)_=5.104, *P*-value=0.0141]. (N) Quantification of nuclear FOXO1 and ASCL1 double-positive cells during *in vitro* differentiation of mouse and human NEPs [two-way ANOVA, *F*_(1, 80)_=14.86, *P*=0.0002, *n*=9 (mouse, except day 10 *n*=7) or *n*=9 (human)]. Data are mean±s.e.m. Scale bars: 50 µm in C-J; 500 µm in A.

To investigate the dynamics of ASCL1 and FOXO1 expression during hNEP differentiation, we established primary NEP cultures from human fetal tissue ranging from 9-17 pcw. Similar to primary mouse NEPs, these cells were also maintained as neurospheres and were differentiated as adherent cultures (Fig. 6B). Immunofluorescent staining of hNEP neurospheres revealed that most cells expressed SOX2, and both HOPX^+^ and ASCL1*^+^* hNEPs were present (Fig. 6C). To further characterise the cellular composition of primary hNEP neurosphere cultures and to test the transcriptional similarities to human cerebellar cells, we performed scRNA-seq of 10 different primary hNEP neurosphere cultures (ages ranging from 9-17 pcw). Clustering of 10,143 cells after filtering revealed nine clusters, three of which were of mesenchymal origin (clusters 0-1 and 7, *DCN^+^,* Fig. S8A-D), demonstrating a higher cellular diversity than the mouse primary NEP cultures (Fig. S2A-D and Table S7). In the neuronal cells (clusters 2-5, Fig. S8B), we observed endogenous expression of *NES* and *SOX2*, along with NEP subtype markers *HOPX* and *ASCL1*, likely reflecting the ventricular zone origin of the cells and their NEP identity (Fig. S8D). In order to further confirm the transcriptional similarities between primary hNEP cultures and human cerebellar NEPs, we re-analysed a previously published snRNA-seq data from human fetal cerebellum (Sepp et al., 2024), focusing on 17 and 20 pcw datasets to reflect mouse cerebellar development around birth. Reclustering of the 17 and 20 pcw Sepp et al. dataset demonstrated the expected cerebellar cell types, including *NES^+^* and *SOX2^+^* progenitors, and inhibitory (*PAX2^+^/GAD1^+^*) and excitatory neurons (*PAX6^+^/RBFOX3^+^*) (Fig. S8E-H and Table S7). Mapping of the *in vitro* dataset to the *in vivo* snRNA-seq dataset showed that the majority of the neuronal cells (cluster 2-5) from the primary hNEP neurosphere cultures exhibit high transcriptional similarity to *NES*- and *SOX2*-expressing clusters (Fig. S8I,J). While further analysis is needed to resolve the cellular diversity within hNEP neurosphere cultures across different fetal stages, these results highlight their NEP-like identity. Following *in vitro* differentiation for 14 days, we obtained a mixed culture of GFAP^+^ astrocytes and TUJ1^+^ neurons, some of which were GAD1^+^ inhibitory neurons (Fig. 6E,F). Importantly, analyses of PAX2 and LHX5 during hNEP *in vitro* differentiation further confirmed the cerebellar inhibitory neuron identity (Fig. 6E-D). Collectively, these data confirm that primary hNEPs resemble their *in vivo* counterparts and can also generate inhibitory neurons *in vitro*, providing us with a reliable model to study differentiation mechanisms.

We assessed the percentage of ASCL1^+^ and nuclear FOXO1^+^ cells during *in vitro* differentiation (Fig. 6G-M). We observed that the percentages of both ASCL1^+^ and nuclear FOXO1^+^ cells increase early during differentiation (day 2) and then reduce to significantly lower levels (Fig. 6K,L). At the beginning of differentiation, the percentages of ASCL1^+^ and nuclear FOXO1^+^ cells were higher than at the same stage during mouse NEP differentiation (Fig. 6K,L, compared to Fig. 2R,S). Interestingly, the highest expression of ASCL1, nuclear FOXO1, and nuclear FOXO1 and ASCL1 double-positive cells overlapped at day 2, unlike what was observed during mouse NEP differentiation (Fig. 6K-M). In line with this observation, we also detected an 8.69±3.17-fold (*n*=9) increase in the percentage of nuclear FOXO1 and ASCL1 double-positive cells on day 2 of hNEP differentiation compared to mouse NEPs (Fig. 6N). In summary, while ASCL1 and FOXO1 are transiently upregulated during differentiation of hNEPs, the transient ASCL1^+^ and nuclear FOXO1^+^ double-positive state seems to be prolonged in hNEP differentiation *in vitro* compared to what is observed in mice.

Finally, to test whether WNT signalling promotes ASCL1^+^ to FOXO1^+^ transition during *in vitro* hNEP differentiation, we treated the differentiating hNEPs with 1 µM CHIR (Fig. 7A). Activation of WNT signalling led to a significant 1.60±0.34-fold (*n*=5) increase in nuclear FOXO1^+^ at day 4 of differentiation, while the percentage of ASCL1^+^ cells did not change (Fig. 7B-E), consistent with our observations in mouse NEPs. Although not significant, there was a trend towards an increase in the proportion of nuclear FOXO1 and ASCL1 double-positive cells upon WNT activation at day 4 of differentiation (Fig. 7F). Importantly, activation of WNT signalling during *in vitro* differentiation of hNEPs also increased the percentage of TUJ1^+^ cells at day 10 of differentiation 1.57±0.24-fold (*n*=5) compared to the DMSO controls (Fig. 7G-I). Collectively, these data suggest that the ASCL1-WNT-FOXO1 axis during NEP-to-inhibitory neuron differentiation is conserved between mice and humans, while the dynamics of the transient FOXO1^+^ state may differ between the species.

**Fig. 7.**
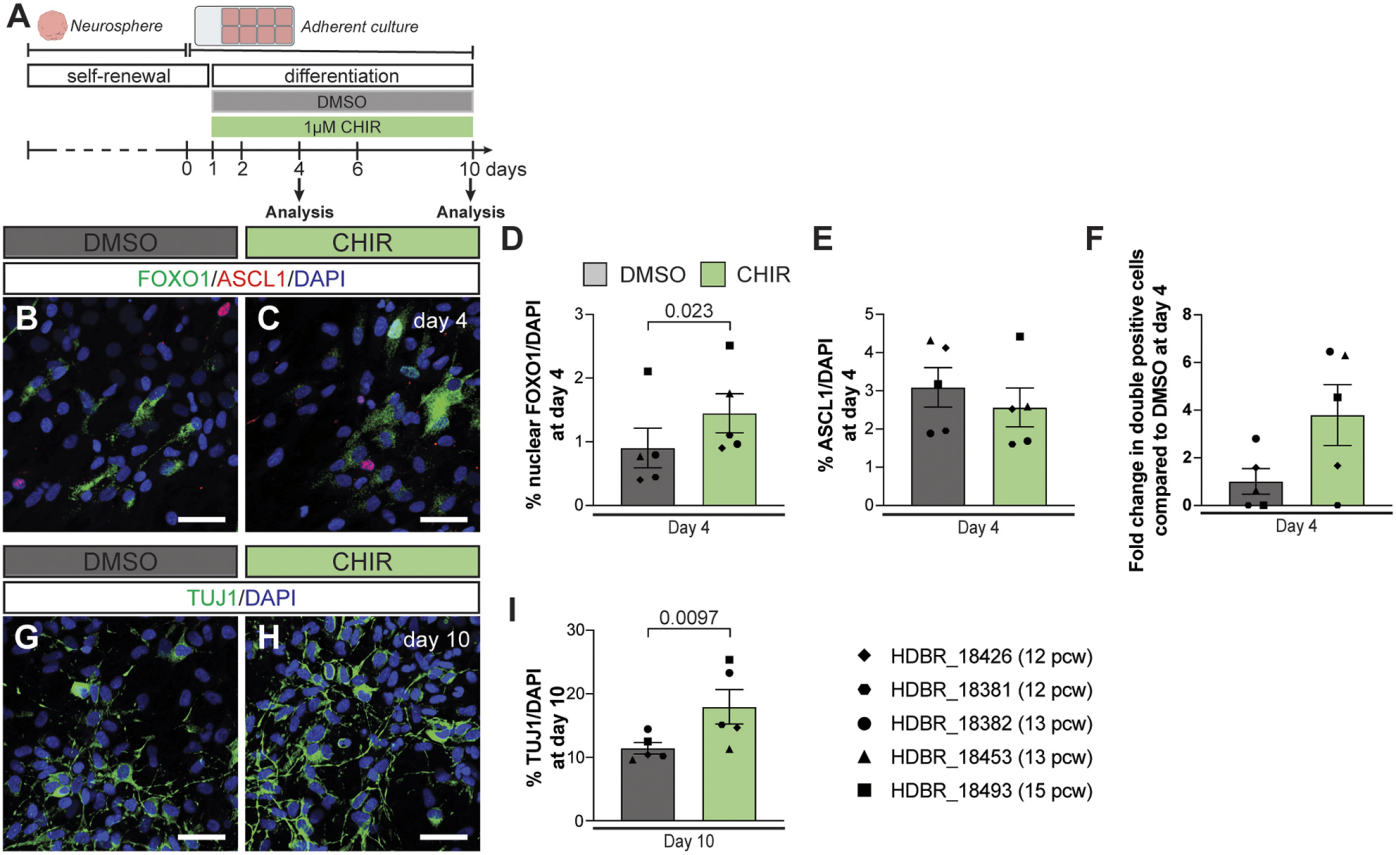
**The role of WNT signalling in promoting neural production via FOXO1 is conserved in human NEP differentiation.** (A) Experimental design. (B-E) Immunofluorescent analysis (B,C), and quantification of nuclear FOXO1^+^ (D) and ASCL1^+^ (E) cells in hNEP cultures treated with DMSO or CHIR at day 4 of differentiation (*n*=5, paired Student's *t*-test). (F) Fold change in % nuclear FOXO1 and ASCL1 double-positive cells in cultures treated with CHIR compared to DMSO (*n*=5, paired Student's *t*-test). (G-I) Immunofluorescent analysis and quantification of TUJ1^+^ cells in hNEP cultures treated with DMSO or CHIR at day 10 of differentiation (*n*=5, paired Student's *t*-test). Representative images are shown. Data are mean±s.e.m. Scale bars: 50 µm.

## DISCUSSION

Resolving differentiation programmes is crucial for understanding how the nervous system is built in a region-specific manner. This is particularly important where imbalances in one neural type could lead to devastating defects in brain physiology. For example, the molecular layer inhibitory neurons of the cerebellum play a crucial role in modulating Purkinje cell firing and, hence, cerebellar function (Brown et al., 2019). In addition, molecular layer inhibitory neuron numbers are affected in cerebellar disorders such as ataxias (Edamakanti et al., 2018). However, the molecular mechanisms that regulate cerebellar molecular layer inhibitory neuron differentiation remain poorly understood. In this study, we established previously unreported aspects of the GRN that promote NEP-to-inhibitory neuron differentiation during postnatal cerebellar development using a combination of *in vivo* and *in vitro* datasets and experimental models that include primary mouse and human cerebellar neurosphere cultures. We analysed scRNA-seq of freshly isolated NEPs from the postnatal mouse cerebellum to identify core genes in the GRNs that promote gliogenic and neurogenic differentiation of WM NEPs. We found that WM *Ascl1*-NEPs utilise a combinatorial transcriptional network and resolved the context-dependent functions for ASCL1 and FOXO1, two key neurogenic transcription factors. 

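Most genes with a peak within 1 kb of the TSS on day 6 already had one on day 2. For ASCL1-Dam, 74.3% of the day 6 genes had an ASCL1-Dam peak on day 2, among them Aldoc, a glycolytic aldolase of astroglia, and Fabp7. For FOXO1-Dam it was 413 genes, 83.4%, among them Fas (chromosome 19, 34290731 to 34290980 on day 2), Sesn1 and Ppargc1a. Of the genes marked by FOXO1-Dam and not ASCL1-Dam on day 6, 375 (86.8%) had a peak of either fusion on day 2. FOXO1-Dam of day 2 and ASCL1-Dam of day 6 shared 98 genes, 40.0% of the ASCL1-Dam genes of day 6. Regions marked in all 4 lists numbered 678, 4.37% of the 15518 regions with a reproducible peak.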

Our targeted DamID data generated during *in vitro* differentiation suggest that both ASCL1 and FOXO1 promote neurogenesis with temporally dynamic, shared and divergent functions. Both transcription factors facilitate a neurogenic programme, while ASCL1 independently regulates proliferation and FOXO1 expression. FOXO1, on the other hand, promotes survival during NEP differentiation separately from ASCL1. Our *in vitro* data also suggests that WNT signalling induces NEP-to-inhibitory neuron differentiation by facilitating the transition of the *Ascl1*-NEPs from an ASCL1^+^ state to a transient FOXO1^+^ cell state*.* Using primary hNEP cultures generated from fetal human cerebella, we demonstrated that the ASCL1-FOXO1 differentiation axis and the role of WNT signalling are conserved during differentiation. Based on this work, we propose a model for the role of FOXO1 and its interaction with ASCL1 during NEP-to-inhibitory neuron differentiation in the developing cerebellum (Fig. 8). This work provides unique insights into how cerebellar inhibitory neuron production is regulated while resolving context-dependent functions of ASCL1 and FOXO1 in mouse and human NEPs.

**Fig. 8.**
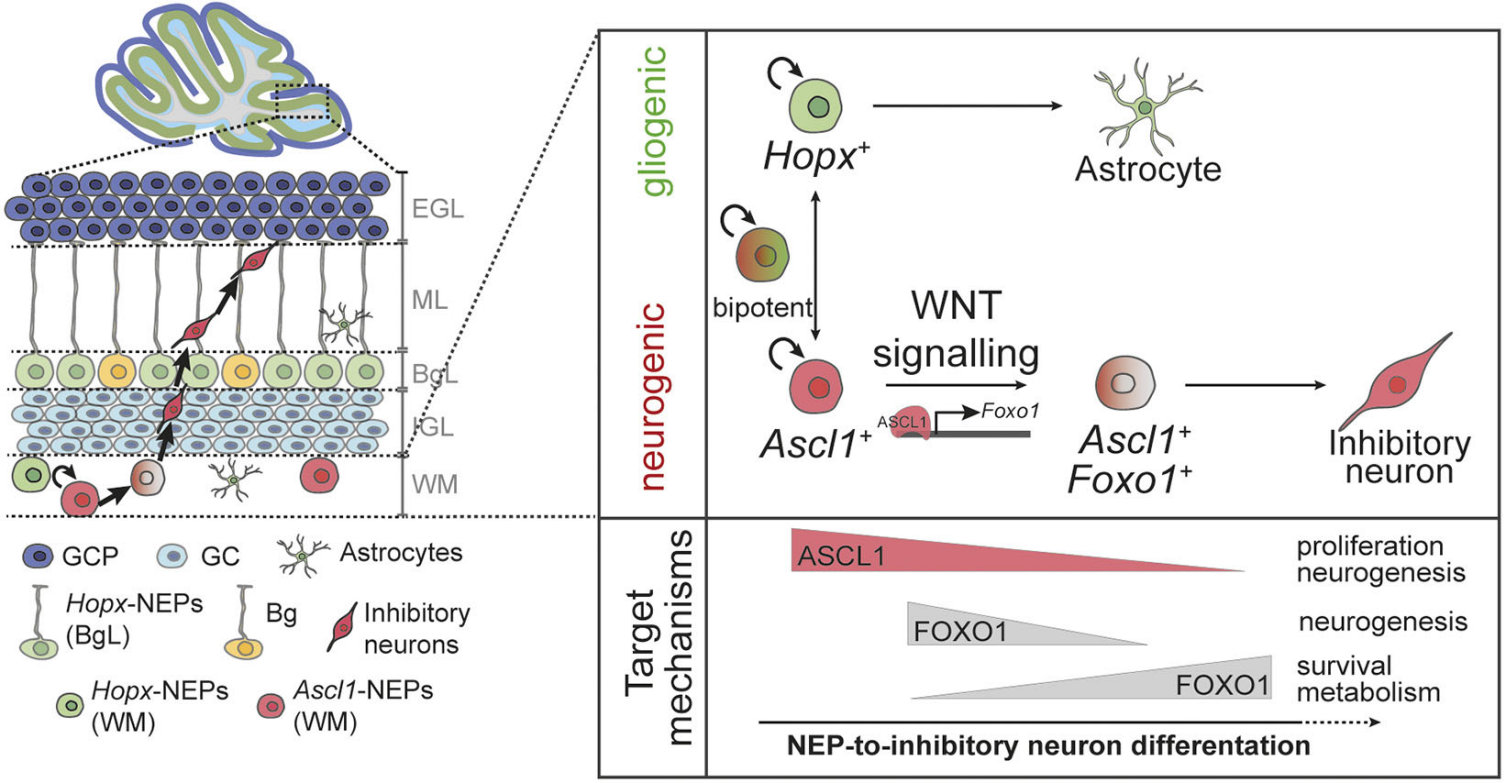
**Working model for NEP-to-inhibitory neuron differentiation in the developing cerebellum.** *Ascl1*-NEPs transition to a FOXO1^+^ state via WNT signalling activation to drive neurogenesis. The downstream targets of ASCL1 and FOXO1 during cerebellar molecular layer inhibitory neuron differentiation provide insights into their context-dependent functions.

The function of transcription factors is highly context dependent, which has allowed them to be evolutionarily re-used across different cell types and developmental stages (Argelaguet et al., 2022 preprint). Using lentiviral overexpression in primary NEP cultures, we demonstrated that sustained ASCL1 and FOXO1 overexpression in primary NEPs increases neuron production *in vitro* (Fig. 3J). The sustained overexpression may have disrupted some of the GRNs driving NEP differentiation and could lead to impaired differentiation and maturation. Additionally, our lentiviral overexpression approach is not cell-type specific, resulting in ASCL1 and FOXO1 overexpression in different NEP subtypes *in vitro*. Therefore, some of the observed differences between ASCL1 and FOXO1 overexpression, such as the differences in the morphology of TUJ1^+^ cells, could be attributed to these technical challenges. *In silico* GRN reconstruction of the scRNA-seq data suggested a low level of FOXO1 regulon activity in bipotent NEPs and astrocytes. The role of FOXO1 in these cell types remains to be determined. FOXO1 has been reported to regulate cellular metabolism and inhibit ROS generation in astrocytes in other brain regions (Doan et al., 2023; Wang et al., 2022). Thus, we can speculate that the function of FOXO1 may be partially conserved between cerebellar interneurons and astrocytes.

Our data show that ASCL1 and FOXO1 bind to a shared group of genes related to neurogenesis during *in vitro* NEP-to-inhibitory neuron differentiation while independently regulating proliferation and cell survival, respectively, at different stages. These observations are consistent with the function of ASCL1 and FOXO1 in other cell types. Additionally, other FOXO family transcription factors have been shown to functionally interact with ASCL1 at the same target genes (Bastie et al., 2005; Brunet et al., 2004; Castro et al., 2006; De La Torre-Ubieta et al., 2010; Imayoshi et al., 2013; Park et al., 2017; Webb et al., 2013). However, it remains unclear whether ASCL1 and FOXO1 are synergistic and/or antagonistic at loci they both bind.

Analysis of *Ascl1* transcript levels during NEP-to-inhibitory neuron differentiation shows broad *Ascl1* expression, continuing after the *Foxo1*^+^ state. Interestingly, immunofluorescent analysis of ASCL1 and FOXO1 levels during *in vitro* differentiation suggests that ASCL1 protein expression is temporally more restricted. In addition, the rarity of the nuclear FOXO1 and ASCL1 double-positive cells suggests a nontranscriptional control of ASCL1 protein expression. Previous research suggested phosphorylation as key mechanism to control ASCL1 protein expression and function (Ali et al., 2014; Azzarelli et al., 2022). To what extent such mechanisms regulate ASCL1 and their function during NEP-to-inhibitory neuron differentiation remains to be studied. Importantly, while our analysis suggests that the ASCL1 and FOXO1 double-positive state is transient, how the exit from this cellular state is regulated *in vitro* and *in vivo* remains to be understood. Perhaps, as the progeny of *Ascl1*-NEPs migrate away from the niche in the lobule white matter towards the ML, changes in the cellular microenvironment could drive the transitory states. Further *in vivo* analysis is needed to dissect the role of niche-driven signalling mechanisms during lineage progression.

Cell2Fate analysis revealed dynamic regulation of WNT signalling during NEP-to-inhibitory neuron differentiation (Fig. 5C-H). We demonstrated that CHIR treatment during *in vitro* mouse and human NEP differentiation increases nuclear FOXO1^+^ cells and neuron production while not affecting the frequency of ASCL1^+^ cells (Figs 5J-Q and 7A-I). Similarly, overexpression of ASCL1 during *in vitro* differentiation resulted in an increased amount of nuclear FOXO1^+^ cells and neuron production (Fig. 3F,G). The mechanisms underlying how ASCL1 and WNT signalling converge to increase nuclear FOXO1^+^ levels remain to be investigated. ASCL1 has been shown to promote WNT signalling by directly repressing DKK1, a negative regulator of WNT signalling, and synergising with WNT3A to induce active WNT signalling in glioblastoma stem cells (Rheinbay et al., 2013). Thus, ASCL1 may prime *Ascl1*-NEPs for WNT signalling. In other systems, WNT signalling has been shown to both positively and negatively regulate FOXO1 in a context-dependent manner (Cheng et al., 2024; Okada et al., 2015; Sreekumar et al., 2017). In a conditional knockout mouse using *Nes-Cre* to delete WNT5a, a non-canonical WNT ligand, the production of molecular layer interneurons in the postnatal cerebellum was decreased (Subashini et al., 2017). The significant but modest increase in nuclear FOXO1 levels following CHIR treatment *in vitro* further suggests involvement of noncanonical WNT signalling. How the canonical and noncanonical WNT signalling crosstalk promotes NEP-to-inhibitory interneuron differentiation in the postnatal cerebellum remains to be determined. Interestingly, activation of WNT signalling in cerebellar progenitors during embryonic development causes abnormal cerebellar development and a reduced number of inhibitory neurons (Pei et al., 2012; Yang et al., 2019). This highlights the multifaceted role of WNT signalling in cerebellar development, with possibly distinct roles in embryonic and postnatal developmental stages. Furthermore, a downregulation of WNT-related genes was observed after the *Foxo1*^+^ state in the WM NEP transcriptomes (Fig. 5E-H). FOXO1 has been reported to suppress WNT signalling in neural stem cells (Paik et al., 2009) and other cell types (Guan et al., 2015; Iyer et al., 2013). It is plausible that WNT signalling and FOXO1 form a negative-feedback loop as part of the postnatal NEP-to-inhibitory neuron differentiation programme.

To establish to what extent these mechanisms are conserved in human cerebellum development, we adapted our *in vitro* differentiation paradigm to establish primary hNEP cultures from fetal cerebella. We found that the ASCL1-FOXO1 axis and the role of WNT signalling are conserved in hNEP-to-inhibitory neuron differentiation (Figs 6A-N and 7A-I). Interestingly, we observed differences in the temporal dynamics of ASCL1 and FOXO1 compared to the mouse NEP differentiation, where the proportion of nuclear FOXO1 and ASCL1 double-positive cells was significantly higher during hNEP differentiation (Fig. 6N). We speculate that the prolonged double-positive state may be an evolutionary adaptation to scale up the production of molecular layer interneurons to support the expanded human cerebellar hemispheres (Kebschull et al., 2020).

Finally, our analysis was performed on samples obtained from a wide range of ages (9-17 pcw). We did not find any correlation with the age of the donor. However, it remains unclear whether different cell states or cell types are captured at different ages and how this might influence *in vitro* differentiation. Advancements in human pluripotent stem cell-derived cerebellar organoids may offer an alternative platform to functionally test the molecular mechanisms driving hNEP differentiation (Atamian et al., 2024; Brás et al., 2022). Collectively, our work uncovers parts of the GRN driving NEP-to-molecular layer inhibitory differentiation in mice and humans during late cerebellar development. These findings provide insights into how neurogenesis is regulated in a neuron type- and region-specific manner by resolving the context-dependent functions of ASCL1 and FOXO1. Our results have the potential to inform future therapies for disorders where inhibitory neuron production is impaired.

### Limitations

Our *in vitro* primary neurosphere cultures are a powerful tool for identifying molecular mechanisms of NEP behaviour in mice and humans. Whether primary NEP cultures retain their lineage propensities *in vivo* following orthotopic injections remains to be determined. Importantly, these findings should be validated using CKO mouse models for FOXO1 during postnatal cerebellum development. Targeted DamID results require further validation via approaches that test native protein binding. However, the low number of relevant cells (*Ascl1*-NEPs) that can be isolated from the neonatal mouse brain and the low frequency and the transient nature of the ASCL1^+^ and FOXO1^+^ NEP states *in vivo* and *in vitro* limit such studies. 

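Most binding of both factors lay far from promoters. Reproducible peaks more than 2 kb from the nearest TSS were 79.2% of ASCL1-Dam peaks on day 2 (8922) and 84.4% on day 6 (2140), and 81.4% (7460) and 82.9% (3488) of FOXO1-Dam peaks. Distal peaks per gene were counted apart from these, by the centre of the peak and the TSSs of protein-coding genes only. By this count, chosen after the data were seen, Myc, a regulator of growth, and Nav2, a neuron navigator, led on day 2 with 18 ASCL1-Dam peaks each. Zfp608, a zinc finger protein, led with 18 FOXO1-Dam peaks. Peaks within 1 kb of a TSS were 14.7% and 9.81% for ASCL1-Dam and 13.0% and 12.0% for FOXO1-Dam. The median distance to the nearest TSS was 12872 and 12388 bp for ASCL1-Dam and 13748 and 14368.5 bp for FOXO1-Dam. Peaks beyond 2 kb held the ASCL1 and the FOXO1 motif somewhat more often than nearer ones in all 8 comparisons, none past the adjusted threshold; for the ASCL1 motif 3 of 4 lists had an unadjusted exact p under 0.05 (0.037, 0.00774 and 0.0354), and the smallest adjusted p of 8 comparisons was 0.0619, for the ASCL1 motif in FOXO1-Dam peaks of day 2 (16.6% of far and 14.0% of near peaks, Fisher's exact test, two-sided).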

We restricted our targeted DamID analysis to regions within 2 kb of the TSS, which neglected distal regulatory elements. Finally, the limited availability of human fetal tissue, particularly from later stages, and the inability to maintain cultures long-term pose a significant challenge to characterising developmental dynamics and performing functional validation in hNEPs.

## MATERIALS AND METHODS

### Animal husbandry

All the mouse experiments were performed according to the protocols approved by Home Office Project Licence PP8035780. The mouse lines used in this study are: *Nes-CFP* (Mignone et al., 2004; Wojcinski et al., 2017), *Ascl1^CreERT2^* (Pacary et al., 2011; Sudarov et al., 2011), *Rosa26^lox-stop-lox-TdTomato^* (ai14, stock 007909, The Jackson Laboratory) (Takeda et al., 2011) and *Ascl1^fl/fl^* (Pacary et al., 2011; Sudarov et al., 2011). Animals were maintained on an outbred *Swiss Webster* or *CD1* background, housed on a 12-h light/dark cycle and had access to food and water *ad libitum*. Both sexes were used for the study.

For genetic inducible fate mapping, P1 pups were injected subcutaneously with 200 µg/g tamoxifen (Sigma-Aldrich, T5648). For ASCL1 CKO, pups were given 200 µg/g tamoxifen at P0. For proliferation analysis, 50 µg/g EdU (Thermo Fisher, E10187) was injected subcutaneously 1 h before the experimental endpoint.

### Human fetal tissue

9-17 pcw old human fetal cerebellar tissue was obtained from either the Cambridge University Hospitals NHS Foundation Trust under permission from NHS Research Ethical Committee (96/085) or the MRC/Wellcome Trust Human Developmental Biology Resource London [University College London (UCL) site REC reference: 18/LO/0822] and Newcastle (Newcastle site REC reference: 18/NE/0290), project 200702 (www.hdbr.org). Only samples with no genetic abnormalities were used.

### Primary NEP neurosphere cultures

Cerebella from P1 *Nes-Cfp/+* or *Swiss Webster* pups were dissected and dissociated using Accutase (Thermo Fisher, A1110501) for 10 min at 37°C. Once a single cell suspension was obtained, cells were washed with NSC media [Neurobasal (Thermo Fisher, 10888022) with 1×B27 (Thermo Fisher, A3353501), 1×N2 (Thermo Fisher, 11520536), 2 mM L-glutamine (Thermo Fisher, A2916801), 1× non-essential amino acids (Thermo Fisher, 11140035) and 100 U/ml penicillin-streptomycin (Thermo Fisher, 15140122)]. For cultures generated from *Nes-Cfp/+* cerebella, CFP^+^ cells were FACS isolated. The *Swiss Webster* cells were directly plated to form neurospheres. Initial cell suspensions were plated onto ultra-low attachment plates ∼100,000 cells/ml density. Cultures were maintained with 20 ng/ml of EGF (Fisher Scientific, PMG8041) and FGF2 (Qkine, Qk042-0500).

Primary hNEP neurospheres were established similarly to the mouse NEPs generated from the *Swiss Webster* pups, except for an additional filtering step with a 40 µM nylon filter (Merck, CLS352340) after dissociation to remove debris. hNEP cultures were maintained in the NSC media supplemented with human EGF (QKINE, Qk011-0100) and FGF2 (QKINE, Qk027-0100). Growth factors were supplemented every other day, and media were changed weekly. Primary cultures with <20 passages were used for studies.

### *In vitro* differentiation

Chamber slides (Thistle Scientific, IB-80806) were coated with poly-D-lysine and laminin. Briefly, eight-well slides were incubated with 250 µl poly-D-lysine (Thermo Fisher, A389040) for >2 h at 37°C. The plates were rinsed with PBS+/+ (+Mg and +Ca, Thermo Fisher, 14040091) twice and then were incubated with 2 µg/cm^2^ laminin (Merck, L2020) or human laminin-521 (Thermo Fisher, A29249) in PBS+/+ (Thermo Fisher, 14040091). The plates were stored at 4°C until use. On the day of differentiation, the plates were incubated for >1 h at 37°C and washed once with PBS+/+ prior to cell seeding.

Neurospheres were dissociated using Accutase and washed with NSC media once. Cells were plated at a density of 250,000 cells/cm^2^ (mouse) or 100,000 cells/cm^2^ (human) on poly-D-lysine and laminin-coated plates. Cells were kept in self-renewing conditions (NSC media+growth factors) overnight and then switched to differentiation media [NSC media+2% fetal bovine serum (FBS, Thermo Fisher, 10438026)]. The media were changed every other day and on days before fixation. For WNT activation, cells were treated with 1 µM CHIR99021 (BioTechne, 4423/10). 0.1% DMSO was used as a control. HDBR_18426 (12 pcw), HDBR_18381 (12 pcw), HDBR_18453 (13 pcw), HDBR_18382 (13 pcw) and HDBR_18493 (15 pcw) were used in the human WNT experiments. Two or three technical replicates were performed for each sample and averaged.

Cells were fixed at room temperature [15 min for 2D cultures and 30 min for neurospheres using 4% paraformaldehyde (PFA, Thermo Fisher Scientific, 043368.9M)] and washed thrice with 1×PBS. Fixed cells were stored at 4°C until immunofluorescent analysis.

### Tissue preparation for histological analysis

The dissected neonatal mice brains or fetal human cerebellum were drop fixed in 4% PFA at 4°C for up to 1 week followed by 30% sucrose (Merck, 1076511000) in PBS until the brains sunk. The brains were then embedded in OCT (VWR, 361603E) blocks and stored at −80°C until further processing. 14 µm sections were obtained using a cryostat (Leica CM3050S) and stored at −80°C.

### Immunofluorescent analysis

Tissue sections, neurospheres and 2D cultures were subjected to immunofluorescent analysis. The list of antibodies used for this analysis is provided in Table S8. Slides were allowed to come to room temperature. Samples were blocked with blocking buffer [5% bovine serum albumin (Merck Life Science, A9418-50G) in 1×PBS and 0.1% Triton-X)]. For ASCL1 staining on slides, mouse-on-mouse blocking was performed according to the manufacturer's guidelines (Thermo Fisher, R37621). Primary antibody incubation was performed in blocking buffer overnight at 4°C. Samples were then washed three times with 1×PBS with 0.1% Triton-X for 5 min. Secondary antibody incubation was performed in blocking buffer for 1-2 h at room temperature, and samples were protected from light for the rest of the procedure. After secondary antibody staining, cells were washed three times with 1×PBS with 0.1% Triton-X for 5 min. DAPI (Sigma-Aldrich, MBD0015-1ML) was used for counterstaining. Sections were mounted with fluoro-gel (EMS, 17985-10). Cultures were stored in 1× PBS. Cells and sections were stored at 4°C in the dark until imaging.

A similar procedure was used for neurosphere staining with minor modifications to the blocking buffer [PBS containing 0.2% bovine serum albumin, 0.02% sodium dodecyl sulfate (SDS) and 0.3% Triton X-100] and extended incubation times.

Apoptosis was detected using TUNEL staining according to the manufacturer's guidelines (Thermo Fisher, 16314015). Where relevant, EdU was detected using Click-it assay with sulfo-azide-Cy5 (Lumiprobe, A3330).

### *In situ* hybridisation chain reaction

Gene-specific probes and specific reagents were ordered from Molecular Instruments and the manufacturer's instructions were followed. Briefly, cryosections were equilibrated to 4°C and postfixed for 15 min at 4°C in 4% PFA. Thereafter, sections were dehydrated by sequential 5 min washes in 50%, 75% and 100% ethanol, and washed in 1× PBS thrice. Sections were incubated with 200 µl preheated *In situ* hybridisation chain reaction (HCR) Probe Hybridization Buffer at 37°C in a preheated NeoBrite (NeoBiotech) humidified chamber for 10 min. 2 µl of each probe was diluted in 300 µl HCR Probe Hybridization Buffer and incubated with the sections overnight at 37°C in the humidified chamber. Sections were then washed four times in preheated HCR Probe Hybridization Buffer for 15 min at 37°C and then incubated with ambient HCR Gold Amplifier Buffer at room temperature for 30 min. For each reaction, 2 µl of hairpins H1 and H2 targeting the relevant adapters were snap-cooled by incubating at 95°C for 90 s followed by 30 min at 10°C in a thermocycler (Eppendorf Mastercycler X50a). Hairpins were diluted in 300 µl HCR Gold Amplifier Buffer per reaction and incubated with the sections overnight at room temperature in a humidified chamber. The sections were then washed four times in HCR Probe Wash Buffer for 15 min supplemented with DAPI (1:1000) in the second and third washes, and mounted with fluoro-gel (EMS, 17985-10). The sections were stored at 4°C in the dark until imaging.

### Image acquisition and analysis

Images were acquired using a Leica CKX53 epifluorescence microscope, or a Zeiss LSM880 confocal or Andor BC43 CF confocal microscope. Images were processed using ImageJ. Images within an experiment were acquired with identical settings.

Quantification of tissue sections was performed on lobules 4 and 5 in three midsagittal sections/brain. Quantification was carried out manually using ImageJ/FIJI Cell Counter Plugin (NIH). For experiments that involved 2D cultures, three images were acquired from each well and 3-10 wells/condition were quantified across >3 individual experiments. Quantification was carried out manually using ImageJ/FIJI Cell Counter Plugin (NIH). TUNEL quantification was carried out with FIJI, converting the images to an 8-bit image, and quantifying particles with the Analyze Particles tool.

### Lentiviral production

VSV-G pseudotyped lentivirus was produced according to standard protocols using HEK293T cells, and the packaging plasmids for Gag/pol, VSV-G, REV and Tat plasmids (ratio 1:2:1:1) were added together with 5 µg of transfer plasmid. Upon collection, the media were filtered through a 0.2 µm filter (Merck, SLGSVR255F) and concentrated using Lenti-X reagents (Takara, 631232) according to the manufacturer's guidelines. The concentrated lentivirus was resuspended in 300 µl of Opti-MEM (Thermo Fisher, 11058021) per 10 cm dish. The virus was aliquoted in appropriate volumes, snap-frozen on dry ice and stored at −80°C until use. Viral titers were calculated using ELISA. The transfer vectors used in this study are provided in Table S10.

### Lentiviral infection *in vitro*

Primary NEP neurospheres were dissociated into single cells as described above and incubated with the respective virus at 1-10 multiplicity of infection (MOI) and 4 µg/ml protamine sulfate (Merck, 1101230005) for 12-18 h.

For the overexpression experiments, a stable rtTA NEPs cell line was first established and then reinfected with the subsequent overexpression virus prior to analysis. These cells were differentiated 3-10 days after infection as described above, with the exception that Tet system approved FBS (Thermo Fisher Scientific, A4736401) was used in the differentiation media. In the doxycycline condition, 1 µg/ml doxycycline (Sigma, D9891) was added to the differentiation media for days 1-3 (Fig. 3A).

shRNAs were designed using the Broad Institute TRC shRNA design tool. For shRNA mediated knockdown, four different *Foxo1* shRNAs (*Foxo1*-sh1, CCGCCAAACACCAGTCTAAAT; *Foxo1*-sh2, CGGAGGATTGAACCAGTATAA; *Foxo1*-sh3, TGTAATGATGGGCCCTAATTC; *Foxo1*-sh4, CATGGACAACAACAGTAAATT) and one *Ascl1* shRNA (*Ascl1*-sh1, CAAGTTGGTCAACCTGGGTTT) and a scrambled shRNA oligo were cloned into the pLKO.1 vector as previously described (Moffat et al., 2006). NEPs were infected and selected with 1 μg/ml puromycin for 1 week to establish stable cell lines. Following infection, *Foxo1* expression levels were assessed by qPCR or immunofluorescence and 2/4 shRNAs (*Foxo1*-shRNA1 and *Foxo1-*shRNA2) that showed better knockdown were carried on for further analysis (Fig. 3L). ASCL1 levels were assessed via immunofluorescent staining (Fig. S5B).

### Targeted DamID

FOXO1 or ASCL1 CDS was inserted into the SFFV-mNeonGreen-Dam lentiviral vector (Lim et al., 2023) by Gibson assembly. Differentiations were performed in 6-well plates (Thermo Scientific, 140675). Differentiating NEPs were infected with Dam-alone, ASCL1-DAM or FOXO1-Dam lentivirus in neural stem cell media with 2% fetal bovine serum and 4 µg/ml protamine sulfate, and were incubated at 37°C for 6 h. Following infection, the media was changed to differentiation media and cells were collected for downstream analysis after 24 h (Fig. 4A). Briefly, cells were dissociated with Accutase and washed once, and pellets were collected and stored at −80°C until library preparation.

Genomic DNA was extracted from cell pellets and processed as previously described (Marshall et al., 2016). Sequencing was performed by the Gurdon Institute NGS core as single end 100 bp reads on an Illumina NovaSeq 6000. Trimmed fastq files were quality checked and validated using FastQC (v0.12.0) then analysed with a modified version of the damidseq_pipeline (Marshall and Brand, 2015), damMer. DamMer generates normalised binding tracks and identifies statistically significant and reproducible peaks (Tang et al., 2022). Briefly, reads were mapped to mm10 genome assembly, indexed using Bowtie2 (v2.3.4.1) (Langmead and Salzberg, 2012) and binned into 5′-GATC-3′ fragments. Each fusion protein (FOXO1/ASCL1) sample was normalised individually against each replicate of Dam-alone control treatment, then averaged using RPM normalisation, in 300 bp bins. Binding intensity values were quantile normalised across all replicates for each stage and backtransformed. Files were converted to bigwig format using bedGraphToBigWig (v4) and imported into the Integrative Genomics Viewer (IGV v2.17.4) for visualisation. Macs2 (Zhang et al., 2008) (v2.1.2) was used to call broad peaks for fusion and Dam-alone pairs using the bam file output of the damidseq_pipeline, retaining a broadpeak file for each Dam-alone replicate for analysis of chromatin accessibility. Overlapping peaks were merged using bedtools (v2.26.0) to generate consensus peak files for fusions and Dam-alone files. The fusion protein peaks were called after normalisation to the Dam-alone control, while Dam-alone data was not normalised before peak calling. All peaks were then filtered by a stringent FDR-threshold of 1×10^−5^ to identify significant binding peaks. For downstream analyses, significant peaks were further filtered to those present only in 3/4 replicates (repropeaks) using bedtools (Quinlan and Hall, 2010) (v2.26.0), denoted as reproducible peaks.

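The reproducible list of each fusion and day was made up of exactly those merged peaks whose percentage, as the authors list it, was above 50. The lowest percentage in any reproducible list was 56.25. Left out in this way were 26896 ASCL1-Dam peaks of day 2 and 20691 of day 6, and 4989 FOXO1-Dam peaks of day 2 and 7273 of day 6. Peaks called in a single comparison were 22.2% and 30.2% of merged ASCL1-Dam peaks on these days, and 7.62% and 14.5% of merged FOXO1-Dam peaks.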

The repropeak bed files were read into R using the ChIPpeakAnno (Zhu et al., 2010) (v3.32.0) function toGRanges() with format=‘BED’, header=T and otherwise default parameters. The Grange objects were annotated individually using the function annotatePeakInBatch() with AnnotationData=genes (EnsDb.Mmusculus.v79). Peaks were filtered based on their proximity to the nearest TSS, retaining only those located within ±1 or 2 kb. The feature list was then made unique. A list of the genes with a significant peak ±1 or 2 kb of the transcriptional start site was made and used to compute unique and shared genes using ggven (v0.1.14) with default parameters. A conversion table was made of ENSEMBL IDs and gene symbols using BiomaRt (Smedley et al., 2009) (v2.54.1) getBM() specifying attributes=c(’ensembl_gene_id’, ‘ensembl_transcript_id’, ‘mgi_symbol’) and mart=useMart(biomart=“ENSEMBL_MART_ENSEMBL”, dataset=“mmusculus_gene_ensembl”, host=“https://www.ensembl.org/”, verbose=F). The gene set was exported as a csv-file using write.csv() with default parameters. GO term analysis was performed using PANTHER (Thomas et al., 2022) (v19.0) via the online GUI available at https://pantherdb.org/. GO term analysis for biological process, molecular function and cellular component terms was performed individually with default parameters using Fisher's exact test and a false discovery rate calculation to correct for multiple testing. For individual transcription factors, all genes with a reproducible significant peaks ±1 or 2 kb of the transcriptional start site were used for the analysis, irrespective of the other transcription factor binding. For the co-bound analysis, genes must have reproducible significant peaks ±1 or 2 kb from the transcriptional start site for both transcription factors at the given timepoint. Overlapping peaks were identified using findOverlapsOfPeaks() with default parameters and minoverlap=1.

Motif enrichment analysis was performed on ASCL1-Dam, FOXO1-Dam and Dam-alone datasets at day 2 and day 6 of differentiation. All computed significant peaks were used for the analysis (Fig. 4B, Table S4). The produced bed-files were loaded using toGRanges() and annotated as described above. From the Grange object, a HOMER-compatible data frame was constructed. The HOMER-compatible data frame was exported as a bed-file using write.table() specifying quote=F, sep="\t”, row.names=F, col.names=F. Motif enrichment analysis was then performed using the HOMER (Heinz et al., 2010) (v5.0.1) function findMotifsGenome.pl using the mm10 genome specifying -mask and otherwise default parameters. Results from the knownResults output were reported, and multiple testing correction (Bonferroni's) was applied. The enrichment score was calculated as the ratio of a motif's frequency in target sequences versus background sequences, sampled by HOMER using default parameters. An enrichment score above 1 means that the motif occurs more often in target sequences than in the background.

Finally, to identify potential DNA-binding proteins that are enriched within the shared genes that showed binding of both ASCL1-Dam and FOXO1-Dam, we took on a different approach. Shared genes containing reproducible (3/4 replicates) ASCL1-Dam and FOXO1-Dam peaks, either ±1 kb or 2 kb of their TSS, were identified using the intersect() function. Next, the reproducible (3/4 replicates) Dam-alone peaks were annotated to their nearest gene. This GRange object was then subsetted to contain only the peaks near the genes that had been identified to have reproducible (3/4 replicates) ASCL1-Dam and FOXO1-Dam peaks (repeated for both ±1 and 2 kb of their TSS). These reproducible Dam-alone peaks were then used for the HOMER analysis. The analysis was repeated for both day 2 and day 6 data (Table S4, tabs designated as HOMER_Dam-alone_shared_1/2kb_day2/6).

### Single cell RNA-sequencing and data analysis

#### Sample preparation, scRNA-seq, sequencing and data processing

##### Nes-CFP^+^ cells isolated from postnatal mouse cerebella (*in vivo* mouse dataset)

Sample preparation, cell multiplexing and droplet preparation, and mapping and initial quality control were performed as described by Pakula et al. (2025). NonIR (control condition in Pakula et al., 2025) cells from P1-3 and 5 cerebella were subsetted from the Seurat object using Seurat (Hao et al., 2024) (v4.1). The object was then split into a list based on the individual biological replicates using SplitObject, and normalised using ScaleData() with default parameters. The list of Seurat object was prepared for integration using SelectIntegrationFeatures() and PrepSCTIntegration() using default parameters, and subsequently integrated using IntegrateData() with default parameters. The integrated Seurat object was normalised using SCTransform() with vars.to.regress=c(“percent.mt”, “CC.Difference”, “nFeature_RNA”, “nCount_RNA”). Dimension reduction was performed using RunPCA() using all features in the integrated assay and npcs=100 and RunUMAP() with parameters dims=1:40, seed.use=888, repulsion.strength=0.1 and min.dist=0.5 in addition to default parameters. The clustering analysis was performed as described below.

##### Primary mouse and human NEP cultures (*in vitro* mouse and human datasets)

The different primary neurosphere lines were dissociated separately using Accutase and washed once in NSC media as described above. The cell suspensions were filtered and pelleted by centrifugation at 500 ***g*** for 5 min at room temperature and washed once in PBS+0.04% bovine serum albumin. Samples (2 primary mouse NEP lines and 10 primary hNEP lines) were then multiplexed using CellPlex (10x Genomics) oligos using the manufacturer's instructions. After the final wash, different samples were pooled at a concentration of 1600 cells/µl to target 2500 cells/sample. A total of 30,000 pooled cells were targeted for droplet formation using Chromium X/iX (10X Genomics) according to the manufacturer's guidelines and the Next-GEM 3′ v3.1 chemistry. Library preparation was performed according to manufacturer's guidelines by the Cambridge Stem Cell Institute NGS Core Facility, and the sequencing was performed on a NovaSeqX at the Cancer Research UK Cambridge Institute Genomics Core Facility. The data were aligned using CellRanger (v8.0.1) multi with default parameters, aligning mouse data to GRCm39 with GENCODE vM33/Ensembl110 annotations and human data to GRCh38 with GENCODE v44/Ensembl110 annotations.

A Seurat object was created from the CellRanger output using the Read10X() function (Seurat v5.2.1). Cells assigned as either “Multiplet” or “Unassigned” in the assignment confidence table, or having 0 reads in the CMO (CellPlex) assay were filtered out using the subset() function. Demultiplexing was performed via the Seurat NormalizeData() function with normalization.method=“CLR” and default parameters followed by HTODemux() with assay=“CMO”, positive.quantile=0.99 and default parameters. The data was then subsetted based on the hash.ID using the subset() function. Additionally, for the primary hNEP neurosphere dataset, the velocyto (v0.17.17) function run() was run on the CellRanger output with --dtype uint32, the GRCh38 reference genome and otherwise default parameters. A Seurat object was constructed from the output using the CreateSeuratObject() function with the parameters min.cells=0, min.features=0, names.field=2, names.delim=“\\-”, adding both a spliced and unspliced assay. The Seurat Object constructed from the CellRanger output was then subsetted to only contain cells, which contains spliced and unspliced information. Quality control of mouse cells was carried out using the subset() function, specifying nFeature_RNA>200 & nFeature_RNA<7500 & percent.mt<7.5. Quality control of human cells was similarly carried out with the subset() function, specifying nFeature_RNA>200 & nFeature_RNA<7500 & percent.mt<5. The clustering analysis was performed as described below.

##### 17 and 20 pcw human fetal cerebellum

Single nucleus RNA-sequencing data described by Sepp et al. (2024) were obtained from the heiDATA repository (https://doi.org/10.11588/data/QDOC4E) for the samples (SN120, SN121, SN133, SN297, SN136, SN232 and SN308 for the time points 9 wpc, 11 wpc, 17 wpc, 20 wpc, 7 months, CS19 and newborn, respectively). Raw snRNA-seq data were aligned to the Human reference genome GRCh38 using STARsolo/STAR (v2.7.3a) (Kaminow et al., 2021 preprint). In addition to the default parameters, the following parameters were adjusted to optimise the mapping of transposable elements using STARsolo “--outFilterMultimapNmax 100 --winAnchorMultimapNmax 100 --outSAMmultNmax 1” and the following parameters were included to facilitate subsequent analyses: “--outSAMattributes NH HI AS nM CR CY UR UY GN CB UB GX GN sS sQ sM --soloFeatures Gene Velocyto”. Repeatmasker file for the GRCh38 genome was obtained from UCSC and converted to the required format as described in the SoloTE (v1.10) (Rodríguez-Quiroz and Valdebenito-Maturana, 2022) documentation. The SoloTE pipeline with default parameters was then run using the repeat annotation file and alignment files (in the sorted bam format) for each of the samples. SoloTE outputs were read into Seurat using ReadMtx() function, cells were filtered using the subset function based on the following criteria (nFeature_RNA>200 & nFeature_RNA<6000 & percent.mt<10), and a Seurat object including all samples was created using CreateSeuratObject().

Cells from 17 and 20 pcw were subsetted using the subset() function, and the soloTE assay was discarded. Cell cycle scoring was performed using the CellCycleScoring() function using the supplied cell cycle genes from Seurat. The difference in S.Score and G2M.Score was calculated and stored as a meta data variable called CC.Difference. Next, the data were normalised using the SCTransform() function with the parameters vars.to.regress=c(”percent.mt”, “CC.Difference”, “nFeature_RNA”, “nCount_RNA”). Dimension reduction was performed using RunPCA() with default parameters followed by RunUMAP() with dims=1:30, reduction=“pca”, return.model=TRUE, seed.use=1234 and default parameters. Due to the presence of low-quality cells, the data was subsetted using the subset() function with nFeature_RNA>500 & nCount_RNA>500. Normalisation and dimension reduction was then re-performed as described using the SCTransform(), RunPCA() and RunUMAP() functions with the specified parameters. Cluster analysis was performed as described below.

#### Clustering

Clustering was performed using FindNeighbors with default parameters and dims=1:30 and FindClusters with default parameters and a resolution varying between 0.1 and 3 in 0.1 increments. Candidate clustering resolutions were guided by maximising the silhouette score and minimising the negative silhouette score. Among the candidate resolutions, the biological meaningfulness of the resulting clusters was evaluated by the expression of marker genes known to delineate previously defined cerebellar cell types, NEP subtypes and cellular states (Bayin et al., 2021; Pakula et al., 2025; Sepp et al., 2024). Cluster analysis was carried out using PrepSCTFindMarkers() using the SCT assay and default parameters followed by FindAllMarkers() with the only.pos=TRUE, min.pct=0.10, logfc.threshold=0.25 and assay=“SCT”. Clusters were annotated based on known marker gene expression and/or histological analysis (such as RNA *in situ* from Allen Brain Atlas), where relevant for cluster markers (Bayin et al., 2021). The clustering and cluster analysis of all NEPs and white matter subset were performed using the same functions and parameter settings. The white matter subset was exported as a .h5ad object using the functions SaveH5Seurat() and Convert() from SeuratDisk (v0.0.0.9020).

#### Integration of *in vitro* and *in vivo* datasets

To map the *in vitro* mouse and human NEP neurosphere cultures to the *in vivo* reference datasets (all Nes-CFP^+^ (Fig. 1E) and data of Sepp et al. (2024) (Fig. S8E), the top 200 variable genes of the reference datasets were computed using the VariableFeatures() function with nfeatures=200 and default parameters, and the *in vitro* data was subsetted to contain these genes using base R. When mapping the mouse primary NEP neuropsheres to the all NEPs (Fig. 1F), and neurogenic and gliogenic WM NEP subsets (Fig. 1G), all genes were used to better capture the subtle transcriptional diversity between cell states. In the case of the *in vivo* mouse data, the dimension reduction was reperformed using the RunPCA() function with dims=1:30, n.neighbors=30, return.model=T and default parameters. Furthermore, the feature names of the *in vitro mouse* data were made compatible with the *in vivo* data by mapping the gene symbols into ENSEMBL IDs. Changing the feature names was carried out by converting the Seurat object into a SingleCellExperiment object using the as.SingleCellExperiment() function with assay=“SCT” and then mapping the feature IDs using the mapIds() function (EnrichmentBrowser v2.2) and org.Mm.eg.db (org.Mm.eg.db v3.16) with keytype=“SYMBOL”, columns=“ENSEMBL”, column=“ENSEMBL” and default parameters. The SingleCellExperiment object was converted back into a Seurat object using the function as.Seurat(). Integration anchors were computed between the two datasets by the FindTransferAnchors() function with dims=1:40, reference.reduction=“pca”, normalization.method=“SCT” and default parameters. The integration anchors were then used to perform the mapping using the MapQuery() function with reference.reduction=“pca”, reduction.model=“umap”, query.dims=1000 and refdata set to the clustering resolution determined previously. Mapped cells with predicted.celltype.score below 0.6 were set to Unassigned. The results of the integrations were visualised using geom_sankey (ggsankey v0.0.99999).

#### scVelo

Trajectory analysis was performed using scVelo (Bergen et al., 2020; La Manno et al., 2018) (v0.3.1). Filtering and normalisation were carried out using pp.filter_and_normalize with default parameters, except min_shared_counts=20, *n*_top_genes=5000, and moments calculated using pp.moments with default parameters, except *n*_pcs=30, *n*_neighbors=30. Thereafter, splicing kinetics was computed using tl.recover_dynamics with default parameters, and gene velocities were estimated using tl.velocity with mode=‘deterministic’, use_latent_time=True. The steady-state model was used due to the appearance of gene phase plots. Finally, the velocity graph was computed using tl.velocity_graph with default parameters, except mode_neighbors=‘connectivities', and terminal states and latent time with tl.terminal_states and scv.tl.latent_time, respectively, with default parameters, without choosing a root cell. Trajectories were visualised using pl.velocity_embedding_stream using clusters generated using Seurat. The computed pseudotime was exported as a csv and imported into R. It was added to the gliogenic and neurogenic NEPs in the white matter Seurat object metadata using the AddMetaData() function. Regression of normalised gene expression (SCT assay) with respect to the pseudotime was carried out using the geom_smooth() function from ggplot2 (v3.5.1) with default parameters in addition to method=“loess”, se=TRUE and alpha=0.2.

#### pySCENIC

*In silico* gene regulatory network reconstruction was performed using pySCENIC (Van de Sande et al., 2020) (v0.12.1). A loom file was produced from the .h5ad output of the Seurat analysis. The GRNBoost2 network inference algorithm grn was run using default parameters and using the mouse or human database of transcription factors for mouse and human data, respectively. Enriched motifs were computed using ctx with default parameters using the mm10 motif ranking database and the v10 annotation database. Regulons were then calculated based on the enriched motifs using df2regulon with default parameters. Finally, regulon enrichment was calculated using aucell using default parameters and regulon specificity scores were calculated by regulon_specificity_scores with default parameters. Owing to the stochastic nature of the network inference algorithm, the analysis was performed 10 times to ensure reproducible results. All databases used are available here: https://resources.aertslab.org/cistarget/.

#### CellOracle

The subset containing gliogenic and neurogenic NEPs from the WM was exported from R into Python, and Scanpy (Wolf et al., 2018) (v1.9.8) was used for pseudotime calculation and the generation of an anndata object. *In silico* transcription factor perturbations were carried out using CellOracle (Kamimoto et al., 2023) (v0.16.0) following the standard pipeline using default settings at all functions (https://morris-lab.github.io/CellOracle.documentation/tutorials/simulation.html) and using CellOracle's pre-computed base GRN from mouse scATAC-seq atlas. Based on the previous computational and experimental analyses, a cell from the middle of cluster 4 was chosen as the root cell. Therefore, the cell TAGACTGTCCAGTTCC was chosen as the root cell to compute pseudotime. The impact of *in silico* knockout and overexpression of candidate transcription factors identified using pySCENIC or from previous literature on cell state transitions was simulated. To simulate the knockout of a given transcription factor, its expression value was set to 0. For overexpression simulations, the expression was set to the maximum expression value of that transcription factor in any cell.

#### Cell2Fate

To explore the underlying biology resulting in the predicted cell trajectories, Cell2Fate (v0.1a0) (Aivazidis et al., 2025) was used. The .h5ad object from the Seurat analysis was imported as an anndata object. Training data was chosen using the function c2f.utils.get_training_data() with cells_per_cluster=10**5, cluster_column=‘SCT_snn_res.0.6’, min_shared_counts=20, *n*_var_genes=3000 and otherwise default parameters. The anndata object was registered using scvi-tools function Cell2fate_DynamicalModel.setup_anndata. The maximal number of modules was calculated using c2f.utils.get_max_modules with default parameters, and the model was initialised using c2f.Cell2fate_DynamicalModel with the computed maximum modules and default parameters. Then, the model was trained using the function train with default parameters. The training was validated based on the convergence of the evidence lower bound using view_history(). Following the training, the model was exported using “export_posterior with num_samples”: 20, “batch_size”: 2000, “use_gpu”: False, ‘return_samples’: True. The module activity was then computed using compute_module_summary_statistics with default parameters and visualised using plot_module_summary_statistics. Genes enriched in each module were computed and ranked using get_module_top_features using *P*_adj_cutoff=0.01 and all expressed genes as background. The ranked list of the top 200 most enriched genes in each module was subsequently used for GO term analysis. GO term analysis was performed using PANTHER (Thomas et al., 2022) (v19.0) via the online GUI available at https://pantherdb.org/. GO term analysis for biological process, molecular function and cellular component terms was performed individually with default parameters using Fisher's exact test and a false discovery rate calculation to correct for multiple testing.

### Statistical analysis

Prism (GraphPad) was used for statistical analysis. All data are presented as mean±s.e.m. unless otherwise stated. Sample sizes for biological replicates are mentioned in text and figure legends, where relevant. Statistical tests performed for each analysis were mentioned in the figure legends and Table S9. When one- or two-way ANOVA was used, multiple comparisons tests were performed using Tukey's multiple comparisons test, except for Figs 6N (Šídák's) and S3A-H (Benjamini, Kreiger and Yukutieli) based on the Prism's recommendations. Significant *P*-values for multiple comparisons are shown in the figure. All *t*-tests performed were two-tailed. See Table S9 for a summary of all statistics performed.

## Supplementary Material

10.1242/develop.204811_sup1 Supplementary information

Table S1. The number of cells in each condition, the marker genes used for cluster annotations and the lists of differentially expressed genes in each cluster obtained from the iterative subclustering of scRNA-seq data of Nes-CFP^+^ cells isolated from neonatal cerebella from Pakula *et al.*, 2025.

Table S2. Regulon specificity score for individual pySCENIC iterations (n=10) and summary of top 3 regulons and the frequency that they were identified.

Table S3. Differentially expressed genes in each cluster obtained from the scRNA-seq of two primary mouse NEP neurosphere cultures.

Table S4. Lists of motifs enriched in targeted DamID data identified by HOMER. for ASCL1-Dam and FOXO1-Dam conditions, HOMER was run on all significant peaks detected after normalisation to their Dam-alone control. For Dam-alone, HOMER was run on all significant peaks detected. For ASCL1-Dam and FOXO1-Dam co-regulated genes, HOMER was run on all reproducible Dam-alone peaks associated with genes, which also have reproducible and significant ASCL1-Dam and FOXO1-Dam ±1/2kb from their transcriptional start site. The analyses were done identically at day 2 and day 6.

Table S5. List of genes with significant peaks identified by targeted DamID and GO term analysis of those genes.

Table S6. Top 200 genes in each Cell2Fate module and GO term analysis using those genes.

Table S7. Differentially expressed genes in clusters obtained from the scRNA-seq of primary hNEP neurosphere cultures and the reanalysis of the 17 and 20 pcw human fetal cerebella snRNA-seq from Sepp *et al.*, 2024.

# Supplementary material for: A conserved differentiation programme facilitates inhibitory neuron production in the developing mouse and human cerebellum
**Source:** Development. 2025 Dec 19;152(24):dev204811. doi: 10.1242/dev.204811
**Supplement:** Supplementary information

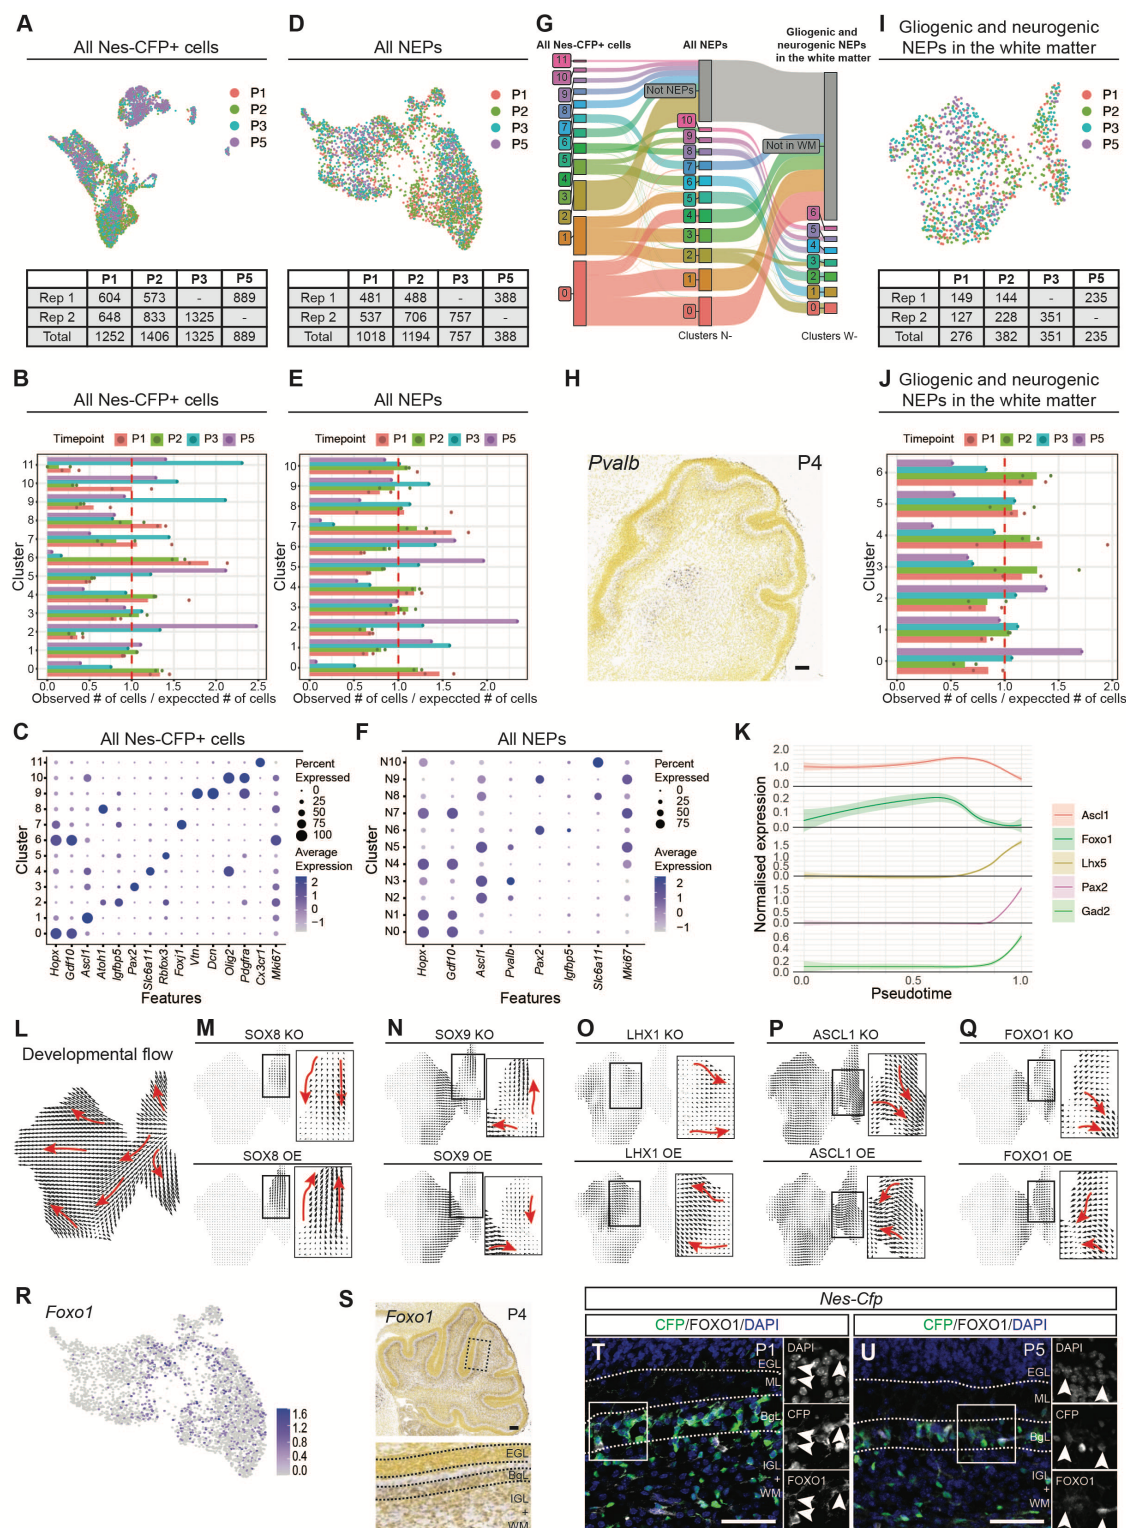

Fig. S1. Analyses of scRNA-seq of NEPs identify *Foxo1* as a possible regulator of NEP-to-inhibitory neuron differentiation *in vivo*.

(A) Uniform Manifold Approximation and Projection (UMAP) visualisation of all Nes-CFP⁺ cells coloured by sample timepoint and a table with the number of cells from each replicate at each timepoint. (B) Distribution of cells from different timepoints

within clusters from Nes-CFP⁺ cells. The y-axis shows the observed number of cells divided by the expected number of cells in each cluster. The dashed line indicates a ratio of 1. **(C)** Dotplot of established lineage markers used to annotate clusters in the Nes-CFP⁺ subset. The colour gradient signifies the normalised expression. The size of the circle indicates the percentage of cells expressing the specific marker within a cluster. **(D-F)** Similar to (A-C) but performed on the subset containing all NEPs. **(G)** Sankey plot showing the relationship between clusters across subsets. **(H)** Allen Brain Atlas P4 RNA *in situ* hybridisation of *Pvalb*. **(I-J)** Similar to (A-B) but performed on the subset containing only the gliogenic and neurogenic NEPs in the white matter. **(K)** Normalised expression of genes with respect to pseudotime. The shaded area signifies the 95% confidence interval. **(L)** Cellular trajectories computed by CellOracle using the non-perturbed data. The root cell was chosen from cluster W4. **(M-Q)** CellOracle simulation of either *in silico* knockout or overexpression of SOX8 (M), SOX9 (N), LHX1 (O), ASCL1 (P) and FOXO1 (Q). The effect on subpopulations is shown in the enlarged insets. Red arrows are added for visual guidance. **(R)** UMAP of all NEPs coloured by normalised expression of *Foxo1*. **(S)** Allen Brain Atlas P4 RNA *in situ* hybridisation of *Foxo1*. High magnification inset of the expression in the lobules is shown in the bottom panel. **(T-U)** Immunofluorescent analysis of CFP and FOXO1 on P1 (T) and P5 (U) *Nes-Cfp*⁺ mice. Arrowheads indicate CFP⁺ cells with cytoplasmic FOXO1 expression. EGL: external granule layer, IGL: internal granule layer, ML: molecular layer, BgL: Bergmann glia layer, WM: white matter. Scale bars: 100 μ M, except for T-U (50 μ M).

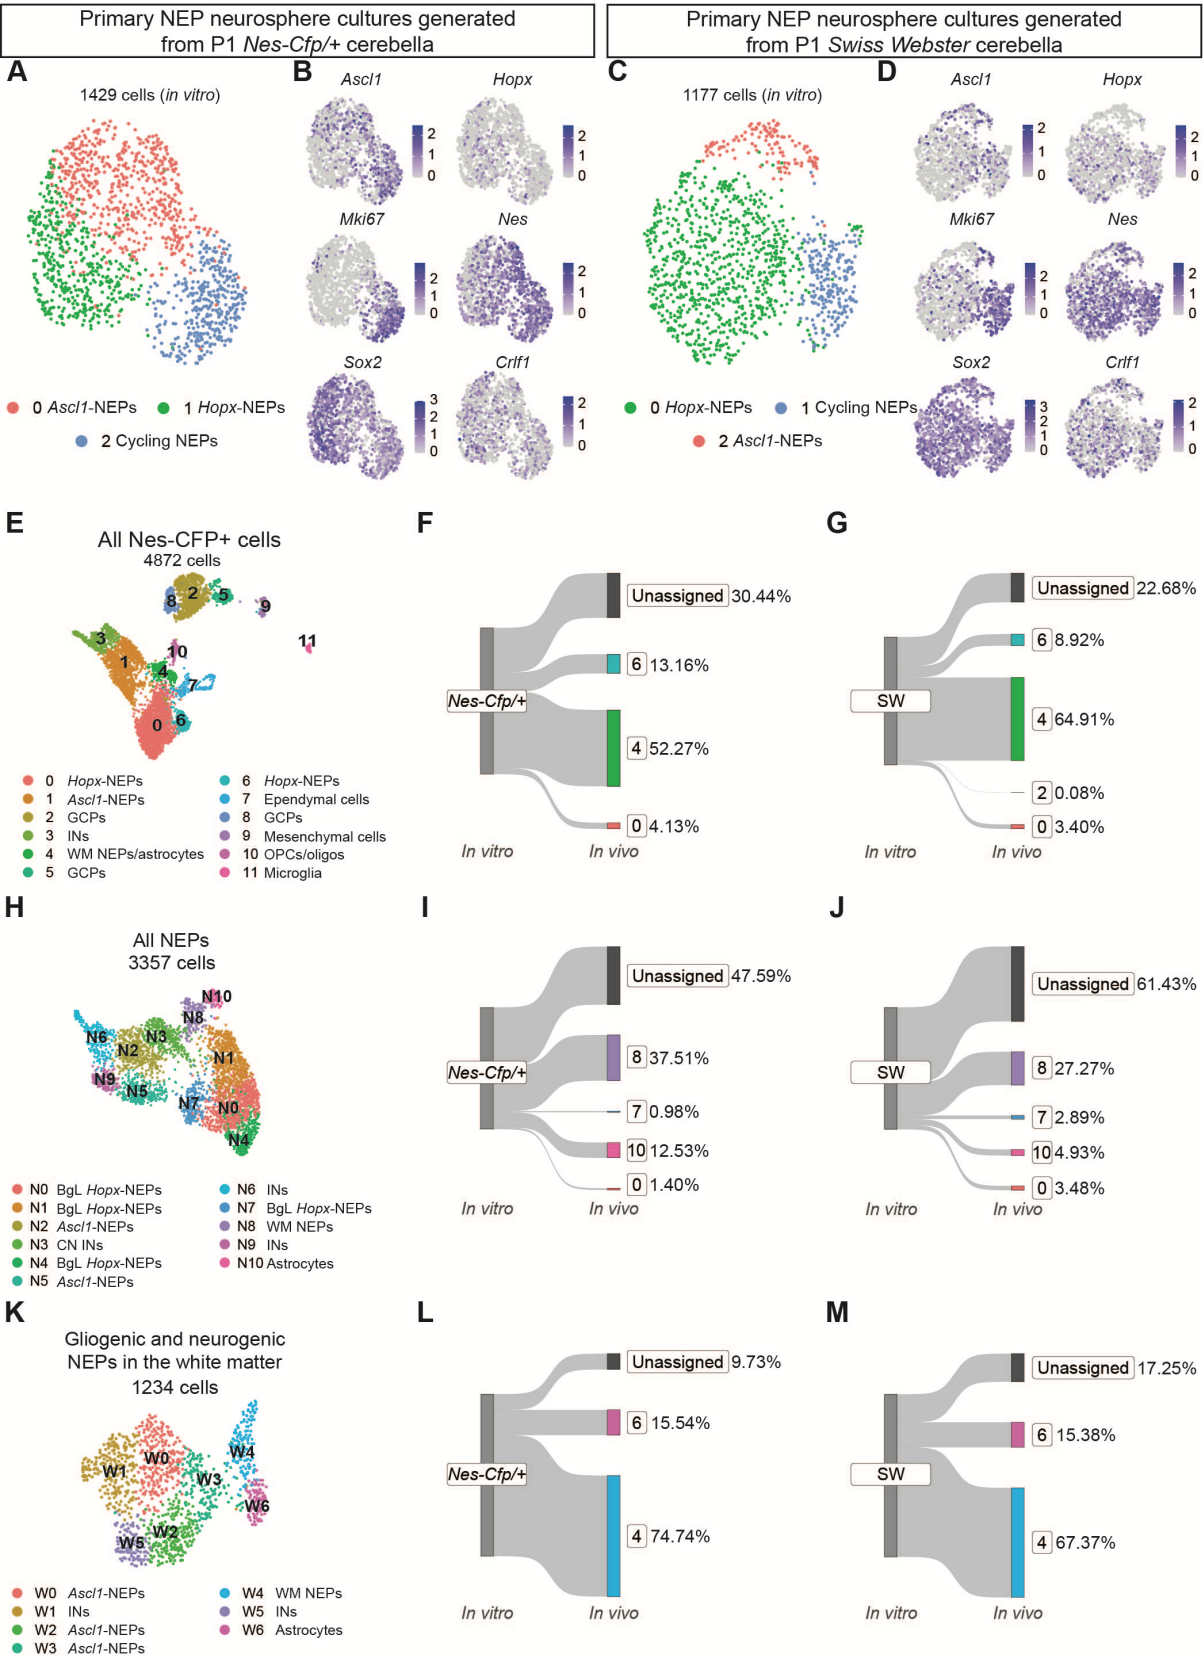

Fig. S2. scRNA-seq of two independent primary NEP neurosphere cultures generated from P1 mouse cerebella and mapping of this dataset to the scRNA-seq of Nes-CFP⁺ cells freshly isolated from neonatal mouse cerebellum and to the subsequent subclusters (all NEPs and WM NEPs).

(A-D) UMAP of 1429 and 1177 cells from two independent primary NEP cultures established from a P1 *Nes-Cfp/+* (A-B) or *Swiss Webster* (C-D) mouse, respectively. The data highlights the cellular diversity within the primary mouse NEP neurosphere cultures and the similarities between the two independent primary cultures. 3 clusters were detected in both, representing NEP subtypes and the proliferative cells. UMAPs of normalised expression levels of known marker genes further highlight the expression of *Ascl1* and *Hopx*, along with endogenous expression of *Nes* and *Sox2*, as pan-NEP markers (B and D). *Atoh1* and *Barhl1* expression were not observed, confirming little to no granule cell progenitor contamination under these culture conditions. **(E-M)** The two primary NEP neurosphere culture datasets (A and C) were mapped onto the *in vivo* scRNA-seq data of all Nes-CFP⁺ cells isolated from the neonatal cerebellum (E-G), and the subsequent iterative subclustering of all NEPs (H-J) and gliogenic and neurogenic NEPs in the white matter (K-M) to identify transcriptional similarities. **(F-G)** Sankey plots showing the mapping of the primary *Nes-Cfp/+* (F) and *Swiss Webster* (G) NEP neurosphere cultures to the *in vivo* all Nes-CFP⁺ cells data (E). **(I-J)** Sankey plots showing the mapping of the primary *Nes-Cfp/+* (I) and *Swiss Webster* (J) NEP neurospheres cultures to all NEPs subset of the *in vivo* dataset (H). **(L-M)** Sankey plots showing the mapping of the primary *Nes-Cfp/+* (L) and *Swiss Webster* (M) NEP neurosphere cultures to the subset containing gliogenic and neurogenic NEPs in the WM (K). Cells with a prediction score lower than 0.6 were designated as “Unassigned”.

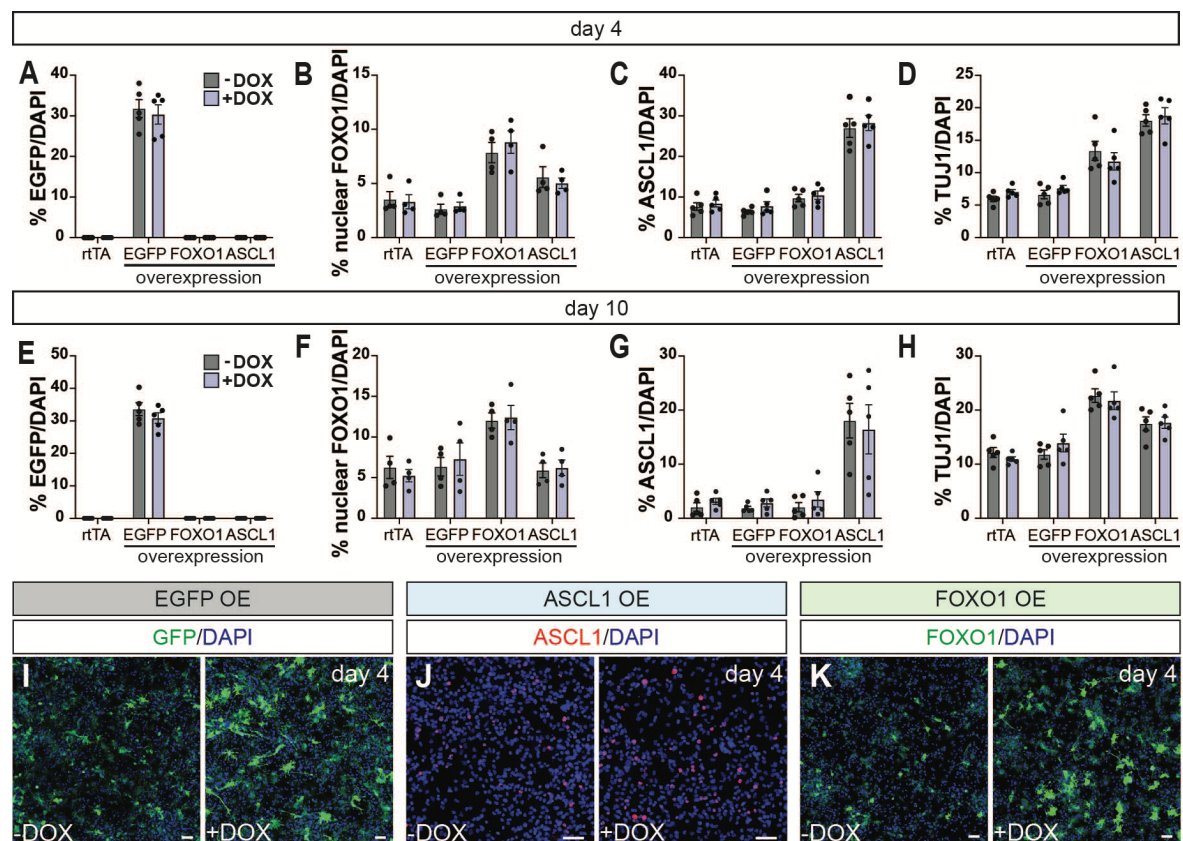

Fig. S3. The tetracycline-inducible promoter is leaky in primary NEPs.

(A-H) Quantification of EGFP⁺, nuclear FOXO1⁺, ASCL1⁺ and TUJ1⁺ cells at day 4 (A-D) and day 10 (E-H) of differentiation in rtTA NEPs or rtTA NEPs overexpressing either EGFP, FOXO1 or ASCL1, with and without doxycycline (DOX) treatment. (Multiple Wilcoxon tests, $n=5$ (except for B and F, $n=4$), adjusting for multiple comparisons using the two-stage step-up method of Benjamini, Kreiger and Yukutieli). **(I-K)** Immunofluorescent analysis of NEPs overexpressing EGFP (EGFP OE) (I), ASCL1 (ASCL1 OE) (J) or FOXO1 (FOXO1 OE) (K) on day 4 of differentiation. Representative images are shown. Graphs show mean $\pm$ s.e.m. Scale bars: 50 μ m.

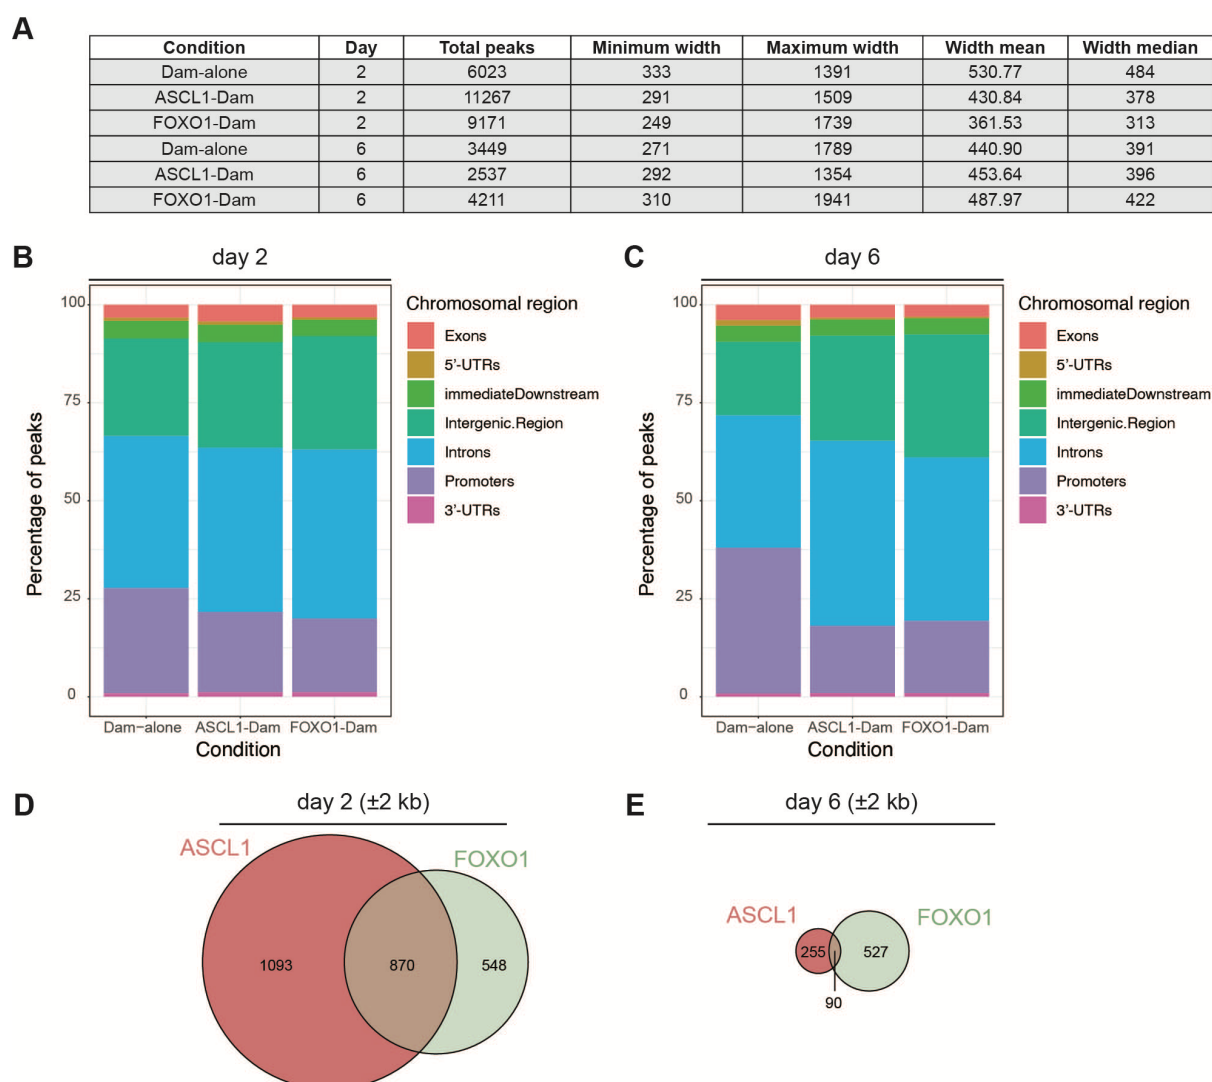

Fig. S4. Characterisation of the distribution and properties of peaks from ASCL1-Dam, FOXO1-Dam and Dam-alone during *in vitro* NEP differentiation.

(A) Summary statistics of peak properties of ASCL1-Dam, FOXO1-Dam and Dam-alone at day 2 and day 6 of *in vitro* differentiation. **(B-C)** Classification of the chromosomal regions containing ASCL1-Dam, FOXO1-Dam and Dam-alone peaks at day 2 (B) and day 6 (C) of *in vitro* differentiation. **(D-E)** Venn diagrams of genes associated with significant and reproducible peaks of ASCL1-Dam and FOXO1-Dam on day 2 (D) and 6 (E) of differentiation (Table S4). Genes with peaks ± 2 kb from their transcriptional start site were used for the analysis. An overlap of 34.65% and 10.32% was observed at day 2 and day 6, respectively. For all analyses, significant peaks occurring in a minimum of $\frac{3}{4}$ replicates were used.

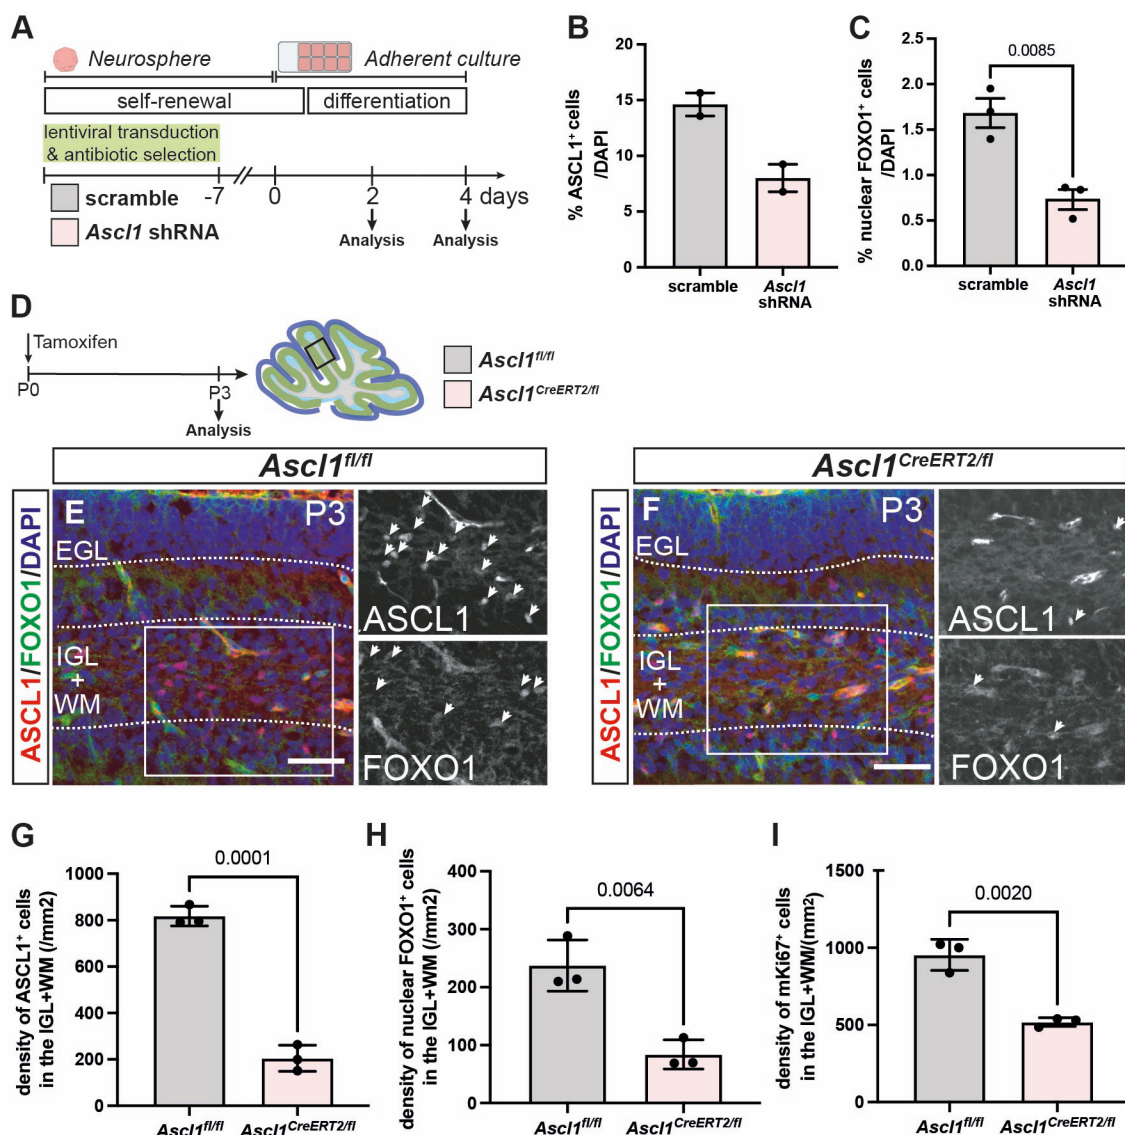

Fig. S5. *In vitro* and *in vivo* *Ascl1* loss-of-function leads to reduced FOXO1 levels. (A) Experimental plan. (B) Quantification of the percentage of ASCL1⁺ cells following shRNA-mediated knockdown (n=2) at day 2 of *in vitro* differentiation. Day 2 was analysed to capture peak ASCL1 levels during differentiation. (C) Quantification of the percentage of nuclear FOXO1⁺ cells following ASCL1 knockdown at day 4 of differentiation shows a significant reduction in nuclear FOXO1⁺ cells compared to the scramble control shRNA (n=3, paired t-test, p=0.0085). Day 4 was analysed to capture peak FOXO1 levels during differentiation. (D) Experimental setup. *Ascl1*^{CreERT2/fl} animals were given tamoxifen at P0, and the cerebella were analysed at P3 for ASCL1, FOXO1 and mKi67 levels. *Ascl1*^{fl/fl} animals were used as controls. (E-F) Immunofluorescent analysis of conditional knockout animals and their littermate controls (n=3 brains/condition). (G-I) Quantification of the density of ASCL1 (G), nuclear FOXO1 (H) and mKi67 (I) positive cells in the IGL and WM of conditional knockout and control cerebella (n=3 brains, unpaired t-test, G: p<0.001, H: p=0.0064, I: p<0.0020). Lobule 3 was analysed. Arrows show ASCL1⁺ or nuclear FOXO1⁺ cells. B-C: Graphs show mean ± s.e.m. G-I: Graphs show mean ± s.d. Scale bar: 50 µm

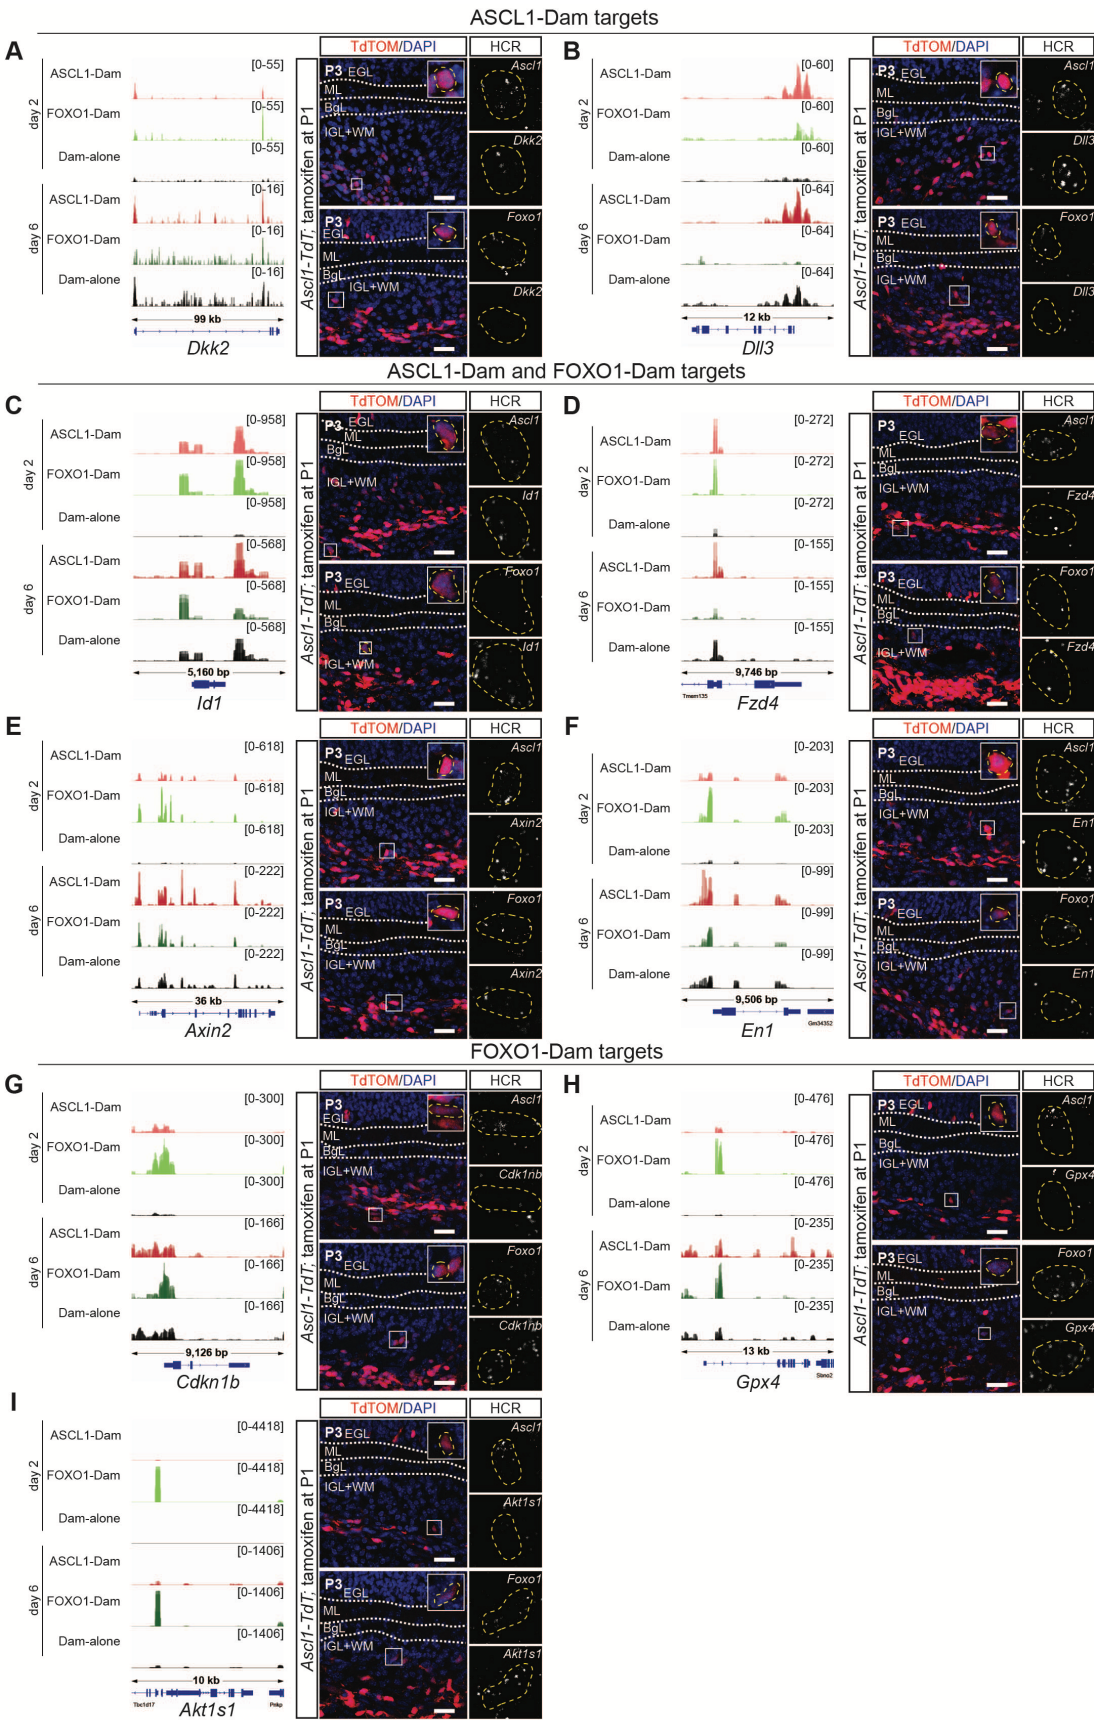

Fig. S6. *In situ* HCR analysis shows coexpression of ASCL1 and/or FOXO1 targets with the respective transcription factors within the *Ascl1*-NEP lineage.

(A-I) ASCL1-Dam, FOXO1-Dam and Dam-alone tracks at day 2 and 6 of *in vitro* differentiation are shown for ASCL1-Dam target gene loci (*Dll3* (A) and *Dkk2* (B)), ASCL1-Dam and FOXO1-Dam shared target gene loci (*Id1* (C), *Fzd4* (D), *Axin2* (E) and *En1* (F)) and FOXO1-Dam target gene loci (*Cdkn1b* (G), *Gpx4* (H) and *Akt1s1* (I)). Each track is an overlay of the 4 replicates. *In situ* HCR analysis on P3 *Ascl1*-*TdT* brains that were given Tamoxifen at P1 allows identification of *Ascl1*-NEP progeny via the native TdTOM expression. Multicolour *in situ* HCR for *Ascl1* (top) and *Foxo1* (bottom), together with each target gene, highlights the expression of ASCL1-Dam targets with only *Ascl1* (A-B), FOXO1-Dam targets with only *Foxo1* (G-I) and shared targets with both (C-F). Individual TdTOM⁺ cells are shown in high magnification insets, and the yellow dashed outline represents the outline of the cell analysed. Representative images are shown. Scale bars: 25 μ M.

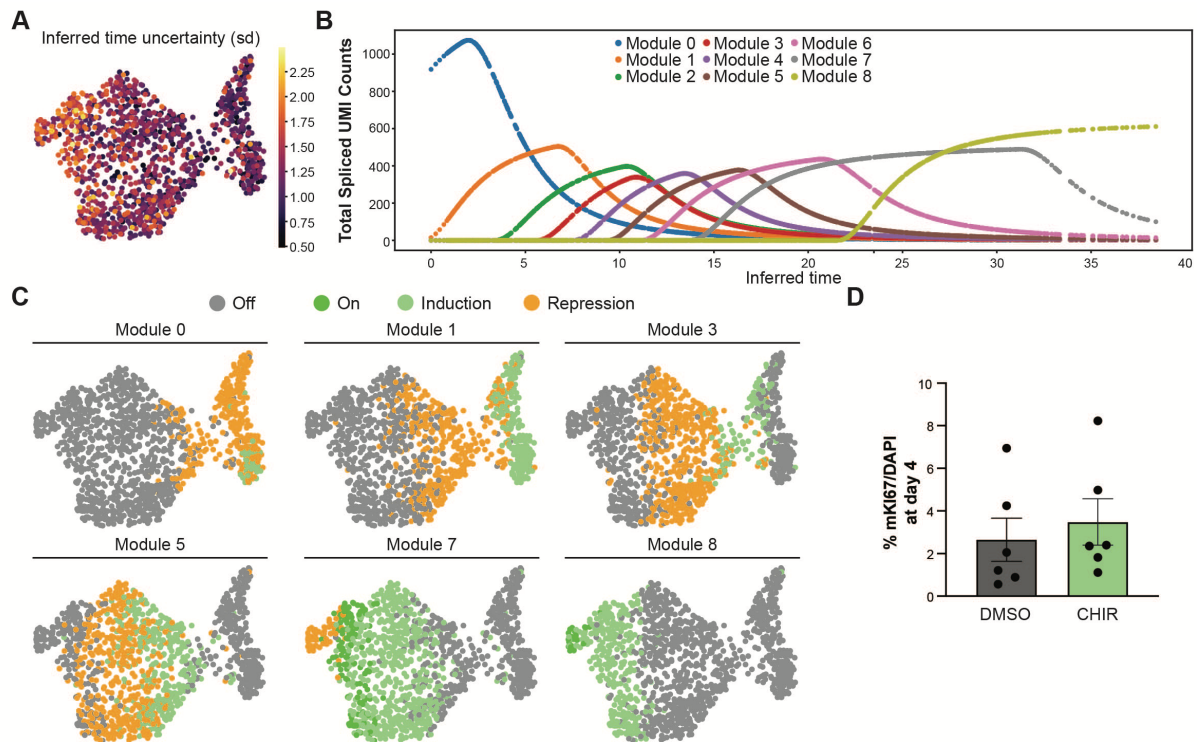

Fig. S7. Cell2Fate captures sequentially activated modules during NEP-to-inhibitory neuron differentiation.

(A) UMAP of WM NEPs labelled by inferred time uncertainty computed by Cell2Fate. (B) Total spliced UMI counts from each Cell2Fate module with respect to the computed inferred time. (C) UMAPs of WM NEPs labelled by the module state (Off, On, Induction, Repression) of modules 0, 1, 3, 5, 7 and 8. (D) Quantification of mKI67⁺ cells at day 4 of differentiation in cultures treated with either DMSO or CHIR (ratio paired Student's t-test, n=6). Graphs show mean $\pm$ s.e.m.

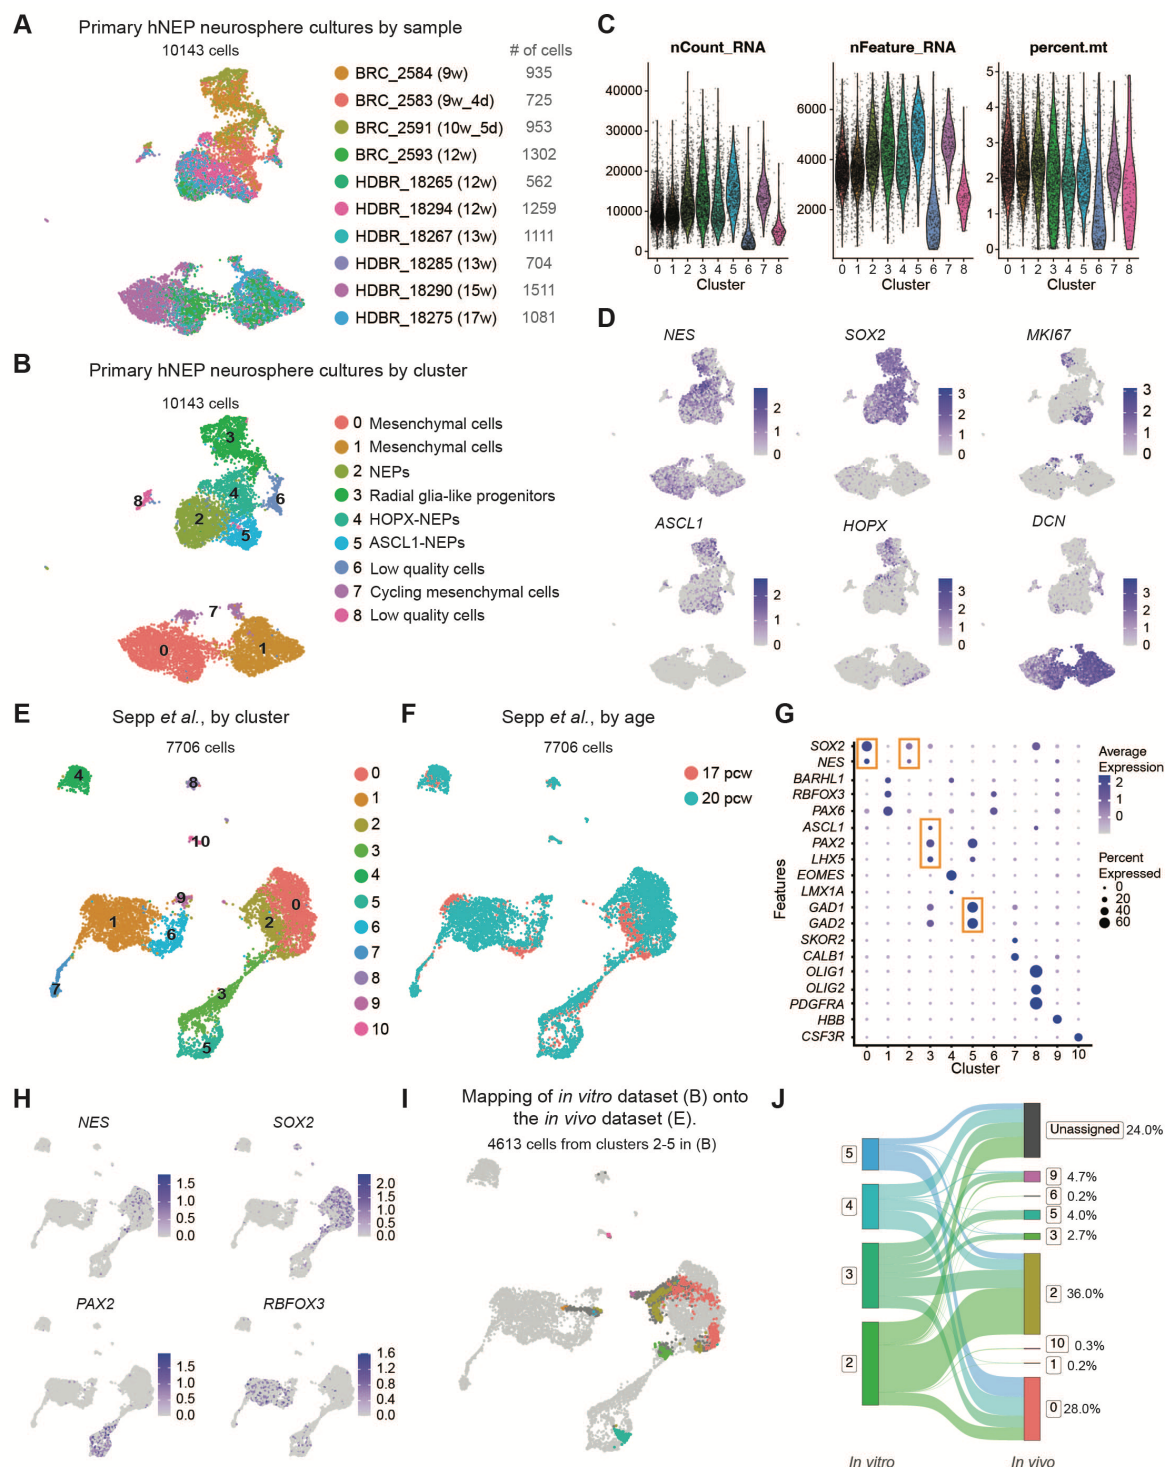

Fig. S8. scRNA-seq of primary hNEP neurosphere cultures generated from fetal human cerebella shows cellular diversity and mapping to human fetal cerebellum data (Sepp *et al.*, 2024) highlights the similarities between hNEP neurosphere cultures and their *in vivo* counterparts.

(A-B) UMAP of 10143 primary hNEP neurosphere cultures labelled by donor (A) or cluster (B). Primary hNEP cultures were established from 10 individual donors aged 9-17 post-conception weeks. (C) Violin plots of cell quality metrics: nCount_RNA (total UMIs in a cell), nFeature_RNA (number of unique features expressed in a cell) and percent.mt (percent mitochondrial reads in a cell). Clusters 6 and 8 were removed from

downstream analysis due to their low quality. **(D)** UMAP of normalised gene expression of known marker genes. *NES*, *SOX2*, *ASCL1* and *HOPX* mark ventricular zone-derived cerebellar progenitors, including hNEPs, *MKI67* proliferating cells and *DCN* mesenchymal cells. Clusters 2-5, which show endogenous *NES*, *SOX2* and/or *ASCL1* and *HOPX* expression, were used for downstream analysis. **(E-F)** A subset of the Sepp *et al.* (2024) snRNA-seq data set was utilised for downstream analysis. A UMAP of 7706 cells from 17 and 20 pcw human fetal cerebella labelled by cluster (E) or post-conceptual age of the donor (F) shows the presence of expected cerebellar cell types at those stages. **(G)** Dotplot of established lineage markers used to annotate the Sepp *et al.* clusters. The colour gradient signifies the normalised expression. The size of the circle indicates the percentage of cells expressing the specific marker within a cluster. Lineage markers for clusters 0, 2, 3 and 5 are highlighted by an orange box. Based on marker gene expression, these clusters likely represent hNEPs (cluster 0 and 2, *NES*⁺/*SOX2*⁺/*ASCL1*⁺), immature (cluster 3, *ASCL1*⁺/*PAX2*⁺/*LHX5*⁺) and mature inhibitory neurons (cluster 5, *GAD1/2*⁺). **(H)** UMAP of normalised expression of marker genes, dividing the Sepp *et al.* data into 3 major populations. *NES*⁺/*SOX2*⁺ ventricular zone-derived progenitors (clusters 0 and 2), *PAX2*⁺ immature interneurons (clusters 3 and 5) and *RBFOX3*⁺/*PAX6*⁺ rhombic lip-derived excitatory neurons (clusters 1 and 6). **(I)** Clusters 2-5 from the *in vitro* primary hNEP neurosphere data (B) were mapped to the Sepp *et al.* data (E) using the 200 top variable genes. UMAP of Sepp *et al.* data in grey with mapped *in vitro* cells coloured according to the colours of the most similar *in vivo* cluster. Cells with a prediction score lower than 0.6 were designated as “Unassigned”. **(J)** Sankey plot showing the relationship between *in vitro* and *in vivo* clusters, highlighting that the majority of the primary hNEP neurosphere cultures resemble *NES*/*SOX2* expressing cells (*in vivo* clusters 0 and 2, where ~65% of the *in vitro* data maps onto) and exhibit some inhibitory neuron characteristics (*in vivo* cluster 5).

Table S1. The number of cells in each condition, the marker genes used for cluster annotations and the lists of differentially expressed genes in each cluster obtained from the iterative subclustering of scRNA-seq data of Nes-CFP⁺ cells isolated from neonatal cerebella from Pakula *et al.*, 2025.

Available for download at
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S2. Regulon specificity score for individual pySCENIC iterations (n=10) and summary of top 3 regulons and the frequency that they were identified.

Available for download at
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S3. Differentially expressed genes in each cluster obtained from the scRNA-seq of two primary mouse NEP neurosphere cultures.

Available for download at
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S4. Lists of motifs enriched in targeted DamID data identified by HOMER. For ASCL1-Dam and FOXO1-Dam conditions, HOMER was run on all significant peaks detected after normalisation to their Dam-alone control. For Dam-alone, HOMER was run on all significant peaks detected. For ASCL1-Dam and FOXO1-Dam co-regulated genes, HOMER was run on all reproducible Dam-alone peaks associated with genes, which also have reproducible and significant ASCL1-Dam and FOXO1-Dam $\pm 1/2$ kb from their transcriptional start site. The analyses were done identically at day 2 and day 6.

Available for download at
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S5. List of genes with significant peaks identified by targeted DamID and GO term analysis of those genes.

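The gene sets of Table S5 were set beside the sets made here from the reproducible peaks and the GENCODE M21 gene models. Of the symbols in Table S5 that this annotation holds, the same set here contained 93.5% of the genes with ASCL1-Dam only, 93.6% of those with both and 92.3% of those with FOXO1-Dam only on day 2. On day 6 the shares were 89.8%, 97.7% and 94.8%. The paper used the Ensembl gene models of EnsDb.Mmusculus.v79, which were not used here.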

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S6. Top 200 genes in each Cell2Fate module and GO term analysis using those genes.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S7. Differentially expressed genes in clusters obtained from the scRNA-seq of primary hNEP neurosphere cultures and the reanalysis of the 17 and 20 pcw human fetal cerebella snRNA-seq from Sepp *et al.*, 2024.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204811#supplementary-data>

Table S8. List of primary and secondary antibodies used for immunofluorescent analyses.

**Primary antibodies**		
Antibody	Catalogue number, supplier	Dilution
Rabbit anti-FOXO1	#2880, Cell Signaling	1:200
Mouse anti-ASCL1	556604, BD Bioscience	1:500/1:333
Rabbit anti-TUJ1	ab18207-100ug, Abcam	1:1000
Chicken anti-GFP	ab13970, Abcam	1:2000
Goat anti-SOX9	#AF3075, R&D Systems	1:500
Goat anti-GAD1	#AF2086, R&D Systems	1:250
Mouse anti-GAD2	AB_2314499, DSHB	1:100
Mouse anti-PVALB	195004, Synaptic Systems	1:500
Rabbit anti-HOPX	HPA030180-100ul, Merck	1:1000
Mouse anti-MKI67	ab279653, Abcam	1:500
Goat anti-SOX2	AF2018, R&D Systems	1:1000
Chicken anti-GFAP	Ab4674-50ul, Abcam	1:1000
Goat anti-PAX2	#AF3364, R&D Systems	1:250
Goat anti-LHX5	#AF6290-SP, R&D Systems	1:200
**Secondary antibodies**		
Antibody	Catalogue number, supplier	Dilution
Donkey anti-rabbit Alexa Fluor™ Plus 488	#32790, ThermoFischer Scientific	1:500
Donkey anti-mouse Alexa Fluor™ Plus 555	#32773, ThermoFischer Scientific	1:500
Donkey anti-goat Alexa Fluor™ Plus 488	15930877, FisherScientific	1:500
Donkey anti-mouse Alexa Fluor™ Plus 647	15927745, FisherScientific	1:500
Donkey anti-chicken Alexa Fluor™ Plus 488	17777517, Fisher	1:500
Donkey anti-rabbit Alexa Fluor™ Plus 647	16239260, FisherScientific	1:500
Donkey anti-rabbit Alexa Fluor™ Plus 555	A32794, ThermoFisher	1:500
Donkey anti-mouse Alexa Fluor™ Plus 488	#32790, ThermoFischer Scientific	1:500
Streptavidin, Alexa Fluor™ 555 Conjugate	S32355, ThermoFisher	1:500
DAPI	MBD0015-1ML, Sigma-Aldrich	1:1000

Table S9. Summary of the statistical comparisons.

Figure	Test Performed	p-value	Multiple comparisons	
Figure 2F	Ordinary one-way ANOVA	$F_{(5, 46)} = 9.439$<br>$P < 0.0001$	Tukey's multiple comparisons	
			Comparisons	Adjusted p value
			0 vs 2	0.9909
			0 vs 4	0.8883
			0 vs 6	0.0726
			0 vs 10	<0.0001
			0 vs 14	0.0004
			2 vs 4	0.9966
			2 vs 6	0.2474
			2 vs 10	0.0004
			2 vs 14	0.0027
			4 vs 6	0.5131
			4 vs 10	0.0017
			4 vs 14	0.011
			6 vs 10	0.1287
			6 vs 14	0.4701
			10 vs 14	0.9526
Figure 2L	Ordinary one-way ANOVA	$F_{(5, 12)} = 7.9$<br>$P = 0.0016$	Tukey's multiple comparisons	
			Comparisons	Adjusted p value
			0 vs 2	>0.9999
			0 vs 4	0.9283
			0 vs 6	0.0028
			0 vs 10	0.0632
			0 vs 14	0.3845
			2 vs 4	0.9364
			2 vs 6	0.003
			2 vs 10	0.0663
			2 vs 14	0.3985
			4 vs 6	0.0133
			4 vs 10	0.2733
			4 vs 14	0.8789
			6 vs 10	0.4637
			6 vs 14	0.0817
			10 vs 14	0.8308
Figure 2R	Ordinary one-way ANOVA	$F_{(5, 46)} = 7.720$<br>$P < 0.0001$	Tukey's multiple comparisons	
			Comparisons	Adjusted p value
			0 vs 2	0.0689
			0 vs 4	0.9948
			0 vs 6	0.9986
			0 vs 10	0.2087
			0 vs 14	0.0938
			2 vs 4	0.0182
			2 vs 6	0.0257

			<table><tr><td>2 vs 10</td><td>0.0001</td></tr><tr><td>2 vs 14</td><td><0.0001</td></tr><tr><td>4 vs 6</td><td>>0.9999</td></tr><tr><td>4 vs 10</td><td>0.4615</td></tr><tr><td>4 vs 14</td><td>0.2678</td></tr><tr><td>6 vs 10</td><td>0.3891</td></tr><tr><td>6 vs 14</td><td>0.212</td></tr><tr><td>10 vs 14</td><td>>0.9999</td></tr></table>	2 vs 10	0.0001	2 vs 14	<0.0001	4 vs 6	>0.9999	4 vs 10	0.4615	4 vs 14	0.2678	6 vs 10	0.3891	6 vs 14	0.212	10 vs 14	>0.9999																		
2 vs 10	0.0001																																				
2 vs 14	<0.0001																																				
4 vs 6	>0.9999																																				
4 vs 10	0.4615																																				
4 vs 14	0.2678																																				
6 vs 10	0.3891																																				
6 vs 14	0.212																																				
10 vs 14	>0.9999																																				
Figure 2S	Ordinary one-way ANOVA	$F_{(5, 46)} = 3.575$<br>$P=0.0082$	<table><tr><td colspan="2">Tukey's multiple comparisons</td></tr><tr><td>Comparisons</td><td>Adjusted p value</td></tr><tr><td>0 vs 2</td><td>>0.9999</td></tr><tr><td>0 vs 4</td><td>0.1229</td></tr><tr><td>0 vs 6</td><td>0.0286</td></tr><tr><td>0 vs 10</td><td>0.2105</td></tr><tr><td>0 vs 14</td><td>0.9106</td></tr><tr><td>2 vs 4</td><td>0.1843</td></tr><tr><td>2 vs 6</td><td>0.0474</td></tr><tr><td>2 vs 10</td><td>0.293</td></tr><tr><td>2 vs 14</td><td>0.9632</td></tr><tr><td>4 vs 6</td><td>0.9895</td></tr><tr><td>4 vs 10</td><td>>0.9999</td></tr><tr><td>4 vs 14</td><td>0.6247</td></tr><tr><td>6 vs 10</td><td>0.9837</td></tr><tr><td>6 vs 14</td><td>0.267</td></tr><tr><td>10 vs 14</td><td>0.749</td></tr></table>	Tukey's multiple comparisons		Comparisons	Adjusted p value	0 vs 2	>0.9999	0 vs 4	0.1229	0 vs 6	0.0286	0 vs 10	0.2105	0 vs 14	0.9106	2 vs 4	0.1843	2 vs 6	0.0474	2 vs 10	0.293	2 vs 14	0.9632	4 vs 6	0.9895	4 vs 10	>0.9999	4 vs 14	0.6247	6 vs 10	0.9837	6 vs 14	0.267	10 vs 14	0.749
Tukey's multiple comparisons																																					
Comparisons	Adjusted p value																																				
0 vs 2	>0.9999																																				
0 vs 4	0.1229																																				
0 vs 6	0.0286																																				
0 vs 10	0.2105																																				
0 vs 14	0.9106																																				
2 vs 4	0.1843																																				
2 vs 6	0.0474																																				
2 vs 10	0.293																																				
2 vs 14	0.9632																																				
4 vs 6	0.9895																																				
4 vs 10	>0.9999																																				
4 vs 14	0.6247																																				
6 vs 10	0.9837																																				
6 vs 14	0.267																																				
10 vs 14	0.749																																				
Figure 2T	Ordinary one-way ANOVA	$F_{(5, 46)} = 1.5$<br>$P=0.1918$																																			
Figure 3C	Row matched one-way ANOVA	$F_{(1,4)} = 149.0$<br>p-value = 0.0003	Tukey's multiple comparisons comparing the mean of every column.<br>EGFP OE vs FOXO1 OE: adjusted p-value = 0.0006<br>EGFP OE vs ASCL1 OE: adjusted p-value = 0.0006<br>FOXO1 OE vs ASCL1 OE: adjusted p-value = NA																																		
Figure 3E	Row matched one-way ANOVA	$F_{(1,332,5,328)} = 138.6$<br>p-value = <0.0001	Tukey's multiple comparisons comparing the mean of every column.<br>EGFP OE vs FOXO1 OE: adjusted p-value = 0.0501<br>EGFP OE vs ASCL1 OE: adjusted p-value = 0.0005																																		

			FOXO1 OE vs ASCL1 OE:<br>adjusted p-value =<br>0.0006
Figure 3G	Row matched<br>one-way ANOVA	$F_{(1.024,3.073)}$<br>= 35.83<br>p-value =<br>0.0087	Tukey's multiple comparisons<br>comparing the mean of every<br>column.<br>EGFP OE vs FOXO1 OE:<br>adjusted p-value =<br>0.0172<br>EGFP OE vs ASCL1 OE:<br>adjusted p-value =<br>0.0072<br>FOXO1 OE vs ASCL1 OE:<br>adjusted p-value =<br>0.0278
Figure 3J	Row matched<br>one-way ANOVA	$F_{(1.722,6.889)}$<br>= 39.25<br>p-value =<br>0.0002	Tukey's multiple comparisons<br>comparing the mean of every<br>column.<br>EGFP OE vs FOXO1 OE:<br>adjusted p-value =<br>0.0319<br>EGFP OE vs ASCL1 OE:<br>adjusted p-value =<br>0.0024<br>FOXO1 OE vs ASCL1 OE:<br>adjusted p-value =<br>0.0184
Figure 3K	Row matched<br>one-way ANOVA	$F_{(1.472,5.888)}$<br>= 17.37<br>p-value =<br>0.0044	Tukey's multiple comparisons<br>comparing the mean of every<br>column.<br>EGFP OE vs FOXO1 OE:<br>adjusted p-value =<br>0.0017<br>EGFP OE vs ASCL1 OE:<br>adjusted p-value =<br>0.1287<br>FOXO1 OE vs ASCL1 OE:<br>adjusted p-value =<br>0.1207
Figure 3N	Ratio paired t-test	Scrambled<br>vs shRNA1<br>: p-value =<br>0.0059<br>Scrambled<br>vs shRNA2<br>: p-value =<br>0.0033	
Figure 3P	Ratio paired t-test	Scrambled<br>vs shRNA1	

		: p-value = 0.0245<br>Scrambled vs shRNA2<br>: p-value = 0.0317	
Figure 3Q	Ratio paired t-test	Scrambled vs shRNA1<br>: p-value = 0.8809<br>Scrambled vs shRNA2<br>: p-value = 0.8511	
Figure S3A	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		EGFP: q-value = 0.820625
Figure S3B	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		rtTA: q-value = 0.75750<br>EGFP OE: q-value = 0.50500<br>FOXO1 OE: q-value = 0.883750<br>ASCL1 OE: q-value = 0.841667
Figure S3C	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		rtTA: q-value = 0.820625<br>EGFP OE: q-value = 0.820625<br>FOXO1 OE: q-value = 0.820625<br>ASCL1 OE: q-value = 0.820625
Figure S3D	Multiple Wilcoxon tests between control and		rtTA: q-value = 0.252500<br>EGFP OE: q-value = 0.252500

	doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		FOXO1 OE: q-value = 0.252500<br>ASCL1 OE: q-value = 0.631250
Figure S3E	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		EGFP control vs EGFP DOX: q-value = 0.063125
Figure S3F	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		rtTA: q-value = 0.883750<br>EGFP OE: q-value = 0.883750<br>FOXO1 OE: q-value = 0.883750<br>ASCL1 OE: q-value = 0.883750
Figure S3G	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of Benjamini, Kreiger and Yukutieli.		rtTA: q-value = 0.25250<br>EGFP OE: q-value = 0.441875<br>FOXO1 OE: q-value = 0.441875<br>ASCL1 OE: q-value = 0.441875
Figure S3H	Multiple Wilcoxon tests between control and doxycycline conditions, adjusting p-value using the two-stage step-up method of		rtTA: q-value = 0.589157<br>EGFP OE: q-value = 0.589157<br>FOXO1 OE: q-value = 0.589157<br>ASCL1 OE: q-value > 0.999999

	Benjamini, Kreiger and Yukutieli.			
Figure 4K	Row matched one-way ANOVA	$F_{(1.245, 3.734)} = 46.00$<br>p-value = 0.0029	Tukey's multiple comparisons comparing the mean of every column.<br>EGFP OE vs FOXO1 OE: adjusted p-value = 0.0845<br>EGFP OE vs ASCL1 OE: adjusted p-value = 0.0177<br>FOXO1 OE vs ASCL1 OE: adjusted p-value = 0.0090	
Figure 4M	Ordinary one-way ANOVA	$F_{(2, 9)} = 5.475$<br>p-value = 0.0278	Tukey's multiple comparisons comparing the mean of every column.<br>EGFP OE vs FOXO1 OE: adjusted p-value = 0.0225<br>EGFP OE vs ASCL1 OE: adjusted p-value = 0.3198<br>FOXO1 OE vs ASCL1 OE: adjusted p-value = 0.2339	
Figure 4P	Paired t-test	p-value = 0.0063		
Figure S5C	Paired t-test	p-value = 0.0085		
Figure S5G	Unpaired t-test	p-value = 0.0001		
Figure S5H	Unpaired t-test	p-value = 0.0064		
Figure S5I	Unpaired t-test	p-value = 0.0020		
Figure 5L	Ratio paired t-test	p-value = 0.0016		
Figure 5M	Ratio paired t-test	p-value = 0.1677		
Figure 5N	Ratio paired t-test	p-value = 0.1566		
Figure 5Q	Ratio paired t-test	p-value = 0.0013		
Figure S7D	Ratio paired t-test	p-value = 0.1208		
Figure 6K	Row matched one-way ANOVA	$F_{(2.919, 23.35)} = 6.614$<br>p-value = 0.023	Tukey's multiple comparisons	
			Comparisons	Adjusted p value
			0 vs 2	0.7433

			<table><tr><td>0 vs 4</td><td>0.1103</td></tr><tr><td>0 vs 6</td><td>0.4186</td></tr><tr><td>0 vs 10</td><td>0.3949</td></tr><tr><td>2 vs 4</td><td>0.0135</td></tr><tr><td>2 vs 6</td><td>0.0176</td></tr><tr><td>2 vs 10</td><td>0.0836</td></tr><tr><td>4 vs 6</td><td>0.9367</td></tr><tr><td>4 vs 10</td><td>0.7635</td></tr><tr><td>6 vs 10</td><td>0.9997</td></tr></table>	0 vs 4	0.1103	0 vs 6	0.4186	0 vs 10	0.3949	2 vs 4	0.0135	2 vs 6	0.0176	2 vs 10	0.0836	4 vs 6	0.9367	4 vs 10	0.7635	6 vs 10	0.9997						
0 vs 4	0.1103																										
0 vs 6	0.4186																										
0 vs 10	0.3949																										
2 vs 4	0.0135																										
2 vs 6	0.0176																										
2 vs 10	0.0836																										
4 vs 6	0.9367																										
4 vs 10	0.7635																										
6 vs 10	0.9997																										
Figure 6L	Row matched one-way ANOVA	$F_{(2.552, 20.41)} = 6.812$<br>p-value = 0.0033	<table><tr><td colspan="2">Tukey's multiple comparisons</td></tr><tr><td>Comparison s</td><td>Adjusted p value</td></tr><tr><td>0 vs 2</td><td>0.0077</td></tr><tr><td>0 vs 4</td><td>0.9996</td></tr><tr><td>0 vs 6</td><td>>0.9999</td></tr><tr><td>0 vs 10</td><td>0.2949</td></tr><tr><td>2 vs 4</td><td>0.1994</td></tr><tr><td>2 vs 6</td><td>0.1015</td></tr><tr><td>2 vs 10</td><td>0.0092</td></tr><tr><td>4 vs 6</td><td>0.9976</td></tr><tr><td>4 vs 10</td><td>0.5795</td></tr><tr><td>6 vs 10</td><td>0.2865</td></tr></table>	Tukey's multiple comparisons		Comparison s	Adjusted p value	0 vs 2	0.0077	0 vs 4	0.9996	0 vs 6	>0.9999	0 vs 10	0.2949	2 vs 4	0.1994	2 vs 6	0.1015	2 vs 10	0.0092	4 vs 6	0.9976	4 vs 10	0.5795	6 vs 10	0.2865
Tukey's multiple comparisons																											
Comparison s	Adjusted p value																										
0 vs 2	0.0077																										
0 vs 4	0.9996																										
0 vs 6	>0.9999																										
0 vs 10	0.2949																										
2 vs 4	0.1994																										
2 vs 6	0.1015																										
2 vs 10	0.0092																										
4 vs 6	0.9976																										
4 vs 10	0.5795																										
6 vs 10	0.2865																										
Figure 6M	Row matched one-way ANOVA	$F_{(2.309, 18.48)} = 5.104$<br>p-value = 0.0141	<table><tr><td colspan="2">Tukey's multiple comparisons</td></tr><tr><td>Comparison s</td><td>Adjusted p value</td></tr><tr><td>0 vs 2</td><td>0.0661</td></tr><tr><td>0 vs 4</td><td>0.9600</td></tr><tr><td>0 vs 6</td><td>0.8618</td></tr><tr><td>0 vs 10</td><td>0.9972</td></tr><tr><td>2 vs 4</td><td>0.0416</td></tr><tr><td>2 vs 6</td><td>0.2422</td></tr><tr><td>2 vs 10</td><td>0.1702</td></tr><tr><td>4 vs 6</td><td>0.9753</td></tr><tr><td>4 vs 10</td><td>0.9968</td></tr><tr><td>6 vs 10</td><td>0.8965</td></tr></table>	Tukey's multiple comparisons		Comparison s	Adjusted p value	0 vs 2	0.0661	0 vs 4	0.9600	0 vs 6	0.8618	0 vs 10	0.9972	2 vs 4	0.0416	2 vs 6	0.2422	2 vs 10	0.1702	4 vs 6	0.9753	4 vs 10	0.9968	6 vs 10	0.8965
Tukey's multiple comparisons																											
Comparison s	Adjusted p value																										
0 vs 2	0.0661																										
0 vs 4	0.9600																										
0 vs 6	0.8618																										
0 vs 10	0.9972																										
2 vs 4	0.0416																										
2 vs 6	0.2422																										
2 vs 10	0.1702																										
4 vs 6	0.9753																										
4 vs 10	0.9968																										
6 vs 10	0.8965																										
Figure 6N	Ordinary two-way ANOVA	Species:<br>$F_{(1, 80)} = 14.86$,<br>P=0.0002<br>Timepoint:<br>$F_{(4, 80)} = 1.8$,<br>P=0.1349<br>Interaction:<br>$F_{(4, 80)} = 1.9$	<table><tr><td colspan="2">Šídák's multiple comparisons</td></tr><tr><td>Comparisons</td><td>Adjusted p value</td></tr><tr><td>0</td><td>0.9014</td></tr><tr><td>2</td><td>0.0005</td></tr><tr><td>4</td><td>0.9830</td></tr><tr><td>6</td><td>0.3795</td></tr><tr><td>10</td><td>0.6350</td></tr></table>	Šídák's multiple comparisons		Comparisons	Adjusted p value	0	0.9014	2	0.0005	4	0.9830	6	0.3795	10	0.6350										
Šídák's multiple comparisons																											
Comparisons	Adjusted p value																										
0	0.9014																										
2	0.0005																										
4	0.9830																										
6	0.3795																										
10	0.6350																										

		P=0.1127	
Figure 7D	Ratio paired t-test	p-value = 0.0233	
Figure 7E	Ratio paired t-test	p-value = 0.2703	
Figure 7F	Ratio paired t-test	p-value = 0.0749	
Figure 7I	Ratio paired t-test	p-value = 0.0097	

Table S10. Transfer vectors used in this study

Transfer vector	Reference	Catalogue number
Tet-O-FUW-Ascl1	Liu <i>et al</i> (Liu <i>et al.</i> , 2018)	Addgene cat# 27150
Tet-O-FUW-Foxo1	Liu <i>et al</i> (Liu <i>et al.</i> , 2018)	Addgene cat# 118588
FUW-tetO-EGFP	Panciera <i>et al</i> (Panciera <i>et al.</i> , 2016)	Addgene cat# 84041
Lenti-SFFV-mNG-DamAlone	Lim <i>et al</i> (Lim <i>et al.</i> , 2023)	N/A
Lenti-SFFV-mNG-Dam-Ascl1	This paper	N/A
Lenti-SFFV-mNG-Foxo1-Dam	This paper	N/A
pLV-EF1a-IRES-Puro	Hayer <i>et al</i> (Hayer <i>et al.</i> , 2016)	Addgene cat# 85132
Scramble shRNA	Sarbassov <i>et al</i> (Sarbassov <i>et al.</i> , 2005)	Addgene cat# 1864
pLKO.1	Moffat <i>et al</i> (Moffat <i>et al.</i> , 2006)	Addgene cat# 10878

How the deposited data were processed for this re-analysis (not part of the article)

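Targeted DamID was carried out in primary mouse NEPs, which were infected 1 day before analysis with lentiviral constructs for ASCL1-Dam, FOXO1-Dam or Dam-alone. There were 4 replicates of each on day 2 and on day 6 of differentiation, 24 samples in 6 conditions, and all 24 were matched to a condition from their labels and the paper. The authors aligned reads with Bowtie2 to mm10, counted them over GATC fragments, called broad peaks with MACS2 (version 2.1.2) for each pair of a fusion and a Dam-alone sample at an FDR of 1e-05, and merged overlapping peaks with bedtools (version 2.26.0); the builds and versions are from the paper and the submitters' processing notes. The deposited values were 4 lists of merged peaks and 4 lists of reproducible peaks, 1 for each fusion and day. Each merged peak has a percent value set by the authors, in steps of 6.25, and it was read as the percent of the 16 comparisons of 4 fusion with 4 Dam-alone samples in which a peak was called, an inference from the steps. The reproducible list of the same fusion and day is exactly the merged peaks with a percent above 50. The value was used to describe, rank or filter peaks, and some counts of filtered peaks were compared between the fusions. Read counts, peak heights and values of single replicates were not used here, so the depth of each sample is unknown, no replicate could be left out, and p-values take peaks, genes or regions as units. Intervals on shares are 95% Wilson intervals, those on ratios and odds ratios are 95% normal intervals on the log scale, and both cover counting error only. Peaks called with Dam-alone and the RNA, imaging and overexpression results of the paper were not analysed here.

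Coordinates are on mm10 and were combined with the GRCm38 sequence, the same assembly, and the GENCODE M21 annotation; they are given counted from 1. Each peak was given to the gene whose TSS was nearest to the start of the peak, and a gene counted as bound with a reproducible peak within 1 kb. For gene lists near distal peaks and for distal peaks per gene, the centre of the peak and protein-coding TSSs only were used, beyond 2 kb. Region classes were set by the centre of the peak, in the order promoter (2 kb upstream to 100 bp downstream of a TSS), 5′ UTR, 3′ UTR, exon, intron, within 1 kb downstream and intergenic. Overlaps needed at least 1 bp, and chance levels came from 100 shuffles within chromosomes. Odds ratios for overlapping peaks were taken over 46131 regions, the union of all merged peaks, and those for genes over 55413 annotated genes. Motifs were consensus strings for ASCL1, FOXO1, AP-1, SOX, TCF4, TCF/LEF and NFI and 2 control strings, searched on both strands of repeat-masked sequence, with 1 background region per merged peak of the same width on the same chromosome, within 0.02 of its GC content and outside all merged peaks. No such region was found for 102 and 56 ASCL1-Dam peaks and 26 and 19 FOXO1-Dam peaks of day 2 and day 6. The position weight matrices and the GO annotation that the paper used were not used here; in place of GO terms, 16 gene lists with 481 genes were compared with 21938 protein-coding genes. The lists were proneural and early neuronal genes, cerebellar inhibitory neuron genes, Notch pathway, WNT pathway, cell cycle genes, cell cycle inhibitors, apoptosis, insulin, FOXO and oxidative stress genes, autophagy, central metabolism, astroglia and gliogenic NEP genes, oligodendrocyte lineage, mid-hindbrain genes, granule cell progenitor genes, ribosomal protein genes, and mesenchymal, vascular and microglial genes.

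Shares were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment within each family: 28 tests of regions, 36 of motifs, 80 of gene lists, 40 of chromosomes, 8 of near and far peaks and 68 of gene lists near distal peaks, the last against 1000 shuffles. The samples, the gene lists, the motifs, the tests of regions, overlaps, motifs and gene lists near the TSS, and most alternatives were fixed before the data were examined. The gene lists were not independent of the paper. Akt1s1, Gpx4 and Cdkn1b of the insulin list and Id1 of the astroglial list are targets that it names. Tests by chromosome, of near and far peaks, of distal gene lists, of coding sequence under peaks, of peaks that were not reproducible and per unmasked kb were added after the lists were seen. Alternatives were merged in place of reproducible peaks, the part of each list with the higher percent, a window of 2 kb, all peaks with their nearest gene, the centre or any part of a peak, protein-coding genes only, a promoter of 1 kb on either side, a reciprocal overlap of 50%, flanking background regions 5 kb away, no repeat masking, the central 300 bp, core motifs, and genes with any merged peak as background. Added after the data were seen were peaks in all comparisons, peaks in 75% of comparisons, and gene lists without Foxo1 and Ascl1. The genes named are those that the paper names in its targeted DamID results, the 5 protein-coding genes with the highest percent in each set of bound genes (ties by nearness to the TSS, then by name), and members of the gene lists with a reproducible peak within 1 kb; genes named for peaks beyond 2 kb, for coding sequence under peaks or by chromosome were chosen after their values were seen. The test of gene lists was tested on simulated data: of 200 lists of 40 genes at 4 times the base rate 96.0% were called at an unadjusted p of 0.05, and of 200 lists at the base rate 4.5% were, with 1400 of the coding genes set as bound, a number nearest to the ASCL1-Dam set of day 2; smaller sets were not simulated. The computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, bedtools 2.31.1 and matplotlib 3.10.9.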

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

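The tests by chromosome and of distal gene lists were chosen after the results were seen, as were the genes named here for them.

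FOXO1-Dam peaks covered 1552 bp of the 1956 bp of Foxo1 coding sequence on day 2 and 1876 bp on day 6, and ASCL1-Dam peaks covered all 693 bp of the Ascl1 coding sequence on day 6; Table S5 of the paper lists both genes as bound. No other coding gene of at least 500 bp was covered as far in the same lists on day 6, the next being Gm10800 at 66.4% for FOXO1-Dam and Spry1 at 48.1% for ASCL1-Dam, and on day 2 B430305J03Rik at 84.1% stood above Foxo1 at 79.3%. Of the length of the Foxo1 peaks 94.3% lay inside the coding sequence on day 2 and 87.7% on day 6, with 94 and 262 bp outside it, and the other fusion covered 0 bp, which is consistent with methylated DNA of the construct being read as the gene, though the text of the paper does not name the species of its coding sequence. For Ascl1, construct DNA and binding of ASCL1 to its own gene cannot be told apart: reproducible ASCL1-Dam peaks covered 0 bp on day 2, with the same construct, merged ASCL1-Dam peaks covered 331 bp and FOXO1-Dam peaks 0 bp on that day, and on day 6 the coding sequence made up 63.9% of the peak. Binding of each factor to its own gene stays open for both genes.

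ASCL1-Dam had more merged peaks than FOXO1-Dam on day 6 and fewer reproducible ones, and its 20691 peaks that were not reproducible held the ASCL1 motif 1.82 times as often as background (95% interval 1.73 to 1.91, p = 2.87e-125, Fisher's exact test, two-sided). Of these peaks 36.0% overlapped a reproducible ASCL1-Dam peak of day 2, 96.4 times the level of shuffled peaks (20 shuffles). Both values argue against calls placed at random over the genome as the source of these peaks as a whole, though not of every peak. They cannot tell ASCL1 binding from chance calls within open chromatin, as background regions and shuffles were drawn from the whole genome. FOXO1-Dam peaks of day 6 that were not reproducible gave similar values. They held the ASCL1 motif at 1.59 times background and overlapped reproducible ASCL1-Dam peaks of day 2 at 102.6 times the shuffled level. Fewer cells with ASCL1 binding on day 6, weaker binding, and lower depth in some samples stay open and were not tested, since no values of single replicates were used.

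Chromosome 15 held 10.1% of the reproducible ASCL1-Dam peaks of day 6 (257 of 2537) and 5.58% of the FOXO1-Dam peaks, an odds ratio of 1.91 (95% interval 1.59 to 2.29, adjusted p = 3.76e-10, Fisher's exact test over 40 tests), and on day 2 the shares were 6.28% and 5.74% (adjusted p = 0.544). A cluster at a single locus was argued against, as the odds ratio was 1.84 (1.51 to 2.25, exact p = 3.23e-09) without the 10 Mb bin with the most peaks. The excess was spread along the chromosome, with 9 of 11 bins (81.8%) above the ratio of the other chromosomes, as extra copies of chromosome 15 in some ASCL1-Dam cultures of day 6 would give, and this stays open as a candidate explanation. Binding by ASCL1 at more sites of this chromosome on day 6 would give the same spread and was not tested. With merged peaks the excess of day 6 was smaller, 7.53% against 6.24% (odds ratio 1.22), and on day 2 the odds ratio was 0.919 with merged peaks and 1.29 with peaks in all comparisons (exact p = 0.00196).

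Chromosome X held a smaller share of ASCL1-Dam than of FOXO1-Dam peaks on day 2 (odds ratio 0.685, adjusted exact p = 0.00977) and on day 6 (0.240, adjusted exact p = 8.73e-06, 11 against 75 peaks), and chromosome 10 did on day 6 (0.688, adjusted exact p = 0.0172). With merged peaks the difference on chromosome X was not seen on day 2 (1.91% against 1.82%, odds ratio 1.05, exact p = 0.515) and was smaller on day 6 (0.516), as it was on chromosome 10 (0.875). Peaks of a single fusion differed in motif content between the factors, with ratios of ASCL1-Dam to FOXO1-Dam of 2.70 on day 2 and 1.86 on day 6 for the ASCL1 motif and of 0.360 and 0.399 for the FOXO1 motif.

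The paper left peaks beyond 2 kb of a TSS out of its gene sets. Peaks with their centre more than 2 kb from the nearest protein-coding TSS were nearest to genes of several lists more often than shuffled peaks. This was a permutation test with 1000 shuffles and Benjamini-Hochberg adjustment over 68 tests. Shuffled peaks fall anywhere on their chromosome, so open chromatin near the genes of a list was not separated from a preference of either factor. For ASCL1-Dam on day 6, ribosomal protein genes were at 3.02 times and central metabolism genes at 2.59 times. Neither passed (adjusted permutation p = 0.129 and 0.122), and ribosomal protein genes were at 0.975 times on day 2. Astroglial and gliogenic NEP genes were at 1.74 times the shuffled level for ASCL1-Dam on day 2 (26 of 31 genes) and 2.58 times on day 6, and at 1.45 and 2.21 times for FOXO1-Dam. Insulin, FOXO and oxidative stress genes were at 1.46 and 2.41 times for ASCL1-Dam and 1.77 and 1.95 times for FOXO1-Dam on the same days. Notch genes were at 1.91 times for ASCL1-Dam on day 2, with 19 of 29 genes, among them Notch1, Dll1, Jag1, Hes1 and Hes5, and central metabolism genes at 1.96 times for FOXO1-Dam on day 2, with 14 of 41, among them Hk1, Gapdh, Eno1 and Ldha. The adjusted p was 0.0124 for 7 of these 10 results, which comes from the smallest p that 1000 shuffles can give, 0.0485 for insulin pathway genes with ASCL1-Dam on day 2, and 0.0314 for astroglial and for metabolism genes with FOXO1-Dam on day 2.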

How the results depend on the processing

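The settings with peaks in all comparisons, with peaks in 75% of comparisons and without Foxo1 and Ascl1 were chosen after the data were seen. A count or ratio is called the same here within 1.5 times the main value, a mean width within 1 SD over peaks, a share of regions within its 95% interval, and a tested result with the same direction on the same side of its threshold, however far the value itself moved. Over 39 main results and their alternatives, 133 of 179 values stayed the same, 43 moved and 3 were reversed; over 80 single gene list tests, 385 of 400 values stayed the same, 3 lost their call and 12 gained one, 9 of these with merged peaks; astroglial genes with ASCL1-Dam on day 2 lost it with merged peaks (2.06-fold, adjusted exact p = 0.108), and the insulin list with each fusion on day 2 against genes with any merged peak. Overlap of peaks ranged from 28.9% to 33.6% on day 2 and from 9.30% to 28.9% on day 6 over its alternatives, and the ASCL1 motif stayed enriched in all 4 lists under every alternative, at 1.94 to 2.73 in ASCL1-Dam peaks of day 2. In the order ASCL1-Dam day 2 and day 6, FOXO1-Dam day 2 and day 6, merged peaks numbered 38159, 23228, 14156 and 11483. The part of each list at or above its own median percent, 87.5 and 68.75 for ASCL1-Dam and 100 and 81.25 for FOXO1-Dam, so that these parts cannot be compared between lists, held 5953 and 1514 ASCL1-Dam peaks and 2366 FOXO1-Dam peaks of day 6; peaks in all comparisons were 4009, 203 and 1226 in the same lists, and 1154 ASCL1-Dam peaks of day 6 were in 75% of comparisons. The share of peaks in promoters, introns and intergenic regions was 94.7%, 95.3%, 95.2% and 95.7% with promoters of 1 kb on either side, 93.7%, 95.4%, 95.0% and 96.1% with protein-coding genes only, and with merged peaks 93.0% for ASCL1-Dam on day 2 and 93.8% for FOXO1-Dam on day 6. Genes with a peak within 1 kb numbered 4886, 3520, 1916 and 1714 with merged peaks, with 30.9% and 30.5% shared on day 2 and day 6, and with ratios of ASCL1-Dam to FOXO1-Dam of 2.55 on day 2 and 2.05 on day 6, the latter reversed. With peaks in all comparisons they numbered 531, 20, 697 and 125, with ratios of 0.762 on day 2, reversed, and 0.16 on day 6; with 75% of comparisons ASCL1-Dam had 101 genes on day 6 and the ratio was 0.302. ASCL1-Dam had 389 genes on day 6 within 2 kb and 154 with protein-coding genes only, where FOXO1-Dam had 325. Gene lists past the threshold numbered 1 for ASCL1-Dam and 1 for FOXO1-Dam on day 2 against genes with any merged peak, 2 for both on day 2 and 2 for FOXO1-Dam on day 6 within 2 kb, and 3 for each of both on day 2, ASCL1-Dam on day 6 and FOXO1-Dam on day 6 with merged peaks. The FOXO1 motif in reproducible ASCL1-Dam peaks of day 6 was at 0.871 of background (exact p = 0.692), reversed, where the other alternatives gave 1.19 to 1.40. The larger and smaller numbers of peaks and genes follow from how many peaks each setting keeps; for the other changes the cause was not tested. No paired analysis was possible because the files list peaks for the 4 replicates together, and for the same reason the alternatives that leave out each replicate in turn were not run; depth is unknown, and its effect on the counts of both days was not tested.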

Differences from the paper's values

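Of 26 values compared with the paper's, 2 differed by more than 1.5-fold, the rule used here, both for the FOXO1 motif in FOXO1-Dam peaks. Under this rule 9167 FOXO1-Dam peaks of day 2 against 9717 in the text of the paper, whose Fig. S4A gives a lower count than its text, 1592 against 1456 genes for ASCL1-Dam on day 2, and an ASCL1 motif enrichment of 2.21 against 1.48524 in Table S4 for ASCL1-Dam on day 2 do not count as differences. On day 2 the enrichment was 2.28 here and the paper's value in Table S4 is 1.22862. All 5 alternatives set before the data were examined differed from it as well: flanking background gave 2.06, no repeat masking 1.94, reproducible peaks 2.93, the central 300 bp 1.94 and the core motif 2.46. On day 6 the enrichment was 2.48 here and the paper's value is about 1.2 in Fig. 4C, read by eye. The same 5 alternatives differed from it, at 1.90, 2.13, 2.12, 2.31 and 2.12. The paper's enrichments come from position weight matrices and these from consensus strings, so the shares of peaks with a motif are not on the same definition. Counted as sites per unmasked kb, a measure chosen after the values were seen, the day 2 ratio was 1.82, within 1.5 times the paper's value, and the day 6 ratio 2.00; the ASCL1 and FOXO1 motifs stayed above background in all 4 lists.

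The paper states that ASCL1 bound the promoter of Foxo1 on day 2. Here the ASCL1-Dam peak upstream of the Foxo1 TSS was in the merged list only, in 18.75% of comparisons, and no reproducible ASCL1-Dam peak lay within 10 kb of the gene; the paper's figure shows peaks at a looser threshold, and the setting with merged peaks calls this peak. The paper lists Dkk2 and Dll3 as genes with a significant ASCL1-Dam peak. Here neither had a reproducible ASCL1-Dam peak within 10 kb; with merged peaks, Dll3 had peaks in 25.0% and 18.75% of comparisons at the TSS and upstream, and Dkk2 a peak in 6.25% of comparisons in an intron. The paper lists En1 and Axin2 with peaks of both fusions and Akt1s1 with a FOXO1-Dam peak. It states no distance for these genes, though its gene sets are within 1 or 2 kb of the TSS. Without a limit of distance, En1 and Axin2 had reproducible peaks of both fusions here as well. Here Id1 and Fzd4 had peaks of both within 1 kb, En1 had a FOXO1-Dam peak at the TSS and an ASCL1-Dam peak 3975 bp away, Axin2 had peaks of both with the nearest 2074 bp away, and Akt1s1 also had an ASCL1-Dam peak on day 2; with merged peaks En1 also had an ASCL1-Dam peak 625 bp upstream in 6.25% of comparisons on day 2, and within 10 kb of the gene Axin2 had reproducible peaks of both.

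The paper states that the distribution over regions did not vary across conditions and time. Here 7 of 28 differences passed an adjusted p of 0.05, none larger than 5.32 percentage points, and the order of introns, intergenic regions and promoters was the same in all 4 lists. The paper states that ASCL1-bound genes of day 2 were linked to neurogenesis, and FOXO1-bound genes of day 6 to metabolic and apoptotic processes, by GO terms. Here the proneural list was at 1.55-fold for ASCL1-Dam on day 2 (adjusted exact p = 1), and for FOXO1-Dam on day 6 the apoptosis list was at 1.75-fold (adjusted exact p = 1) and the central metabolism list at 3.50-fold (adjusted exact p = 0.599), while the insulin, FOXO and oxidative stress list passed at 11.4-fold; none of these 3 lists passed in these sets under any alternative, and the lists hold other genes than GO terms. With 306 of 21938 coding genes bound by FOXO1-Dam on day 6, lists of 41 genes had little chance of passing unless the enrichment was large. For the proneural list, enrichment below 4 times was not simulated. The lists that did not pass therefore cannot speak against the paper's GO terms. The insulin list holds Akt1s1, Gpx4 and Cdkn1b, which the paper names as FOXO1-Dam targets, so it was not independent of the paper. For the Notch list, which bears on neurogenesis, merged peaks passed the threshold in all 5 gene sets.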

Other observations

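The tests of distal peaks in this part were chosen after the results were seen.

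The smaller groups of genes near TSSs held few bound members. On day 2 FOXO1-Dam marked En1 of the mid-hindbrain list of 20 genes and Mfap4 of the granule cell progenitor list of 18, and ASCL1-Dam marked Rpl37 and Rps14 of the 42 ribosomal protein genes, of which FOXO1-Dam marked Rpl37. Apoptosis genes with an ASCL1-Dam peak on day 2 were Bad, Bmf and Fadd, which act in mitochondrial and death receptor signalling, and autophagy genes with one were Atg3, Map1lc3b and Gabarapl2. None of these lists passed the test in any gene set.

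Some genes had many distal peaks of both factors. On day 2 Myc had 18 ASCL1-Dam and 13 FOXO1-Dam peaks, Nav2 18 and 12, and Zfp608 13 and 18. For the genes that follow, the count of a single fusion is given. On day 2, Zmiz1, a transcriptional coregulator, had 16 ASCL1-Dam peaks nearest to it beyond 2 kb, Irf2bp2 14, and the insulin receptor substrate Irs2 and the WNT target Axin2 12 each, and on day 6 Zmiz1 had 10, Asap1 9 and Lifr, a cytokine receptor, 7. For FOXO1-Dam, Nfib, a factor of gliogenesis, had 13 on day 2, and on day 6 Zfp608 had 12, Tcf4, the bHLH partner of proneural factors, 10 and Myc 9. Genes of cerebellar inhibitory neurons were nearest to distal peaks at 0.620 of the shuffled level for ASCL1-Dam on day 2 (adjusted permutation p = 0.0679), and proneural genes at 0.904.

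Overlap of the fusions on the same day may come in part from their shared Dam-alone controls. Across days, where the control samples differ, overlap was still 150.3 times the shuffled level for ASCL1-Dam of day 2 with FOXO1-Dam of day 6. For FOXO1-Dam of day 2 with ASCL1-Dam of day 6 it was 145.8 times, against 168 and 179 times within days. These values argue against features of the Dam-alone samples of a single day as the whole source. A bias that the Dam-alone samples of both days share cannot be tested in this way, as shuffled peaks fall anywhere on their chromosome. Open chromatin that Dam reaches in every culture stays open as a source of shared peaks and was not tested, as Dam-alone peaks were not analysed here.

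ASCL1-Dam peaks called in more comparisons held the ASCL1 motif more often. The share of ASCL1-Dam peaks of day 2 with the ASCL1 motif in their central 300 bp was 1.89 times as high among peaks in all 16 comparisons as among peaks in 1, a prediction written before the test. For the FOXO1 motif in FOXO1-Dam peaks the shares went from 1.02% to 1.70% on day 2.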
